# Transposable Elements Drive Regulatory and Functional Innovation of F-box Genes

**DOI:** 10.1093/molbev/msaf097

**Published:** 2025-04-25

**Authors:** Miguel Vasconcelos Almeida, Zixin Li, Pedro Rebelo-Guiomar, Alexandra Dallaire, Lukáš Fiedler, Jonathan L Price, Jan Sluka, Xiaodan Liu, Falk Butter, Christian Rödelsperger, Eric A Miska

**Keywords:** transposable elements, genome evolution, gene families, F-box genes, *Caenorhabditis elegans*

## Abstract

Protein domains of transposable elements (TEs) and viruses increase the protein diversity of host genomes by recombining with other protein domains. By screening 10 million eukaryotic proteins, we identified several domains that define multicopy gene families and frequently co-occur with TE/viral domains. Among these, a Tc1/Mariner transposase helix-turn-helix (HTH) domain was captured by F-box genes in the *Caenorhabditis* genus, creating a new class of F-box genes. For specific members of this class, like *fbxa-215*, we found that the HTH domain is required for diverse processes including germ granule localization, fertility, and thermotolerance. Furthermore, we provide evidence that Heat Shock Factor 1 (HSF-1) mediates the transcriptional integration of *fbxa-215* into the heat shock response by binding to Helitron TEs directly upstream of the *fbxa-215* locus. The interactome of HTH-bearing F-box factors suggests roles in post-translational regulation and proteostasis, consistent with established functions of F-box proteins. Based on AlphaFold2 multimer proteome-wide screens, we propose that the HTH domain may diversify the repertoire of protein substrates that F-box factors regulate post-translationally. We also describe an independent capture of a TE domain by F-box genes in zebrafish. In conclusion, we identify two independent TE domain captures by F-box genes in eukaryotes and provide insights into how these novel proteins are integrated within host gene regulatory networks.

## Introduction

In an influential analogy, Jacob (1977) argued that evolution does not work like an engineer, striving for perfection in their creations. Instead, he asserted evolution acts as tinkerer “who does not know exactly what he is going to produce but uses whatever he finds around him”. In this sense, novelty is seldom created fully anew, de novo, but through the recombination of preexisting material. He argued that “to create is to recombine” (Jacob 1977). These principles can be applied to protein evolution, with novel proteins arising by recombination of preexisting modules. Several mechanisms can drive the recombination of protein modules, including exon shuffling, gene fusion, and transposition (Gilbert 1978; Patthy 1999; Babushok et al. 2007; Long et al. 2013).

Transposable elements (TEs) are mobile genetic elements detectable in most sequenced genomes, and often encode specialized protein machinery that is employed in their mobilization (Wells and Feschotte 2020). There are many distinct types of TEs, categorized according to their sequence features, proteins encoded, and replication mechanism (Wicker et al. 2007; Bourque et al. 2018; Wells and Feschotte 2020). In brief, TEs are commonly divided in two broad classes based on the mechanism of mobilization: class I TEs, or retrotransposons, transpose via an RNA intermediate, whereas class II TEs, or DNA transposons, employ a variety of mobilization mechanisms exclusively via DNA intermediates (Wicker et al. 2007; Bourque et al. 2018; Wells and Feschotte 2020).

TEs are recognized as a major force in the evolution of eukaryotic genomes, driving innovation in a variety of ways (Bourque et al. 2018; Wells and Feschotte 2020; Almeida et al. 2022; Fueyo et al. 2022). TEs often contain and disperse transcription factor binding sites across eukaryotic genomes (Bourque et al. 2018; Almeida et al. 2022; Fueyo et al. 2022). This leads to their frequent repurposing as promoters or enhancers of endogenous genes, with the potential to establish or rewire cis-regulatory networks. The proteins encoded by TEs are also a source of innovation. They can contribute to the generation of novel proteins by recombining with preexisting protein domains. For example, SETMAR proteins originated in primates via fusion of a Mariner DNA transposon with an SET histone methyltransferase (Robertson and Zumpano 1997; Cordaux et al. 2006). As another example in primates, CSB-PGBD3 emerged from a PiggyBac DNA transposon fusion with the Cockayne syndrome group B (CSB) gene (Newman et al. 2008). Larger-scale computational surveys of available genomic, transcriptomic, and proteomic data have identified additional transcripts and proteins with co-occurring TE- and host-derived protein domains (Zdobnov et al. 2005; Cosby et al. 2021; Coronado-Zamora and González 2023; Oggenfuss et al. 2024). One study, focusing on host-transposase fusion genes in tetrapod evolution, reported a tendency of TE-derived DNA-binding domains to fuse to host domains associated with the regulation of gene expression (Cosby et al. 2021). This study described KRABINER, a host-transposase fusion gene that binds DNA and regulates gene expression, akin to SETMAR and CSB-PGBD3 (Cordaux et al. 2006; Bailey et al. 2012; Gray et al. 2012; Tellier and Chalmers 2019; Cosby et al. 2021).

The increasing availability of sequenced genomes, along with their protein-coding and repetitive element annotations, provides a massive publicly available resource that can be leveraged to identify protein innovations. In this study, we screened 10 million eukaryotic proteins to identify biologically relevant TE- and virus-derived novelties. We describe two phylogenetically independent captures of TE domains by F-box genes in animals, and characterize in detail one instance in nematodes. In this case, one domain derived from Tc1/Mariner TEs was captured by an F-box gene and created a novel F-box gene family. These genes require the TE domain for diverse functions, including thermotolerance, fertility, and germ granule localization. We further describe how Helitron TEs integrate one of these genes in a heat-stress-responsive pathway.

## Results

### Multicopy Protein Domains Recurrently Capture Protein Domains Associated With TEs and Viruses

We reasoned that protein domains that usually exist in multiple copies in genomes, and are typically associated with multigene families, may retain fusions with TE- or virus-derived protein domains more often. The relaxed selective pressure on these fusions may allow them to persist, even if the fusions are initially detrimental. This reasoning prompted our search for novel proteins with these domain architectures. We included protein domains associated with viruses in addition to TE domains, because long terminal repeat (LTR) retrotransposons are evolutionarily related to retroviruses, thus blurring the boundaries between these genetic elements (Eickbush and Malik 2007; Wells and Feschotte 2020).

To find instances of co-occurrence of TE- and virus-derived protein domains with multicopy domains, we searched ∼10 million unique eukaryotic proteins from the UniProt database (The UniProt Consortium 2023) and found 12,803 unique proteins in the major eukaryotic clades with such domain architectures (Fig. 1a and supplementary table S1, Supplementary Material online). Of these, 9,471 have only one TE/viral domain, while 3,332 proteins display co-occurrence with multiple TE/viral domains, suggesting more complex fusions, possibly when several domains of one TE/virus are captured simultaneously (supplementary fig. S1a, Supplementary Material online). There is a strong association between the size of the protein domain family and the number of co-occurring TE/virus-derived domains (supplementary fig. S1b, Supplementary Material online). Reverse-transcriptase, integrase, and peptidase domains are highly represented, associating with most multicopy domains (Fig. 1b, c). In turn, protein kinase, leucine-rich repeats, ankyrin repeats, GPCR, and F-box domains were amongst the multicopy domains associated with most TE/viral domains (Fig. 1d). The majority of the co-occurring domain combinations are found in only a small number of taxa, suggesting that these domain fusions happened relatively recently in evolutionary time (supplementary fig. S1c, Supplementary Material online).

**Fig. 1.**
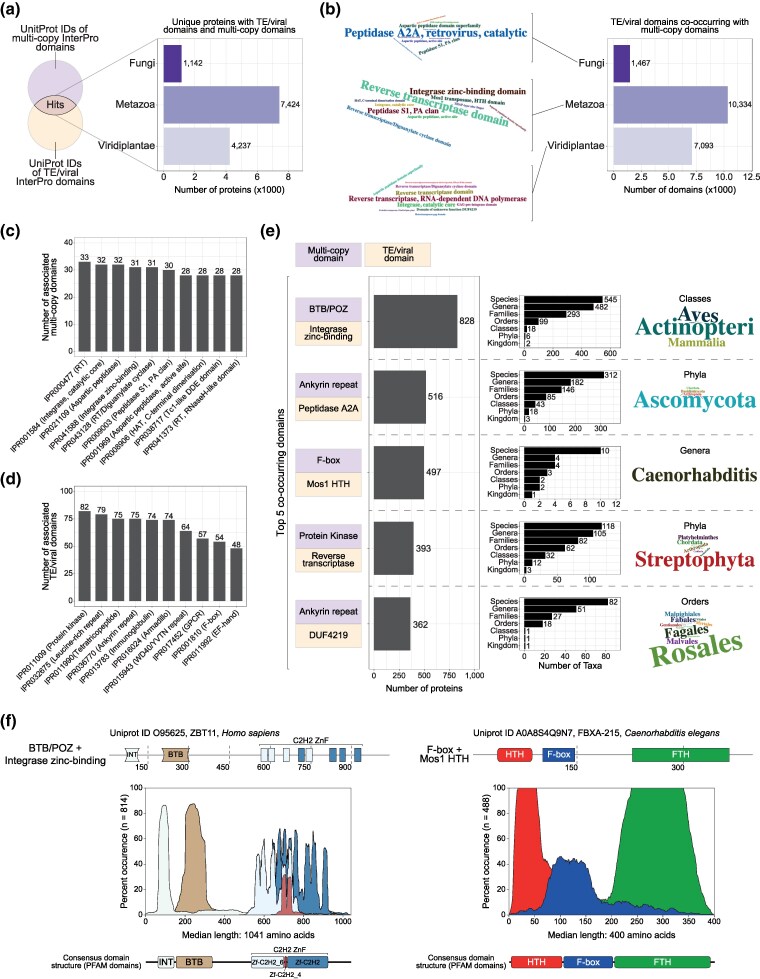
Identification of eukaryotic proteins with TE/virus-derived and multicopy domains. a) Simplified representation of the approach used to identify co-occurrence of multicopy proteins domains with protein domains of TE/viral origin. Bar plot depicts the number of unique proteins with protein domains of TE/viral origin in major eukaryotic clades. b) Number of TE/viral protein domains co-occurring with multicopy domains in major eukaryotic clades. Word clouds show the top 10 TE/viral domains in each clade. c) The 10 multicopy domains with most associated TE/viral protein domains. d) The 10 TE/viral domains with most associated multicopy domains. e) Largest sets of proteins with the same co-occurring protein domains (bar charts on the left), along with information on their taxonomic distribution (bar charts in the middle and word clouds on the right). Word clouds highlight key taxa where these protein fusions exist. Note that different taxonomic levels are highlighted for each distinct fusion. f) Protein domain architecture of proteins with co-occurring domains in the largest (BTB/POZ-Integrase zinc binding) and the third largest set of proteins (F-box-Mos1 HTH). On top, specific representative proteins are shown, whereas the bottom panels show the consensus protein domain distributions of groups of proteins sharing co-occurring domains, plotted along the median length of these proteins. FTH, FOG-2 homology domain; HTH, Helix-turn-helix; INT, integrase; RT, reverse transcriptase; Znf, zinc fingers.

To validate our approach, we searched for known instances of TE- or virus-derived domain fusions with multicopy domains. The largest set of proteins with the same co-occurring domains, a BTB/POZ domain (IPR011333) with an integrase zinc-binding domain (IPR041588, Fig. 1e, f and supplementary table S1, Supplementary Material online), comprises a family of proteins in vertebrates with roles in neutrophil development by mediating repression of TP53 (Keightley et al. 2017). The similarity of the integrase-like domain and the integrase domains of retroviruses and retrotransposons was previously noted, and one of its amino acid residues responsible for the coordination of the metal ion is required for TP53 repression (Keightley et al. 2017). Our results align with the reported evolutionary conservation of this protein family in vertebrates, as 808/828 (97.6%) BTB/POZ-Integrase zinc-binding fusions are found in the phylum Chordata, sharing similar domain architectures (Fig. 1f): an N-terminal viral integrase domain, followed by a BTB/POZ domain, and C-terminal zinc finger arrays. Our approach also identified previously described SETMAR proteins (Robertson and Zumpano 1997; Cordaux et al. 2006; Tellier and Chalmers 2019) with SET and Mariner transposase domains (supplementary table S1, Supplementary Material online). Thus, our approach can identify known instances of co-occurrence of TE- or virus-derived domains with multicopy domains.

Among the remaining top five co-occurring domain fusions, two are phylogenetically restricted to specific taxa: (i) The F-box (IPR001810) and Tc1/mariner Helix-turn-Helix (HTH, IPR041426) fusion is almost exclusively found in nematodes (496/497, 99.8%, see more information below); and (ii) the ankyrin repeat (IPR036770) and DUF4219 (IPR025314, a domain associated with retrotransposons and retroviruses) fusion is restricted to the Streptophyta plant clade (362/362, 100%). The proteins within each of these groups have similar domain architectures (Fig. 1f and supplementary fig. S1d, Supplementary Material online). The taxonomic specificity and the consistent domain structures suggest that the F-box-HTH fusion likely originated from a single fusion event in nematodes, while the ankyrin repeat-DUF4219 fusion likely arose from a single fusion in plants. Conversely, the ankyrin repeat-peptidase A2A (IPR036770-IPR001995) and protein kinase-reverse transcriptase (IPR011009-IPR000477) fusions have a broad taxonomic distribution and divergent domain structures across clades, suggesting that these groups might reflect multiple independent fusion events (Fig. 1e and supplementary fig. S1e, f, Supplementary Material online).

In our analysis of domain structures across groups of proteins, we noticed that in three of the top five co-occurring domain fusions, the TE/virus-derived domain tended to be positioned N-terminally relative to the multicopy domain (Fig. 1f and supplementary fig. S1d, Supplementary Material online). To determine whether this pattern was a general trend across all the 12,803 screen hits, we analyzed domain positions and found an overrepresentation of domains from TEs/viruses in the N-terminal region of these proteins, compared with multicopy domains (supplementary fig. S1g, Supplementary Material online). However, this signal is largely driven by the 1,894 proteins of the top five co-occurring domain fusions with the integrase zinc-binding, Mariner HTH, DUF4219, and reverse-transcriptase domains (supplementary fig. S1h, Supplementary Material online). These findings suggest a bias for TE/virus-derived coding sequences at the N-terminus, driven by four of the top five most frequently co-occurring domain fusions identified in the screen.

### An F-box Gene Family With a TE-Derived Helix-Turn-helix Domain in the *Caenorhabditis* Genus

The third largest set of proteins with the same co-occurring domains has F-box (IPR001810) and Tc1/mariner HTH domains (IPR041426) structurally related to the N-terminal DNA-binding HTH domain of the Mos1 transposase of Drosophila mauritiana (Fig. 1e, f) (Richardson et al. 2009). This large set of 497 proteins is phylogenetically restricted to the *Caenorhabditis* genus in nematodes (Fig. 1e), except for four proteins (three in the *Ascaris* and *Heligmosomoides* nematode genera and one in phylum Arthropoda) that do not share an identical domain structure with the remaining 493 proteins (supplementary table S1, Supplementary Material online).

F-box domain-containing proteins adopt a variety of cellular functions, but are mostly known for their roles in the context of Skp, Cullin, F-box (SCF) E3 ubiquitin-ligase complexes (Kipreos and Pagano 2000; Skaar et al. 2013). In specific, F-box proteins interact with protein substrates and bring them in close proximity to SCF complexes allowing substrate poly-ubiquitination and subsequent proteasomal degradation. A detailed study on gene families of ubiquitin-ligase adapters in *Caenorhabditis* has categorized *Caenorhabditis* F-box genes into three families: A1, A2, and B (Thomas 2006). Family A1 genes have F-box and FTH domains, whereas family B genes have F-box and FBA2 domains (Fig. 2a and supplementary table S1, Supplementary Material online). Family A2 was defined by having F-box and FTH domains plus an additional N-terminal domain, which was noted to be related to mariner transposases (Fig. 2a and supplementary table S1, Supplementary Material online). The proteins we identified with co-occurring F-box and Tc1/mariner HTH domains (Fig. 1e, f) correspond to the A2 family of F-box genes in the *Caenorhabditis* genus (Fig. 2a). As the evolutionary history and functional roles of A2 F-box genes were not previously explored (Thomas 2006; Feschotte et al. 2009), we set out to do so.

**Fig. 2.**
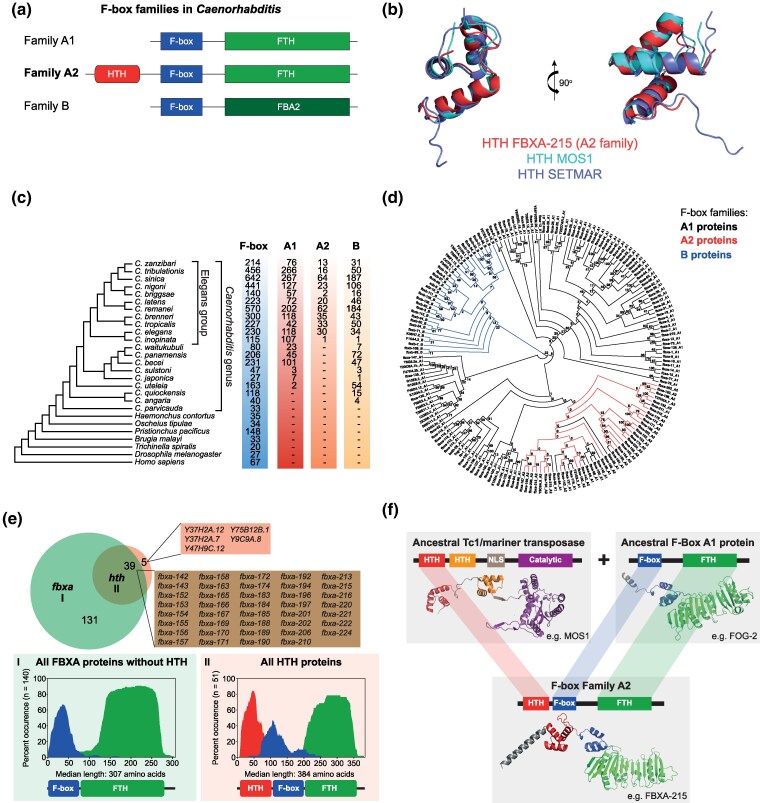
A subset of the F-box protein superfamily in *Caenorhabditis nematodes* has a Tc1/Mariner-derived Helix-turn-helix domain. a) Schematics illustrating the domain architecture of proteins of the three F-box families in *Caenorhabditis*, as previously categorized (Thomas 2006). b) Structural alignment of known TE-derived HTH domains of *Drosophila mauritiana*'s Mos1 (PDB: 3HOT) and *Homo sapiens*' SETMAR (PDB: 7S03) with a representative HTH domain from FBXA-215, a protein of the F-box A2 family. All these HTH domains are of the simple tri-helical type. c) Genomic data from 27 species (nematodes, *Drosophila melanogaster*, and *Homo sapiens*) were used to date the origin of the A2 family. The cladogram was drawn based on previous phylogenomic analyses (Smythe et al. 2019; Stevens et al. 2019). The species belonging to the *Caenorhabditis* genus and the Elegans group are highlighted in the cladogram. For each species, the total number of F-box domain-containing genes is shown, as well as the members of all three families as in (a). d) An alignment of all F-box proteins from *C. elegans* was used to construct a maximum-likelihood tree. The legend shows the color code for all three gene families, see (a) for a schematic of their protein domain configurations. Numbers at internal branches indicate bootstrap support values (100 pseudoreplicates). e) Venn diagram displaying the overlap between all the genes belonging to the *fbxa* class (including F-box A1 and A2 genes, indicated as I in the figure) according to Wormbase annotations, and all annotated *C. elegans* genes with a Tc1/mariner-derived HTH domain (IPR041426, indicated as II in the figure). The panels below depict the protein structure conservation for all the proteins encoded by the genes in groups I and II (all protein isoforms are included in the analysis). These graphs represent the percent of proteins with specific domains present along amino acid coordinates spanning the median protein length. Consensus protein structure is represented below. f) Model for the emergence of the A2 family of F-box genes in the *Caenorhabditis* genus. In the ancestor of the Elegans group, the N-terminal HTH domain of a Tc1/mariner transposase was captured on the N-terminus of an F-box gene of the A1 family, forming this novel F-box family, which subsequently expanded. Protein structures shown are AlphaFold predictions. FBA2; F-box associated domain 2; FTH, FOG-2 homology domain; HTH, Helix-turn-helix; NLS, nuclear localization signal.

Given the ubiquity of HTH folds, we confirmed that the structure of the HTH domain of A2 family proteins is TE-derived and not related to other HTH folds. To do this, we performed structural alignments between proteins with TE-derived HTH folds of the same type, i.e. simple tri-helical type (Aravind et al. 2005). An excellent structural alignment is obtained with the HTH domains of A2 family proteins, SETMAR, and Mos1 (Fig. 2b and supplementary fig. S2a–c, Supplementary Material online, all-atom root mean square deviation, RMSD, between 0.7 and 2.1 Å). Conversely, alignment with non-TE-derived HTH folds of the simple tri-helical type is subpar (supplementary fig. S2d–f, Supplementary Material online, RMSD between 2.8 and 6.4 Å). This supports a TE origin for the HTH domain of A2 family proteins.

Proteins with F-box domains are ubiquitous in eukaryotes, including animal genomes (Fig. 2c). However, some nematode clades stand out with an expanded repertoire of F-box genes (Fig. 2c) (Thomas 2006; Röseler et al. 2022). We revisited the composition of the F-box gene families in *Caenorhabditis nematodes*, following their initial categorization (Thomas 2006; Li and Rödelsperger 2022). F-box genes with the domain structure of the A1 and B families of F-box genes are present only in the *Caenorhabditis* genus, suggesting these specific domain architectures are molecular innovations of this nematode genus (Fig. 2c). Conversely, the A2 family is present only in the Elegans group within the *Caenorhabditis* genus, indicating that the HTH domain was captured by the F-box superfamily in the ancestor of the Elegans group, roughly 20 million years ago (Cutter 2008). It is relevant to note the three families only include a fraction of all *Caenorhabditis* F-box domain-containing genes. These observations suggest that a more comprehensive classification of the F-box superfamily using a broader taxonomic sampling might be needed. Phylogenetic analysis of *C. elegans* F-box proteins shows that B family genes form a monophyletic clade, while the A1 family has a patchier distribution (Fig. 2d and supplementary fig. S2g, Supplementary Material online). Although the overall tree topology is not well supported, all the A2 family members fall into a subtree within the larger A1 family, in agreement with a single origin for the A2 family (Fig. 2d). Individual genes within the A2 subtree seem to have lost the HTH domain. Individual losses of other domains are also observed. For example, *fbxa-197* has lost the F-box domain and *Y37H2A.12* has no FTH domain. Altogether, these results support a single origin of the A2 family, followed by an expansion and subsequent losses of the HTH domain.

The majority of *C. elegans* genes with an annotated HTH domain (IPR041426) overlap with genes annotated as *fbxa* (39/44) and have an N-terminal HTH domain preceding F-box and FTH domains (Fig. 2e, of note both A1 and A2 F-box gene families share the *fbxa* nomenclature). Thus, the same overall domain architecture is maintained across the F-box A2 family. Only 5/44 HTH proteins are not annotated as *fbxa* and only 3/44 have isolated HTH domains (Fig. 2e and supplementary fig. S3a, Supplementary Material online). All *C. elegans* HTH domain-containing proteins encode their HTH domains in one single exon (supplementary fig. S3a, Supplementary Material online). We could not detect any annotated TE sequences or other sequence motifs consistently flanking the exons containing the HTH domains, besides splice site motifs (supplementary fig. S3b, c, Supplementary Material online). The sequence of events following the capture is consistent with a previously proposed model (Cosby et al. 2021), involving TE insertion close to host transcripts, followed by exonization of TE-derived protein-coding sequences by alternative splicing.

Next, we interrogated the identity and origin of the captured TE. It is not clear whether the A2 ancestor received the HTH sequence directly from an endemic or horizontally transferred TE, or from an intermediate gene family that was the original recipient of the HTH domain. Further analysis of *Caenorhabditis* genes with HTH domains showed that this domain typically occurs either in combination with a transposase (IPR001888) or within an F-box context (either with an FTH, an F-box domain, or with both). These observations rule out the possibility of a secondary transition. Next, we searched for the most closely related sequences in species outside the Elegans group and in noncoding regions of the *C. elegans* genome. Phylogenetic analysis showed that one of the most closely related sequences corresponds to an intronic region that was annotated as a Mariner element in the *C. elegans* genome (supplementary fig. S4a–c, Supplementary Material online). This suggests that the HTH domain likely derived from an endemic TE. However, the overall tree topology is poorly supported, and we cannot completely rule out the possibility of an origin from a horizontally transferred TE.

Altogether, these results support a single origin for the A2 family within the *Caenorhabditis* genus, in the common ancestor of the Elegans group, when a Mariner HTH domain was captured by an F-box of the A1 family (Fig. 2f).

### F-box A2 Factors Have Signatures of Purifying Selection and a Subset is Expressed in the Germline

Previous estimates of selection on F-box A1 genes identified stronger evidence of positive selection for the FTH domain, which interacts with substrates and positions them near the E3 ligase component of the SCF complex (Thomas 2006). In contrast, the F-box domain showed evidence of purifying selection, consistent with its role in binding to a Skp1 protein, thus connecting the F-box protein to the SCF complex (Thomas 2006). To acquire insights into the function and evolution of the A2 family, we analyzed signatures of selection by examining the coding sequences of their protein domains (Fig. 2a). This analysis supports a predominant signature of purifying selection for the F-box domain, and stronger evidence for amino acid residues under positive selection in the FTH domain (supplementary fig. S5a, Supplementary Material online), in line with previous estimates (Thomas 2006). The HTH domain of F-box A2 proteins displayed a predominant signature of purifying selection (supplementary fig. S5a, Supplementary Material online). In conclusion, the TE-derived HTH domain is predominantly evolving under purifying selection, which, in combination with the fact that it has been maintained in the genome for approximately 20 million years, strongly suggests it may be relevant for the functions of the F-box A2 gene family in the *Caenorhabditis* genus.

To further illuminate the potential functions of F-box factors, including the A2 family, we profiled their expression across development and in adult tissues of *C. elegans* using publicly available RNA-sequencing datasets (Ortiz et al. 2014; Almeida et al. 2019; Serizay et al. 2020). F-box genes are overall lowly expressed throughout development (supplementary fig. S5b, Supplementary Material online), with the F-box B gene family showing higher expression in embryos. In contrast, the A1 family genes are overall more highly expressed than A2 family genes between L1 and L3 larval stages (supplementary fig. S5b, Supplementary Material online). In terms of tissue-specificity in adult animals, >40% of A1 family genes are classified as having intestine-specific expression, whereas ∼70% of B family genes are classified as lowly expressed in adults (supplementary fig. S5c, Supplementary Material online). A2 family genes are the most versatile genes, with a similar proportion of genes being assigned as intestine-specific (26.6%), germline-specific (20.0%), and lowly expressed (23.3%, supplementary fig. S5d, Supplementary Material online). The expression of A2 family genes in the germline led us to further explore expression of F-box genes in the germline. 19/116 A1 genes (16.4%), 12/30 A2 genes (40.0%), and 5/34 B genes (14.7%) had detectable expression in oogenic and/or spermatogenic gonads of *C. elegans* (supplementary fig. S5d, Supplementary Material online). 15/19 germline-expressed A1 genes are expressed in both oogenic and spermatogenic gonads, while 4/5 B genes are expressed predominantly in oogenic gonads (supplementary fig. S5e, Supplementary Material online). Again, A2 family genes display the most diverse expression patterns, with a similar proportion of genes predominantly expressed in gonads of each sex and in both sexes (supplementary fig. S5e, Supplementary Material online).

In summary, the predominant signature of purifying selection on the TE-derived HTH domain of F-box A2 genes, along with their expression in the germline, suggest relevant functional roles in the germline.

### The HTH Domain of F-box A2 Family Proteins is not Involved in Transcriptional Regulation

A common denominator of the known roles of F-box proteins is the versatile mediation of protein–protein interactions, bridging different proteins or protein complexes (Kipreos and Pagano 2000; Skaar et al. 2013). Given the association of such a versatile protein module with a potentially DNA-binding HTH domain, we reasoned that F-box A2 proteins may have evolved a role in transcriptional regulation of TEs and/or endogenous genes, similar to other host-transposase fusion genes (Bailey et al. 2012; Gray et al. 2012; Tellier and Chalmers 2019; Cosby et al. 2021). As 40% of A2 genes are expressed in the germline (supplementary fig. S5e, Supplementary Material online), such regulation could take place in germline tissues, which comprise a major stage of genetic conflict between TEs and their animal hosts (Ozata et al. 2019; Almeida et al. 2022). Among F-box A2 genes, *fbxa-192*, *fbxa-210*, and *fbxa-215* are the most highly expressed in the germline and in embryos, with *fbxa-215* being the most abundant (supplementary fig. S5b and d, Supplementary Material online). These genes were selected to further interrogate the function of germline-expressed F-box A2 genes. 

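On the WBcel235 genome, *fbxa-215* (WBGene00012879) lies on the minus strand of chromosome IV from 13665364 to 13666909. The annotation gives it 5 exons, and its coding sequence runs from 13665490 in exon 5 to 13666869 in exon 1, 1179 bp with the introns removed. Fig. S5F draws the *syb4404* deletion over this whole coding span. *fbxa-192* (WBGene00010212) lies on the minus strand of chromosome V from 17640672 to 17650527 with 4 exons, and *fbxa-210* (WBGene00012565) on the plus strand of the same chromosome from 18125375 to 18127205 with 5 exons. None of the 3 genes overlaps, on either strand, another annotated gene that the deposited counts cover. Overlap with other annotated genes was not checked.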

We created mutant strains with complete or partial deletions of the coding sequence of these genes (supplementary fig. S5f, Supplementary Material online). Furthermore, we endogenously tagged FBXA-192 and FBXA-215 with an N-terminal GFP.

Three lines of evidence argue against a transcriptional regulatory role of F-box A2 proteins. 

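The young adult part of the mRNA profiling consists of 15 libraries of polyadenylated RNA. N2 is the standard wild-type laboratory strain of *C. elegans*, and the mutants carry the *fbxa-215(syb4404)* deletion. At 20 °C there were 4 libraries of N2 and 4 of mutants, collected 48 h after larvae were placed on plates, and at 25 °C 4 of N2 and 3 of mutants, collected about 36 h after plating. The libraries were not made to keep the strand of the RNA, so reads of overlapping or antisense genes can be assigned to the wrong gene. The authors trimmed the reads with Trimmomatic, estimated the expression of each transcript with salmon, correcting for sequence and GC bias, and summed the estimates to counts per gene without normalization. These deposited estimated counts, for 21882 genes, were rounded to whole numbers. At 20 °C the N2 libraries held from 11458793 to 14298659 counts, with a median of 12612032.5, and the mutant libraries 12758069, 13244552, 13377243 and 28391866 counts. At 25 °C the N2 libraries held from 10842744 to 16150451 counts, with a median of 12069168.5, and the mutant libraries 11112365, 12363617 and 11605770. A floor of 3 counts corresponded to between 0.101 and 0.279 CPM (here the counts of a gene scaled to the TMM-normalized total of its library) in these libraries, a limit that covers counting error only. The 2 strains were compared within each temperature with edgeR's quasi-likelihood test after TMM normalization, over genes kept by its filterByExpr function, and a gene was taken as differentially expressed at a Benjamini-Hochberg adjusted p-value (FDR) under 0.05 and a fold change above 2, the thresholds of Fig. S7. The filter, the normalization, the replicates included and the way the fold change threshold enters the test could change the number of genes. Standard errors of log2 fold changes were derived from the test statistic and are approximate. Embryo libraries and TE family counts were not analysed here.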

First, we profiled mRNA expression in embryos and young adults of wild-type N2 worms and *fbxa-215* mutants and did not find TE families differentially expressed between the two strains, in a consistent manner across developmental stages and growth conditions (supplementary fig. S6a–d and table S2, Supplementary Material online). Similarly, only a small number of protein-coding genes is differentially expressed in *fbxa-215* mutants and these changes are not consistent across developmental stages and growth conditions (supplementary fig. S7a–f and table S2, Supplementary Material online). 

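In the young adults, the mutated gene itself had between 1364 and 2297 counts in each of the 8 N2 libraries and between 0 and 2 in each of the 7 mutant libraries. At 20 °C, 195 of the 13127 genes tested (1.49%) were differentially expressed in mutants, 33 of them lower and 162 higher than in N2, and 168 of the 195 were protein-coding. At 25 °C, 260 of 13510 genes (1.92%) were differentially expressed, 83 lower and 177 higher, of which 247 were protein-coding. Most shifts were below the fold change threshold. Without it, 1769 genes passed an FDR of 0.05 at 20 °C, 757 lower and 1012 higher, with a median absolute log2 fold change of 0.48, and 1634 passed at 25 °C, 692 lower and 942 higher, with a median of 0.53. A test against a fold change of 2 itself (edgeR's glmTreat) moved the counts most in the other direction and left 6 genes at 20 °C and 17 at 25 °C. Among all genes tested, the mutant and N2 libraries did not overlap for 20.9% at 20 °C and 24.7% at 25 °C, where chance gives 2.86% and 5.71%. Single libraries weighed on the counts. At 20 °C, 105 genes were past both thresholds without N2 replicate 2, 298 without N2 replicate 4, 119 without mutant replicate 1 and 104 without mutant replicate 2. At 25 °C the count was 171 without N2 replicate 4, 524 without mutant replicate 1, 134 without mutant replicate 2 and 127 without mutant replicate 3. Of the 524 genes, 280 were lower and 244 higher, so the excess of rises at 25 °C was lost without mutant replicate 1. It was kept when any other library at 25 °C was left out.
Across the growth conditions, 14 genes were lower in mutants at both temperatures, where 0.156 would be shared by chance among the 12972 genes tested at both (Fisher's exact test, p = 3.2e-25), and 23 were higher at both, where 1.79 would be shared (Fisher's exact test, p = 2.2e-19). The 14 include the deleted gene *fbxa-215* itself. Both p-values treat genes as independent, which they are not, and are descriptive. Together the 37 shared genes became 23 without N2 replicate 2 at 20 °C or without mutant replicate 4 at 20 °C, and 21 without mutant replicate 2 at 20 °C. No gene passed both thresholds in opposite directions (0 genes, against 1 with an unadjusted p under 0.05 and a fold change above 2 at both temperatures). Of the 367 genes differentially expressed at either temperature and tested at both, 322 (87.7%) changed in the same direction, and over all genes tested at both temperatures 7440 (57.4%) did. Over all 12972 genes the 2 log2 fold changes had a Pearson correlation of 0.37 and a Spearman correlation of 0.22, taken across genes, which are not independent replicates. Their jackknife standard errors over the libraries were 0.239 and 0.216, so neither was clearly above 0, and without *fbxa-215* the Pearson correlation was 0.313. Leaving out each library in turn gave Pearson correlations from 0.20, without mutant replicate 4 at 20 °C, to 0.43, without N2 replicate 3 at 20 °C, and the Spearman correlation fell to 0.088 without the former library. Testing every gene with at least 1 count gave the lowest Pearson correlation of the other settings, 0.136. The difference between the temperatures was tested directly as the interaction of genotype and temperature over all 15 libraries, and 205 of 14000 genes passed an FDR of 0.05. That count ranged from 12 without mutant replicate 3 at 25 °C to 1604 without mutant replicate 4 at 20 °C.

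**Figure D1:**
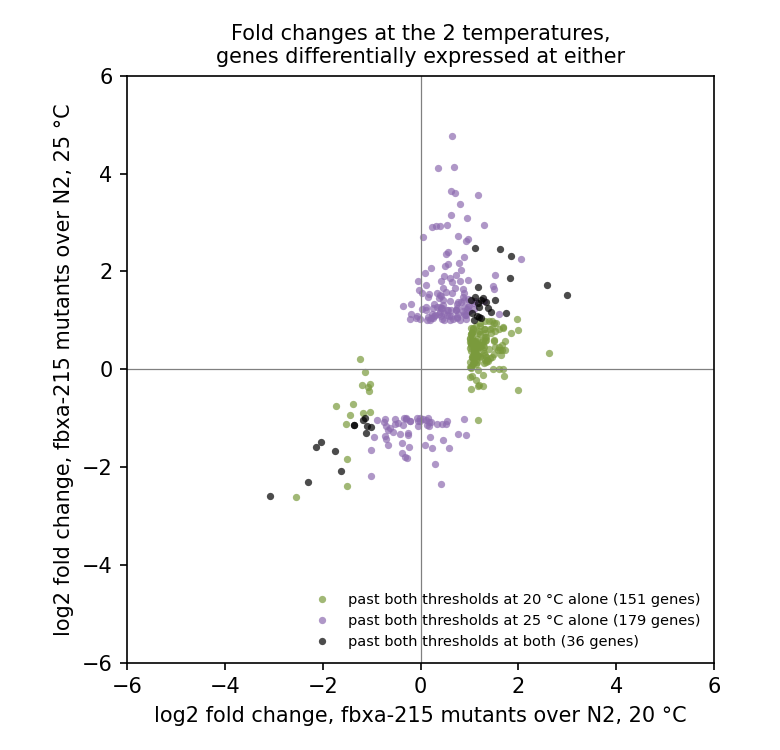
Log2 fold change of *fbxa-215* mutants over N2 at 20 °C (horizontal axis) and 25 °C (vertical axis) for the 366 genes other than *fbxa-215* that were differentially expressed at either temperature and tested at both. Each point is a gene, green for 151 genes past both thresholds at 20 °C alone, purple for 179 at 25 °C alone and black for 36 at both, and the black points lie where both changes are negative or both are positive.

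From the small number of differentially expressed protein-coding genes, and from changes that differed across developmental stages and growth conditions, the paper takes these profiles as part of its first line of evidence against a transcriptional regulatory role of F-box A2 proteins.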

Second, electrophoretic mobility shift assays failed to detect DNA binding of F-box A2 proteins and their HTH domains to the inverted repeat sequences derived from or similar to their ancestral Mariner TE (supplementary fig. S8a-g, Supplementary Material online). Third, FBXA-192 and FBXA-215 endogenously tagged with GFP display a dispersed localization in the adult germline, with no nuclear localization detected (supplementary fig. S9a, b, Supplementary Material online).

We conclude that F-box A2 genes with high germline expression (FBXA-192/210/215) are unlikely to have a clear, broad transcriptional regulatory role. However, we cannot fully exclude the possibility that F-box A2 genes mediate more subtle, tissue- or cell-type-specific transcriptional regulation of targets unrelated to their ancestral Mariner TE.

### F-box A2 Family Factors Have Roles in Fertility and Germline Proteostasis

We further explored the localization of F-box A2 proteins and observed GFP::FBXA-215, but not GFP::FBXA-192, localizing to perinuclear germ granules in embryos (Fig. 3a, supplementary fig. S9a and c, Supplementary Material online), as evaluated by co-localization with DEPS-1 (average Pearson's co-localization coefficient 0.48 ± 0.21), a factor known to localize to germ granules (Spike et al. 2008; Suen et al. 2020; Huang et al. 2024). Importantly, in-frame deletion of the HTH domain disperses GFP::FBXA-215(ΔHTH) from germ granules (Fig. 3a and supplementary fig. S9d, Supplementary Material online, average Pearson's co-localization coefficient 0.08 ± 0.04), indicating the TE-derived HTH domain is required for the localization of GFP::FBXA-215 to germ granules. In *fbxa-215* mutant animals, germ granules look similar to wild-type, suggesting FBXA-215 is not required for germ granule condensation (supplementary fig. S9e, Supplementary Material online).

**Fig. 3.**
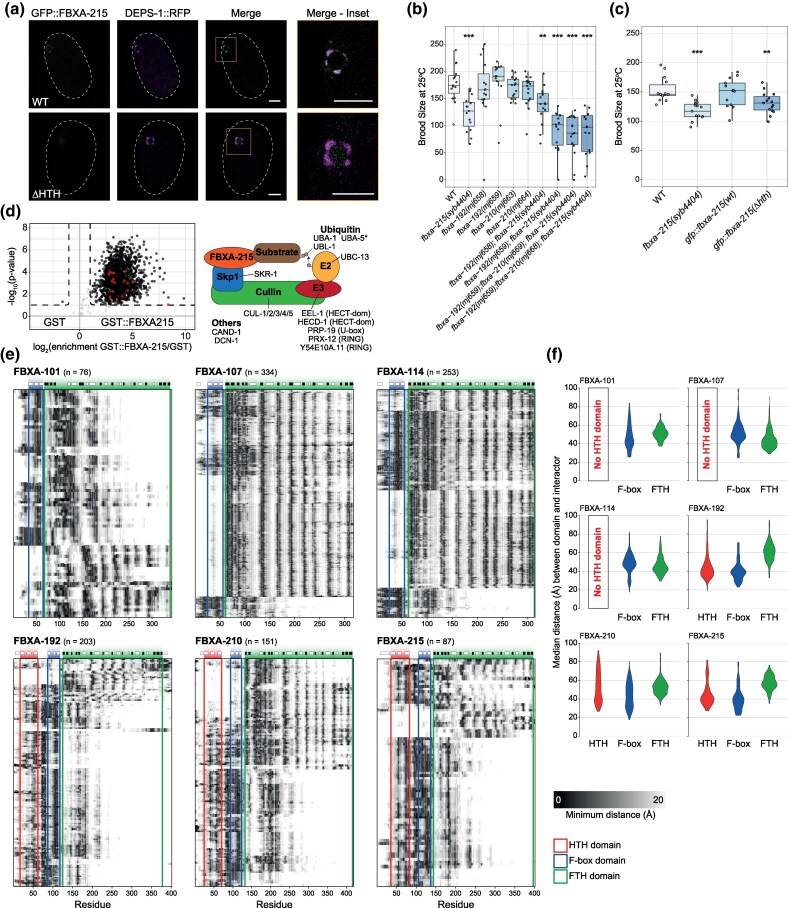
Germline-enriched A2 F-box proteins in *C. elegans* are required for fertility and function in the context of SCF complexes. a) Confocal photomicrographs illustrating the localization of GFP::FBXA-215 (green), DEPS-1::RFP (magenta), and their co-localization in *C. elegans* embryos. Upper row of panels illustrates the localization of these proteins in animals carrying a wild-type copy of GFP::FBXA-215. Conversely, the lower row of panels shows the localization of these proteins in animals with a mutated GFP::FBXA-215, which lacks the TE-derived HTH domain. Insets focus on the P4 blastomere primordial germ cell (prior to its division into Z2 and Z3 primordial germ cells). Scale bars indicate 10 µm. Images represent single confocal planes images. Dashed lines represent the embryo outline. b-c) Live progeny of the indicated strains at 25 °C. Asterisks and *P*-values assessed by Mann–Whitney and Wilcoxon tests comparing wild-type (WT) N2 worms with the other strains. Horizontal lines represent the median, the bottom and top of the box represent the 25th and 75th percentile. Whiskers include data points that are less than 1.5× interquartile range away from the 25th and 75th percentile. b-c) Significance levels are indicated as follows: *0.01 ≤ *P*-value < 0.05; **0.001 ≤ *P*-value < 0.01; *** *P*-value < 0.001. d) Volcano plot shows proteins pulled-down with GST::FBXA-215 over the GST alone, as identified by label-free quantitative mass spectrometry. Schematics on the right represent the SCF complex factors detected in the interactome of FBXA-215. These factors are highlighted in red in the volcano plot. See detailed results in supplementary table S3, Supplementary Material online. Asterisk indicates proteins that were classified as an interactor of the HTH domain, but not of the full-length protein. e) Heatmaps showing the minimum distance, in Å, between each amino acid residue of the F-box protein bait and the high-confidence interactors. Each row of the heatmap corresponds to one interactor. The domains of the F-box protein bait are indicated as colored boxes, see color key on the bottom right. The secondary structure of each F-box protein is shown on top of the respective heatmap, with the white and black boxes representing alpha helices and beta sheets, respectively. f) Violin plots showing the median distance, in Å, between HTH, F-box, or FTH domains of F-box proteins to the high-confidence protein interactors obtained from the AlphaFold2 multimer screen.

Factors localizing to germ granules are required for fertility (Kawasaki et al. 1998; Spike et al. 2008). Given the localization of FBXA-215 to germ granules, we tested whether fertility is impacted by disruption of FBXA-215 and other germline-expressed F-box A2 genes. *fbxa-215* mutant animals display a mild fertility defect at 25 °C when compared to wild-type, whereas *fbxa-192* and *fbxa-210* show no fertility defects (Fig. 3b). However, when these genes were mutated in combination with *fbxa-215*, fertility was more severely impacted, showing that F-box A2 genes contribute to fertility synergistically. *fbxa-215* mutants with an in-frame deletion of the TE-derived HTH domain have a fertility defect similar to the null allele, indicating that this domain is necessary for wild-type levels of fertility (Fig. 3c).

To further understand the roles of F-box A2 factors in the germline, we explored their interactome. We expressed and purified F-box A2 constructs in vitro fused with a glutathione S-transferase (GST) solubility tag (overview of constructs in supplementary fig. S10a, Supplementary Material online), incubated the purified proteins with *C. elegans* extracts and performed GST pulldowns followed by mass spectrometry. In line with the roles of F-box proteins in the context of SCF E3 ubiquitin-ligase complexes, the interactome of FBXA-215 includes SCF complex factors (Fig. 3d and supplementary table S3, Supplementary Material online). Two additional F-box A2 proteins, FBXA-192 and FBXA-210, also interact with SCF complex-associated proteins (supplementary fig. S10b, c and table S3, Supplementary Material online). Furthermore, gene ontology analysis of the interactomes of FBXA-215 and additional F-box A2 factors revealed enrichment for proteins related to the ribosome, mitochondria, and unfolded protein response (supplementary fig. S10d and table S3, Supplementary Material online), hinting at roles in stress responses.

Together, these data show that germline-expressed F-box A2 factors have roles in fertility, and that the TE-derived HTH domain of FBXA-215 is necessary to maintain normal fertility. Interactions with SCF complex factors support roles of F-box A2 proteins in proteostasis.

### The HTH Domain May Provide a Protein–Protein Interaction Platform to F-box A2 Proteins

We performed GST pulldowns and mass spectrometry on additional germline-expressed F-box proteins, which do not encode an HTH domain (FBXA-101, FBXA-107, and FBXA-114). F-box proteins with an HTH domain tended to interact with a larger number of proteins compared with other F-box proteins (supplementary fig. S10e, Supplementary Material online). In addition, we expressed the HTH domain and the C-terminal fragment of F-box A2 proteins separately (supplementary fig. S10a, Supplementary Material online) and conducted pulldown-mass spectrometry. This revealed that the HTH domains tended to interact with more proteins than the C-terminal fragments (supplementary fig. S10f, g, Supplementary Material online). These observations may suggest that the HTH domains of F-box A2 proteins mediate binding to diverse protein interactors, possibly expanding the post-translational regulatory capability of these F-box proteins.

To explore how the HTH domain may diversify protein–protein interactions of F-box proteins, we explored the protein–protein interfaces of F-box proteins. To do so, we performed AlphaFold2 multimer high-throughput screens using as baits germline-expressed F-box proteins with (FBXA-192, FBXA-210, and FBXA-215) or without (FBXA-101, FBXA-107, and FBXA-114) HTH domains, and modeled their interactions with the entire germline proteome. To attain a higher level of confidence in thresholding predictions, we first defined high-confidence interactors by analyzing a set of true interactors and noninteractors with a benchmarking dataset. By applying these thresholds, we could define high-confidence interactors of F-box proteins (supplementary fig. S11a, Supplementary Material online). SKR-1, the *C. elegans* ortholog of SKP1, emerged as a top interactor, with an observable interface with the F-box domain of all the F-box proteins tested (supplementary fig. S11b, Supplementary Material online). This observation is consistent with our mass spectrometry results (Fig. 3d and supplementary table S3, Supplementary Material online) and with the ability of F-box domains to interact with SKP1 proteins (Kipreos and Pagano 2000; Skaar et al. 2013). According to AlphaFold2 predictions, the high-confidence interactors of HTH-less F-box proteins make contacts preferentially with the C-terminal FTH domain, in line with the FTH domain being the domain responsible for recognition of protein substrates (Fig. 3e, f and supplementary fig. S11c, Supplementary Material online). In F-box A2 proteins, most interactions occur in the N-terminus of these proteins, in the region overlapping the HTH domain (Fig. 3e, f and supplementary fig. S11c, Supplementary Material online). These results agree with the mass spectrometry results (supplementary fig. S10f, g, Supplementary Material online).

Overall, our data suggest that the TE-derived HTH domain provides a binding platform to recognize potential protein substrates, thus expanding the regulatory potential of F-box A2 proteins.

### Helitrons Integrate F-box A2 Genes into Stress-Responsive Regulatory Networks

Since results above pointed towards a role of F-box A2 proteins in the stress response (supplementary fig. S10d and table S3, Supplementary Material online), we sought to understand how F-box genes are regulated and integrated with pathways responsive to stress in *Caenorhabditis*. In *C. elegans*, most F-box genes are located within two clusters on the arms of chromosomes II and V, in TE-rich regions (Fig. 4a–c). Transcription factors can bind TE-derived sequences, regulating neighboring genes, or integrating them into host regulatory networks, including networks responsive to stress (Horváth et al. 2017; Lanciano and Mirouze 2018; Almeida et al. 2022; Fueyo et al. 2022). We therefore developed an approach to address whether the genomic regions harboring F-box domain-containing genes are significantly enriched in TEs (supplementary fig. S12a, Supplementary Material online). We observe variable enrichment of DNA, LTR, and Helitron elements in the vicinity of F-box genes in 11/17 *Caenorhabditis* genomes (supplementary fig. S12b, Supplementary Material online). Specifically, DNA TEs are enriched in 8/17 species, LTRs in 4/17 species, and Helitrons in 3/17 species. This shows that despite general TE enrichment, no single TE class is consistently associated with F-box genes in all species, likely reflecting lineage-specific TE dynamics. We conclude that F-box genes tend to reside in TE-rich genomic regions, providing opportunity for new regulation to emerge.

**Fig. 4.**
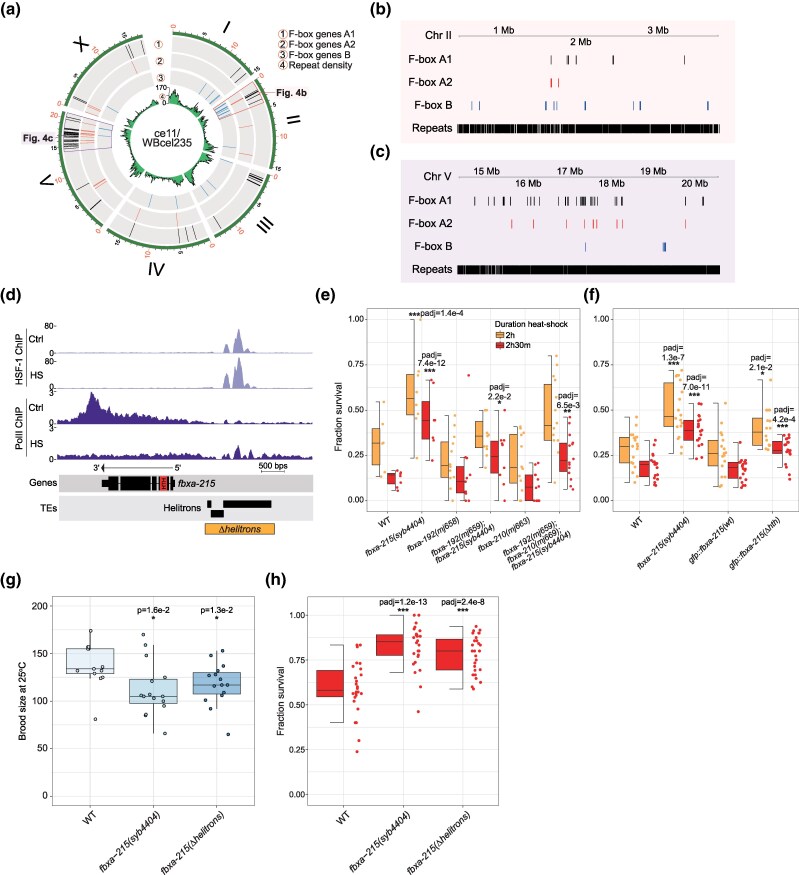
FBXA-215 modulates thermotolerance downstream of HSF-1-bound helitrons. a) Circos plot showing the location of all classes of F-box genes in the C. elegans genome. Inner track in green displays the repeat density across the genome. b, c) Insets of the major clusters of F-box genes in chromosome II b) and chromosome V c) of *C. elegans*. d) Genome tracks showing HSF-1 and RNA Polymerase II ChIP-sequencing data (Li et al. 2016) in the locus of *fbxa-215*. Ctrl, Control; HS, Heat shock. The HTH domain is indicated in the *fbxa-215* annotation. The range of the Helitron deletion is shown under the TE track as a box. e-f) Worm survival 24 h after 37 °C heat shock for 2 h or 2 h 30 m. Each figure represents two combined experiments. *P*-values show the results of Fisher's exact tests comparing survival of worm strains versus survival of wild-type (WT) N2. g) Live progeny of the indicated strains at 25 °C. Asterisks and *P-*values assessed by Mann–Whitney and Wilcoxon tests comparing wild-type N2 worms with the other strains. h) Worm survival 24 h after 37 °C heat shock for 2 h 30 m. These results represent three combined experiments. Asterisks and *P*-values denote the results of Fisher's exact tests comparing survival of worm strains versus survival of wild-type N2. e–h) Horizontal lines in the box represent the median, whereas the bottom and top of the box represent the 25th and 75th percentile. Whiskers include data points that are <1.5× interquartile range away from the 25th and 75th percentile.

In *C. elegans*, we found Helitron TEs directly upstream of *fbxa-215* (Fig. 4d). Helitrons are known to distribute binding sites for Heat shock Factor 1 (HSF-1) in *Caenorhabditis* genomes (Garrigues et al. 2019; Schreiner et al. 2019). HSF1 is a conserved transcription factor in eukaryotes that coordinates transcriptional programmes in a variety of contexts, including development, metabolism, and in response to heat stress (Vihervaara and Sistonen 2014; Gomez-Pastor et al. 2018). In *C. elegans*, HSF-1 has also been shown to regulate developmental programs and heat-stress responses (Chiang et al. 2012; Morton and Lamitina 2013; Brunquell et al. 2016; Li et al. 2016; Edwards et al. 2021). Previously published chromatin immunoprecipation sequencing (ChIP-seq) data (Li et al. 2016) support HSF-1 binding to the Helitrons upstream of *fbxa-215* (Fig. 4d). Moreover, RNA Polymerase II elongation along *fbxa-215* is compromised upon heat shock (Fig. 4d), consistent with previously reported downregulation of *fbxa-215* after heat shock (Brunquell et al. 2016). ChIP-seq and RNA-seq data from soma- and germline-specific depletion of HSF-1 (Edwards et al. 2021) further suggest that HSF-1 binding to the Helitrons near *fbxa-215* is mostly occurring in the germline (supplementary fig. S13a, b, Supplementary Material online).

Next, to investigate the phenotypic effects of the regulation of *fbxa-215* by HSF-1, we quantified survival after heat shock at 37 °C for 2 h and 2 h 30 m. *fbxa-215* mutants displayed enhanced survival after heat shock, when compared with wild-type N2 animals (Fig. 4e). Other F-box A2 mutants did not display this phenotype and did not further enhance the phenotype of *fbxa-215* (Figs. 4e and supplementary fig. S13c, Supplementary Material online). GFP::FBXA-215 did not change subcellular localization upon heat shock (supplementary fig. S13d, e, Supplementary Material online). Of note, in-frame deletion of the HTH domain of FBXA-215 led to increased survival after heat shock compared to wild-type, phenocopying the null mutant and indicating the HTH domain affects thermotolerance (Fig. 4f). Lastly, we determined the phenotypic impact of the Helitrons upstream of *fbxa-215*. To do so, we created mutants with the Helitrons deleted (region deleted indicated in Fig. 4d, not affecting the coding sequence of *fbxa-215*). In these mutant animals, under a nonstressful growth temperature of 20 °C, *fbxa-215* is expressed at wild-type levels (supplementary fig. S13f, Supplementary Material online). Nevertheless, disruption of the Helitrons upstream of *fbxa-215* affects fertility at 25 °C and thermotolerance, phenocopying *fbxa-215* null mutants (Fig. 4g, h).

In summary, we report that F-box genes tend to reside in TE-rich regions across the *Caenorhabditis* genus. Also, Helitrons integrate *fbxa-215* into a thermal stress-responsive regulatory network in *C. elegans*.

### An Additional Class of Fusion Proteins With F-box and TE Domains in Zebrafish

The tendency of F-box genes to occur in TE-rich regions provides opportunity for TE capture. This led us to interrogate whether F-box genes may have recurrently captured TE domains throughout eukaryotic evolution. Indeed, in our initial screen, we found 820 F-box domain-containing proteins in eukaryotes with potential fusions with domains associated with TEs or viruses (Fig. 5a, b and supplementary table S1, Supplementary Material online). The majority of these unique proteins (492/820, 60%) correspond to the Mariner HTH domain capture in the *Caenorhabditis* genus that we identified and characterized above (Fig. 5b).

**Fig. 5.**
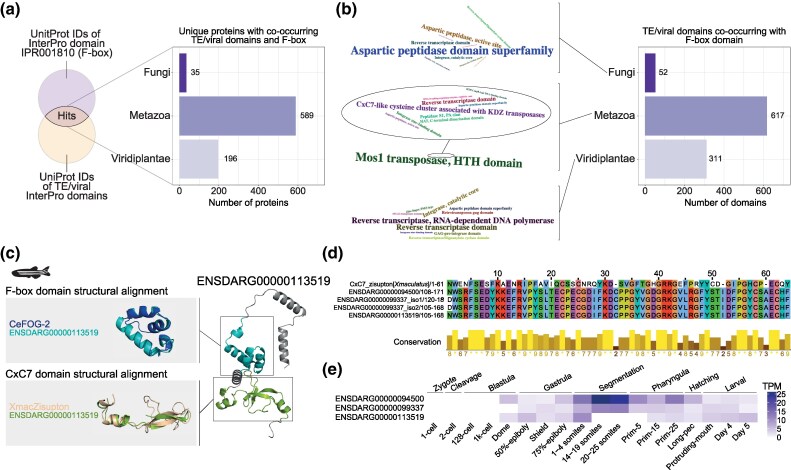
Additional example of a TE domain capture by F-box proteins in zebrafish. a) Schematic depicting the approach to identify eukaryotic proteins with F-box domains (IPR001810) co-occurring with protein domains of TE/viral origin, a subset of the screen represented in Fig. 1a. Bar plot shows the number of unique F-box proteins with TE/viral domains in major eukaryotic clades. b) Number of TE/viral protein domains co-occurring with the F-box domain (IPR001810) in major eukaryotic clades. Word clouds show the top 10 TE/viral protein domains in each clade. In the metazoan word cloud, given the predominance of the Mos1 transposase HTH domain, mostly corresponding to the HTH capture described in Fig. 2, we show an inset with the remaining terms. c) Example of a protein with an F-box and a TE-derived CxC7-like cysteine cluster domain in zebrafish (*Danio rerio*). This is the protein product of ENSDARG00000113519 one of three zebrafish genes with these protein domains. Upper gray panel shows the structural alignment of the F-box domains of ENSDARG00000113519 and *C. elegans* FOG-2 (CeFOG-2). Lower gray panel shows the structural alignment of the CxC7-like cysteine cluster domain of ENSDARG00000113519 and *Xiphophorus maculatus*' Zisupton. The zebrafish illustration was obtained from phylopic.org. d) Multiple sequence alignment of the CxC7-like cysteine cluster domains of the Zisupton of *Xiphophorus maculatus* (*Xmaculatus*) and the three identified zebrafish genes (both protein isoforms encoded by ENSDARG00000099337 were included). e) Expression of the F-box-KDZ genes identified, in transcripts per million (TPM), during zebrafish early development. Using data from White et al. (2017).

Next, we sought to validate additional instances of F-box domain co-occurrence with TE or viral domains. We identified a set of F-box proteins in fishes with a zinc-chelating domain (CxC7-like cysteine cluster associated with KDZ transposases, IPR041300, Fig. 5c) from KDZ (Kyakuja, Dileera, and Zisupton) TEs (Böhne et al. 2012; Iyer et al. 2014). The latter was hypothesized to be involved in the recognition of specific DNA sequences or chromatin proteins during transposition (Iyer et al. 2014). The CxC7 zinc-chelating domain in question (IPR041300) was defined based on the CxC7 zinc-chelating domain of Zisupton TEs in the platyfish, *Xiphophorus maculatus* (Böhne et al. 2012). The zebrafish (*Danio rerio*) reference genome encodes three genes with F-box and CxC7 domains. The sequence and structure of their proteins confirmed the presence of an F-box domain, and of a TE-derived CxC7 domain (Fig. 5c, d). Lastly, we used RNA-sequencing datasets of zebrafish embryogenesis and early developmental stages (Collins et al. 2012; White et al. 2017) to confirm the domain fusion and interrogate the expression of these genes. We observed reads spanning exons encoding the F-box and CxC7 domains, demonstrating that these two domains are transcribed and spliced together to encode a single polypeptide (supplementary fig. S14a, b, Supplementary Material online). The three F-box::CxC7 genes we identified are expressed in early zebrafish development (Fig. 5e), with at least two of these showing prominent expression in segmentation. These expression patterns hint at developmental roles, which are yet to be explored.

These results, together with the F-box::HTH fusions described above, indicate that F-box domain-containing proteins have captured TE- or virus-derived domains in eukaryotes in at least two occasions.

## Discussion

In this work, by exploring a universe of 10 million unique proteins annotated in public databases, we identified over 12,000 proteins in eukaryotes with domains associated with TEs and viruses co-occurring with multicopy protein domains, typically associated with multigene families (Fig. 1; supplementary fig. S1 and table S1, Supplementary Material online). We hypothesized that TE/viral domains are more likely to be retained in gene families with functional redundancy, since the additional copies may buffer the impact of an initially deleterious chimeric transcript. Consistent with this, we observed a positive relationship between the number of proteins with a given domain and the number of instances of co-occurrence with TE/viral domains (supplementary fig. S1b, Supplementary Material online).

We describe the capture of a Mariner HTH domain by a subset of the F-box superfamily (Fig. 2), the F-box A2 family. Our phylogenomic analyses suggest a single capture of the HTH domain by one F-box A1 gene in the ancestor of the Elegans group of *Caenorhabditis*. Given the observed positive correlation between the number of multicopy domains and number of TE/virus fusions (supplementary fig. S1b, Supplementary Material online), the large number of F-box genes in the Elegans group of the *Caenorhabditis* genus (Fig. 2c), and presumably in its common ancestor, may have increased the likelihood of capturing a TE domain. Nevertheless, we have no evidence suggesting recurrent, independent acquisitions of TE-derived HTH domains by *Caenorhabditis* F-box genes. Subsequent expansion of the ancestral F-box A2 gene may have been facilitated by the TE-rich nature of the genomic regions of F-box genes (supplementary fig. S12, Supplementary Material online), through recombination or segmental duplications. Supporting this, the two major genomic clusters of F-box genes in *Caenorhabditis* are located in the arms of chromosomes II and V (Fig. 4a–c), regions known for higher recombination rates (Rockman and Kruglyak 2009; Snoek et al. 2019).

TEs had a major role in eukaryotic genome evolution: (i) by providing their protein-coding sequences as building blocks that can be repurposed for other functions; and (ii) by contributing to transcriptional regulation of endogenous genes, sometimes even wiring entire regulatory networks (Bourque et al. 2018; Almeida et al. 2022; Fueyo et al. 2022). The F-box A2 family in *Caenorhabditis nematodes* integrates these concepts, demonstrating both functional and regulatory contributions of TEs. We find striking that F-box A2 genes, which include a TE-derived protein domain with roles in diverse processes, are further integrated into host cis-regulatory networks by unrelated TEs, revealing multiple layers of TE-driven functional and regulatory novelty. For example, *fbxa-215* has Helitron TEs directly upstream of its coding sequence, which are bound by the transcription factor HSF-1 (Fig. 4d). HSF-1 binding upstream of *fbxa-215* has phenotypic implications as deleting *fbxa-215*, its HTH domain, or the upstream Helitrons affects fertility and resistance to heat stress (Fig. 4e–h). These findings underscore the relevance of Helitron-driven genome evolution in the *Caenorhabditis* genus and beyond (Garrigues et al. 2019; Schreiner et al. 2019; Barro-Trastoy and Köhler 2024). These findings also exemplify how stress-responsive TE activity can integrate other genes in stress-responsive processes (Horváth et al. 2017; Lanciano and Mirouze 2018).

The F-box A2 gene family adds to a body of work in nematodes demonstrating that even organisms with a relatively low genomic TE content have a hidden abundance of TE-derived genomic novelties. For example, one recent study reported the discovery of TE-derived structural variation that modulates the expression of factors required for the biogenesis of particular small RNAs, and consequently affects the regulation of targets of these small RNAs (Zhang et al. 2024). Also, a germline cis-regulatory network was unveiled, wired by miniature inverted repeat TEs and a transcription factor related to a transposase (Carelli et al. 2022).

F-box A2 proteins and their HTH domains likely have a variety of biological roles. Here, we focused on three germline-expressed F-box A2 factors, out of a total of 30 A2 genes in *C. elegans*. We found FBXA-192/210/215 have synergistic roles in fertility, but they do not all contribute to thermotolerance (Figs. 3b, c, 4e, f, and supplementary fig. S13c, Supplementary Material online). This may be due to the fortuitous integration of FBXA-215, but not of FBXA-192/210, in the heat-stress response by Helitrons (Fig. 4d–f). Thus, FBXA-215 seems to be pleiotropic, with potentially unrelated roles in fertility and thermotolerance. The more prominent role of FBXA-215 in fertility may be related to its localization to germ granules, a localization pattern not observed for FBXA-192 (Fig. 3a;  supplementary fig. S9a and c, Supplementary Material online). Other F-box proteins with roles in fertility have been described. FBXO24 is expressed in human and mice testes and is required for male fertility in mice (Kaneda et al. 2024; Li et al. 2024). FBXO24 was shown to interact with SCF complex factors and its role in fertility could be via SCF-driven post-translational regulation of target proteins (Kaneda et al. 2024; Li et al. 2024). FBXA-192/210/215 interact with SCF complex factors (Fig. 3d and supplementary fig. S10b-c, Supplementary Material online), raising the possibility that post-translational regulation of specific protein targets underlies the fertility defect.

The proteome-wide prediction and modeling of F-box interactors suggests that the TE-derived HTH domain of F-box A2 proteins may alter protein–protein interactions, and diversify the repertoire of protein substrates that SCF complexes can polyubiquitinate and help degrade (Fig. 3e, f;  supplementary fig. S11c, Supplementary Material online). The mechanistic basis should be further explored in subsequent studies. We propose that the co-option of TE-derived protein sequences as protein–protein interaction platforms contributing to post-translational regulation may represent a novel regulatory theme. Accordingly, we identified other domains known to mediate protein–protein interactions, such as BTB/POZ (Bonchuk et al. 2023), co-occurring with TE/viral domains (Fig. 1e, f and supplementary table S1, Supplementary Material online).

We observed a similar proportion of A2 genes expressed in the germline and in the intestine (supplementary fig. S5c, Supplementary Material online). FBXA-158 is an F-box A2 gene expressed in the intestine, which promotes thermotolerance in the context of the intracellular pathogen response targeting Microsporidia and viruses (Panek et al. 2020). The direct genomic vicinity of *fbxa-158* lacks Helitrons (supplementary fig. S3c, Supplementary Material online), suggesting its role in thermotolerance emerged independently of the Helitron-HSF-1 axis in the germline. Other recent studies identified nematode F-box genes at the center of hybrid incompatibility and toxin-antidote systems (Tikanova et al. 2024; Xie et al. 2024). Taken together, F-box genes are emerging as an evolutionarily labile toolkit that nematode genomes maintain and co-opt in diverse circumstances, with an impact in immunity, fertility, and viability. We propose that the variety of TEs enriched in the vicinity of F-box genes may enable their integration in various processes and in distinct cell types, in ways comparable to the integration of FBXA-215 in thermotolerance (Fig. 4a–d and supplementary fig. S12, Supplementary Material online).

In addition to the F-box A2 family in *Caenorhabditis*, we report another class of proteins where an F-box domain co-occurs with a CxC7 zinc-chelating domain in fishes (Fig. 5). This domain is defined by the CxC7 domain of platyfish Zisupton TEs (Böhne et al. 2012; Paysan-Lafosse et al. 2023). Of note, one of the protein isoforms of platyfish Zisupton TEs has been noted to include an F-box domain (Böhne et al. 2012), establishing precedence for the co-occurrence of F-box domains and Zisupton TE domains. The work described here, together with the previously described Zisupton-F-box domain association (Böhne et al. 2012) indicates recurrent association of F-box domains and TE domains. This may reflect recurrent captures of TE domains by F-box proteins, or, alternatively, capture of F-box domains by TEs. While we have not found any evidence supporting the latter scenario, we observed a tendency for F-box genes to locate in TE-rich regions of *Caenorhabditis* genomes (Fig. 4a–c and supplementary fig. S12, Supplementary Material online). It will be useful to determine if this tendency extends beyond nematodes. If so, the residence of F-box genes close to an abundance of TEs may provide ample opportunities for captures throughout evolutionary time. The co-occurrence with TEs may be a general feature of gene families, not just of F-box genes, as gene families were recently shown to locate in TE-rich regions of eukaryotic genomes (Gozashti et al. 2024).

This study underscores the transformative role of TEs in eukaryotic evolution, contributing functional and regulatory novelties that influence complex traits, such as stress responses, immunity, and fertility. Building on our findings and those of other screens (Cosby et al. 2021; Coronado-Zamora and González 2023; Oggenfuss et al. 2024), future research should aim to uncover the full extent to which TE- and virus-derived domains diversify eukaryotic proteomes and generate functional novelty.

## Materials and Methods

### Identification of Proteins With TE/Viral and Eukaryotic Multicopy Protein Domains

We first compiled and curated lists of InterPro protein domains (Paysan-Lafosse et al. 2023) associated with multicopy genes and domains associated with TEs/viruses (supplementary table S1, Supplementary Material online). Next, we downloaded lists of Uniprot IDs and other metadata associated with these InterPro domains. We cross-referenced both sets of protein domains for shared UniProt IDs and concatenated all the IDs identified, along with relevant metadata (supplementary table S1, Supplementary Material online). The resulting data were imported into R (R Core Team 2021) to generate plots and conduct statistical tests. R scripts available at https://github.com/migueldvalmeida/F-box_TEs. We used the following R packages: tidyverse (Wickham et al. 2019), reshape2 (Wickham 2020), ggrepel (Slowikowski et al. 2023), wordcloud2 (Lang and Chien 2018), and taxonomizr (Sherrill-Mix 2023). Protein structure schematics (upper part of Fig. 1f) were created using DAVI (Saighi et al. 2021), with best match cascade. For BTB/POZ-integrase genes, we used the FASTA sequences of 160 mammalian ZBT11 proteins as DAVI input, while for F-box-Mos1 HTH we used 42 *C. elegans* proteins as input, and arbitrarily chose one representative protein structure schematic for each group of proteins.

### Protein Domain Annotation and Phylogenetic Analysis

Comparative genomic data of several nematode species were downloaded from WormBase Parasite (version: WBPS16) (Howe et al. 2017). For *Pristionchus pacificus*, we used the latest gene annotation (version: El Paco gene annotation V3) (Athanasouli et al. 2020). Protein sequence for *Homo sapiens* and *Drosophila melanogaster* were downloaded from the Ensembl (release-93) and Ensembl Metazoa (release-40) ftp servers. In case of multiple isoforms per gene, the longest protein was chosen as the representative isoform. Protein domain annotation was done using the hmmsearch program of the HMMer package (version 3.3, hmmer.org, option -e 0.001) by searching against the Pfam database Pfam-A.hmm (version 3.1b2, February 2015) (Mistry et al. 2021). F-box containing genes were defined based on the presence of one of the domains PF00646 (F-box), PF12937 (F-box-like), PF13013 (F-box-like_2), PF15966 (F-box_4), PF18511 (F-box_5). The FTH and FBA2 domain were defined by the Pfam profiles PF01827 and PF07735, respectively. For phylogenetic analysis, F-box genes of all three families in *C. elegans* were aligned with the MUSCLE software (version 3.8.31) and the program raxml was run to compute a maximum-likelihood tree (version: 8.2.11, options: -m PROTGAMMAILG -f a) using 100 pseudoreplicates to compute bootstrap support values (Edgar 2004; Stamatakis 2014). To screen for homologous HTH domains, we performed a BLASTP search for *C. elegans* HTH domains against the NCBI nr database excluding any *Caenorhabditis* species and a BLASTP search against *Caenorhabditis* species outside of the Elegans group on WormBase ParaSite. Homologous noncoding sequences were identified by TBLASTN searches against the *C. elegans* genome (version: 2.10.1+, options: -max_target_seqs 2 -evalue 0.001). Phylogenetic analysis was performed as described above.

### Transcript Structure Annotation and Sequence Motif Search

The sequences of all HTH domain-containing unspliced transcripts in *C. elegans* were obtained from Wormbase and plotted with Exon–Intron Graphic Maker (http://www.wormweb.org/exonintron), using InterPro domain annotations. Transcripts were categorized according to their exon number and location of the annotated domains. To search for sequence motifs flanking the HTH domains, we manually extracted the noncoding sequences upstream and downstream of the HTH-encoding exon from F-box A2 unspliced transcripts. Then, these sequences were used as input for MEME, a MEME Suite tool (Bailey et al. 2015). Analysis was conducted in classic mode, requesting eight motifs as output.

### Selection Analysis

With the approach described above (in the protein domain annotation and phylogenetic analysis methods section), we identified all the F-box A2 genes in the *Caenorhabditis* genomes and extracted their protein-coding and protein sequences from the respective transcriptomes and proteomes (downloaded from WormBase ParaSite, version WBPS16). The protein domain coordinates determined by HMMer were used to isolate the protein-coding and protein sequences of the domains from the full-length sequences. All the protein sequences of the HTH, F-box, and FTH domains were subsequently aligned using MAFFT v7.475 (Katoh and Standley 2013), using option --auto (selected FFT-NS-i strategy). Pal2nal v14 was used to create a reverse alignment from the protein sequence alignments and the respective protein-coding sequences (Suyama et al. 2006). The latter was used as input for selection tests in Datamonkey (Weaver et al. 2018), with Mixed Effects Model of Evolution (MEME) (Murrell et al. 2012). The results were plotted on an R framework (R Core Team 2021), using the following R packages: tidyverse (Wickham et al. 2019), reshape2 (Wickham 2020), patchwork (Pedersen 2023). The MEME method is sensitive to episodic selection and identified strong support for positive selection in 7/53 and 4/43 sites for the HTH and F-box domains (with *P-*value < 0.05), and 48/244 sites for the FTH domain.

### Visualization of Protein Structure

Structural analysis and visualization were conducted in Open-Source PyMOL v2.5 (The PyMOL Molecular Graphics System, v2.5, Schrödinger, LLC). All the structures were downloaded from AlphaFold Protein Structure Database and PDB. Structures from AlphaFold Protein Structure database: AF-O62474-F1 (*Caenorhabditis elegans* FBXA-215), AF-Q9XUX2-F1 (*C. elegans* FBXA-192), AF-E0R7K6-F1 (longest isoform of *C. elegans* FBXA-210), AF-G5EDX9 (*C. elegans* FBXA-101), AF-Q9U2P1 (*C. elegans* FBXA-107), AF-Q9U2X6 (*C. elegans* FBXA-114), AF-G5EBU7-F1 (*C. elegans* FOG-2), AF-G5EGQ5-F1 (*C. elegans* MBR-1), AF-P13528-F1 (*C. elegans* UNC-86), and AF-Q9GR61-F1 (*C. elegans* RBP-10). Structures from PDB: 3HOT (*Drosophila mauritiana* Mos1, obtained by X-ray diffraction) (Richardson et al. 2009), 7S03 (*Homo sapiens* SETMAR, obtained by X-ray diffraction) (Chen et al. 2022), 2M3A (*C. elegans* KNL-2, structure in solution obtained with NMR), 5LUX (H. sapiens CDX1, obtained by X-ray diffraction) (Yin et al. 2017), and 2MGQ (*C. elegans* CEH-37, structure in solution obtained with NMR). For the structural alignments, only the helix-turn-helix domains were used, comprising the following amino acid ranges: FBXA-192 aa16-87, FBXA-210 aa24-76, FBXA-215 aa27-81, Mos1 aa5-55 (aligned only the first HTH), SETMAR aa330-394, MBR-1 aa147-193, UNC-86 aa363-437, RBP-10 aa1-67, KNL-2 aa1-67, CDX1 aa153-215, and CEH-37 aa52-117.

The HTH, F-box, and FTH domains were annotated in the protein structures with the guidance of the domain coordinates from HMM as defined above, and according to extant annotations on Wormbase and Uniprot. Structural alignments of protein domains were done with Open-Source PyMOL v2.5 (The PyMOL Molecular Graphics System, v2.5, Schrödinger, LLC), using the align command. To compare the structural alignment of HTH domains, we calculated all-atom RMSD (Å) values using PyMOL with the super command, cycles = 0. Results were then plotted on R, using packages tidyverse (Wickham et al. 2019) and reshape2 (Wickham 2020). ChimeraX (Goddard et al. 2018) was used to visualize the interaction between SKR-1 and F-box proteins.

The visualization of the consensus protein structure of a group of proteins was produced using DomainViz (Schläpfer et al. 2021) via its web server (https://uhrigprotools.biology.ualberta.ca/domainviz). We used default settings and the FASTA sequences of the groups of proteins indicated as input.

As there were no structures available for fish F-box::CxC7 and for Xiphophorus maculatus Zisupton protein (UniProt ID: G3KL21, used only the CxC7 domain, residues 1333 to 1393 according to InterPro annotation), we used AlphaFold Colab (Jumper et al. 2021) to model their structures (monomer model, run_relax). Amino acid sequences and predictions available at https://github.com/migueldvalmeida/F-box_TEs.

### *Caenorhabditis elegans* Genetics and Culture

Animals were cultured on HB101 bacteria according to standard lab conditions (Brenner 1974). *C. elegans* were grown at 20 °C unless otherwise specified. We used the Bristol strain N2 as the reference wild-type strain. supplementary table S4, Supplementary Material online lists all strains used in this study. Strain design and other analysis were aided by Wormbase resources (Davis et al. 2022).

### CRISPR/Cas9 Genome Editing

Mutants were generated using CRISPR/Cas9 genome editing. Cas9 ribonucleoprotein complexes were pre-assembled in vitro and injected into the germlines of wild-type N2 animals, or *fbxa-192(mj659); fbxa-215(syb4404)* double mutants (strain SX3717, see supplementary table S4, Supplementary Material online).

Desalted and deprotected 2′-O-methylated Edit-R guide RNAs (gRNAs) were used (Horizon Discovery Biosciences). These gRNAs are able to bind an Edit-R synthetic tracrRNA (Horizon Discovery Biosciences) in vitro, due to complementary sequences on their 3′ end (Jinek et al. 2012). See supplementary table S5, Supplementary Material online for a list of gRNAs used. The injection mixture comprised 25 mM KCl, 7.5 mM HEPES-KOH pH = 8.0, 1 μg/μl tracrRNA, 160 to 200 ng/μl of each gRNA, and 80 to 160 ng/μl dpy-10 gRNA (co-CRISPR, see below). In some experiments, 5 ng/μl pCFJ104 body wall muscle mCherry reporter was also added to the mix. These components were mixed by gentle tapping, incubated at 95 °C for 5 min and allowed to cool down at room temperature (for at least 5 min). Then, recombinant Cas9 (CP02, PNA Bio) was added to a final concentration of 250 ng/μl, mixed and incubated for 5 min at room temperature. Finally, 20 ng/μl of a DNA dpy-10 repair template was added along with nuclease-free water for a total volume of 10 μl. The mixture was then spun at 21,000 × *g* between 2 and 5 min on a table-top centrifuge. Worms were immobilized on 2% agarose microinjection pads, in Halocarbon oil 700 (Sigma-Aldrich). Injection was performed with InjectMan 4 (Eppendorf) and Eppendorf femtotips using an Olympus IX71 microscope. F1 worms were selected based on the dumpy co-CRISPR phenotype (Kim et al. 2014), due to dpy-10 mutation, and were screened by PCR and Sanger sequencing to identify and confirm deletion alleles. Additional strains were created by SunyBiotech, using CRISPR/Cas9 genome editing (see supplementary table S4, Supplementary Material online). CRISPR–Cas9 mutants used in the experiments shown in this work were outcrossed 4× with wild-type N2 animals.

### Brood Size Determination

Done as previously described (Almeida et al. 2018; Dietz et al. 2021). In short, 15 L3 worms of each strain (grown at 20 °C) were individually isolated and grown at 25 °C. After onset of egg laying, animals were transferred to a new plate every day, until no eggs were laid for two consecutive days. Live progeny was counted ∼24 h after removing the parent. The progeny of worms that died before egg laying terminated, for example, by dehydration on the side of plate, was excluded from the analysis. Each experiment was performed at least two independent times. Statistical significance was tested using two-sided Wilcoxon–Mann–Whitney tests.

### Thermotolerance Experiments

We performed the following protocol based on previous studies (Panek et al. 2020) and published experimental recommendations (Zevian and Yanowitz 2014). Two gravid adults of each strain were isolated into a fresh plate, allowed to lay eggs for approximately 1 h, then removed off the plate. Eggs laid during this 1-h period were allowed to develop at 20 °C for 48 h producing a synchronized population of L4 stage animals. After 48 h, plates were sealed with parafilm and the L4 worms were heat shocked for 120 or 150 min at 37 °C. After heat shock plates were moved to room temperature for 30 min, and then to a 20 °C incubator. Worms were scored for survival ∼24 h after heat shock ended. Worms were scored as dead when they failed to respond to touch and did not show any pharyngeal pumping. Each experiment was performed at least two independent times. Statistical significance was tested using Fisher's exact test.

### In Vitro GST Fusion Protein Expression and GST Pulldowns

#### Expression of GST Fusions in *E. coli*

Constructs were cloned, expressed and purified as previously reported (Almeida et al. 2018). Plasmids encoding GST-F-box fusion proteins were retransformed in Rosetta 2(DE3) Singles Competent Cells (Novagen, 71400-3), as per the manufacturer's instructions. One colony was inoculated in a 5 ml preculture, supplemented with Ampicillin and Chloramphenicol (100 µg/ml and 25 µg/ml, respectively), and grown overnight at 37 °C. This preculture was used to inoculate a 200 to 250 ml culture of LB, supplemented with Ampicillin and Chloramphenicol (100 µg/ml and 25 µg/ml, respectively) and grown at 37 °C, up to an OD_600_ of 0.5 to 0.9. Then, protein expression was induced with 1 mM isopropyl β-D-thiogalactoside (IPTG, Melford, I56000) and incubated overnight at 18 °C. Next, bacteria were collected by centrifugation (4 °C, 4000 rpm, 15 to 30 min) and pellets were frozen at −80 °C.

#### GST-on Bead Purification

Bacteria pellets were resuspended in Lysis Buffer (50 mM Tris pH 7.5, 150 mM NaCl, 1 mM DTT, 0.1% Triton-X, and protease inhibitors, cOmplete Mini, EDTA-free, Roche, #4693159001). Next, the samples were sonicated with a Sonics Vibra-Cell instrument four times for 2 min (amplitude = 30%), with 5–10 min pauses between cycles. Debris were pelleted by centrifugation (4 °C, 4,000 rpm, 30 to 45 min) and discarded, supernatant was filtered through a 0.20 µM Sartorius Minisart filter. A 250 to 300 µl slurry of Glutathione Sepharose High Performance beads (GE Healthcare, 17527901) was washed three times with 1 ml lysis buffer. Centrifugation steps in washes were conducted at 800 × *g* for 3 min. The cell lysate was then incubated with the beads between 2 and 3 h at 4 °C with end-to-end mixing. After incubation, beads were washed between 10 and 15 times with wash buffer (50 mM Tris pH 7.5, 150 mM NaCl, 1 mM DTT, and protease inhibitors, cOmplete Mini, EDTA-free, Roche, #4693159001) and, after the last wash, suspended 1:1 in wash buffer. 5% glycerol was added to the proteins for short-term storage at 4 °C. To examine the purity of the preparation, 1× LDS buffer (Life Technologies, #NP0007) was added to the samples, and samples were subsequently loaded onto a denaturing NuPAGE Bis-Tris 4% to 12% gel (Life Technologies, #NP0335BOX) in a NuPAGE MOPS SDS running buffer (Life Technologies, #NP0001) and ran at a constant voltage of 150 V. Gels were stained with InstantBlue Coomassie stain (Abcam, #ab119211) and imaged.

#### Worm Extract Preparations

A synchronized population of young adult worms was obtained by bleaching gravid adults grown at 20 °C to obtain embryos, allowing the embryos to hatch overnight in M9, with gentle mixing, bringing the synchronized L1s on plate, and growing them at 20 °C. These synchronized animals were collected and lysed in Lysis Buffer (25 mM Tris HCl pH 7.5, 150 mM NaCl, 1.5 mM MgCl_2_, 1 mM DTT, 0.1% Triton X-100 and protease inhibitors: cOmplete Mini, EDTA-free, Roche, #4693159001). Lysis was performed by sonication (10 to 20 cycles of 30 s ON and 30 s OFF) in a Bioruptor Plus (Diagenode). For embryo collection, large populations of gravid adults grown at 20 °C were bleached, embryos were thoroughly washed with M9 buffer, and frozen in Lysis Buffer using liquid N2. Lysis was performed by grinding frozen embryo pellets and douncing with 40 strokes, piston B. Lastly, lysates were cleared by centrifugation (15 min at 21,000 × *g*, 4 °C) and protein concentration was measured using Bradford Protein assay according to manufacturer's instructions (Bio-Rad, #5000006).

#### GST Pulldowns

Five micrograms of GST-F-box beads were washed three times with pulldown wash buffer (25 mM Tris HCl pH 7.5, 150 mM NaCl, 1.5 mM MgCl_2_, 1 mM DTT and protease inhibitors: cOmplete Mini, EDTA-free, Roche, #4693159001). Subsequently, 300 to 700 µg of worm extract (either from young adult animals or embryos) was incubated with the beads for 3 h, at 4 °C, with end-to-end mixing. Beads were washed three times (with pulldown wash buffer) and resuspended in a total 25 µl volume including 1× LDS buffer (Life Technologies, #NP0007) and 100 mM DTT. Lastly, beads were boiled at 95 °C for 10 min and frozen at −20 °C until processing of samples for mass spectrometry took place (see below).

### Mass Spectrometry

#### In-Gel Digest

In-gel digestion followed previously established procedures (Shevchenko et al. 2007). Samples underwent electrophoresis on a 4% to 12% Bis-Tris gel (NuPAGE, Thermo Scientific, #NP0321) for 8 min at 180 V in 1× MES buffer (Thermo Scientific, NP0002). Each lane was excised and cut into ∼1 mm × 1 mm pieces using a sterile scalpel and transferred into one well of a 96 well hydrophilic low protein binding filter plate (Merck Millipore, MSBVN1210). Gel pieces were destained using destaining buffer (50% 50 mM ammoniumbicarbonate buffer, or ABC, pH 8.0, 50% ethanol) at 37 °C with vigorous agitation until completely destained. Subsequently, gel pieces were dehydrated by immersing them in 100% acetonitrile for 10 min at 25 °C with shaking. The gel pieces were incubated in reduction buffer (50 mM ABC, 10 mM DTT) at 56 °C for 60 min. The reduction was followed by incubation in alkylation buffer (50 mM ABC, 50 mM iodoacetamide) for 45 min at room temperature in the dark. Gel pieces were washed with digestion buffer (50 mM ABC) for 20 min at 25 °C. Then, gel pieces were dehydrated again by incubation in pure acetonitrile until gel pieces got white and hard. Samples were further dried at 80 °C until the filter membrane of the 96 well plate turned white. The dried gel pieces were rehydrated in a trypsin solution (50 mM ABC, 1 µg MS grade trypsin per sample, Serva Electrophoresis 37286) and the filter plate placed on top of a 96 deep well collection plate (Eppendorf, 951032603). Gel pieces were incubated overnight at 37 °C. The plate assembly was centrifuged at 300 × *g* for 2 min. Flowthrough containing tryptic peptides was collected and combined with additional elutes obtained by treating the gel pieces with extraction buffer (50 mM ABC, 30% acetonitrile) twice and a further step with pure acetonitrile for 10 min at 25 °C, shaking at 300 rpm. The dehydration step with acetonitrile was repeated until gel pieces got white and hard. The sample containing tryptic peptides was reduced to 10% of the original volume using a Concentrator Plus (Eppendorf, #5305000304, settings V-AQ) to remove acetonitrile and purified using the StageTip protocol.

#### Stage Tip Purification

Stage tip purification followed mainly a previously described method (Rappsilber et al. 2007). Desalting tips were created by stacking two layers of C18 material (Affinisep AttractSPE, #SPE-Disk-Bio-C18-100-47.T1.20) within a 200 µl pipet tip. These tips were primed using pure methanol. Following activation, they underwent successive rinses with solution B (80% acetonitrile, 0.1% formic acid) and solution A (0.1% formic acid) each for 5 min before application of the tryptic peptide samples. Subsequently, a final wash with solution A was performed. When utilized, peptides were eluted using solution B. The resultant samples were centrifuged in a Concentrator Plus for 10 min to remove acetonitrile and were adjusted to a volume of 14 µl using solution A.

#### MS Analysis

For MS analysis a volume of 5 µl desalted and eluted peptides of each sample were injected and separated on a nanocapilary column (New Objective, 25 cm long, 75 µm inner diameter) packed in-house with C18 (Dr. Maisch GmbH) for reverse-phase chromatography. This setup was interfaced to an EASY-nLC 1000 system (Thermo Scientific) coupled to a Q Exactive Plus mass spectrometer (Thermo Scientific). Peptides were eluted from the column employing an optimized 2-h gradient ranging from 2% to 40% of 80% MS grade acetonitrile/0.1% formic acid solution at a flow rate of 225 nl min^1^. The mass spectrometer was operated in a data-dependent acquisition mode, conducting one MS full scan followed by up to 10 MS/MS scans using HCD fragmentation. All raw files were processed using MaxQuant (version 2.4.2.0) (Cox and Mann 2008) and matched against the *C. elegans* Wormbase protein database (version WS269, 60,000 gene transcripts) and the Ensembl Bacteria *E. coli* REL606 database (version from September 2018, ASM1798v1, 4,533 gene transcripts) for proteins originating from the *E. coli* feeding strain. Carbamidomethylation (Cys) was set as a fixed modification, while methionine oxidation and protein N-acetylation were considered as variable modifications. Enzyme specificity was set to trypsin with a maximum of two miscleavages. LFQ quantification without fast LFQ was performed, requiring at least 2 LFQ ratio counts, and the match between run option was activated. Filtering and analysis were done in R (R Core Team 2021). Interactors of GST::F-box fusion proteins were defined by significant enrichment over GST control. For GST pulldowns from young adult extracts, interactors were defined by fold change > 2 and *P*-value < 0.1. For GST pulldowns from embryo extracts, interactors were defined by fold change > 1.5 and *P*-value < 0.1. Gene ontology was conducted on sets of F-box protein interactors using g:Profiler web server's g:GOST functional profiling with the *Caenorhabditis elegans* genome and default parameters, including driver terms (Kolberg et al. 2023). See detailed mass spectrometry and gene ontology results in supplementary table S3, Supplementary Material online.

### Electrophoretic Mobility Shift Assay

After purification (see above), GST fusion proteins to use in EMSA were eluted from the beads five times with 150 μl of elution buffer (wash buffer with 10 mM reduced glutathione, pH readjusted to 7.5 with NaOH). The eluates were combined, and the sample concentrated and buffer-exchanged back to wash buffer on a 3k Amicon Ultra-0.5 ml centrifugal filter (Merck Millipore). Protein concentration was quantified by measuring OD_595_ in a Bradford Protein Assay (BioRad, #5000006) relative to bovine serum albumin standards. Five micrograms of the sample were run on a denaturing gel to examine the purity of the preparation and correct protein size.

PAGE-purified single-stranded DNA oligonucleotides (supplementary table S5, Supplementary Material online) were annealed by incubation in a heating block set at 89 °C and allowed to cool down to room temperature overnight. The annealing reaction comprised 5 μl of each 100 μM complementary oligonucleotide, 2 μl annealing buffer (200 mM Tris–HCl pH 7.5, 100 mM MgCl2, 1 M KCl) and 8 μl nuclease-free water. Binding reactions were carried out in wash buffer (50 mM Tris–HCl pH 7.5, 150 mM NaCl, 1 mM DTT, EDTA-free protease inhibitors Roche, 2.5% glycerol) in a total volume of 15 μl with purified protein and 77.3 nM DNA. After incubating at 25 °C for 15 min, 2.5 μl of loading dye (50 mM Tris–HCl pH 7.5, 150 mM NaCl, 33% glycerol, 0.1% bromophenol blue) was added. The samples were run on a native 1.5% UltraPure agarose (Invitrogen) gel in 1× TBE pH = 7.5 for 80 min (4 °C, 90 V constant voltage). The gel was stained with 1× SYBR Gold (Invitrogen) in 1× TBE pH = 7.5 for 40 min rocking, and then imaged.

### Microscopy

A flat 2% agarose pad was prepared on a glass slide. To prepare gravid adult animals for imaging, animals were picked into a droplet of M9 to wash off the excess *E. coli* bacteria the worms grow on. Subsequently, animals were transferred to another droplet of M9 on the agarose pad, supplemented with 2.5% to 5% sodium azide for immobilization. Embryos in utero, or extruded during the immobilization process were also imaged. This approach was employed to create the images in supplementary fig. S9, Supplementary Material online, using a Nikon Ti2-E inverted microscope (NIS-Elements AR image acquisition software, v5.42.06) equipped with a Plan Apo VC 20x/0.75 air objective, a Plan Apo VC 60x/1.2 water objective, a Nikon DS-Qi2 camera, green (Nikon, #MXR00704) and red (Nikon, #MXR00711) fluorescence filters, as well as bright field. Localization patterns reported in supplementary fig. S9, Supplementary Material online in representative animals were consistently observed in all animals of the same strain (*n* = 30 each for wild-type and ΔHTH GFP::FBXA-215, and *n* = 10 for GFP::FBXA-192). The images in Fig. 3a were created by imaging embryos, which were obtained through bleaching gravid adults, followed by thorough washes in M9 buffer. Afterwards, embryos were introduced into an M9 droplet on a 2% agarose pad and immediately imaged on a Leica SP8 confocal on a DM6000 upright microscope (Leica LAS X image acquisition software, v3.5.7.23225), equipped with an HC PL APO CS2 100×/1.4 oil objective. Imaging was done with sequential scanning with detection ranges maximized for signal. Images shown in Fig. 3a represent a single confocal plane taken with a 1 AU pinhole at 580 nm. Images were processed using Fiji v2.14 (Schindelin et al. 2012), by adjusting brightness and contrast.

Co-localization was quantified in Fiji v2.14 using the JACoP Plugin v2.1.4 (Bolte and Cordelières 2006). Perinuclear regions displaying DEPS-1::RFP signal were isolated from confocal images, from four (GFP::FBXA-215; DEPS-1::RFP) or three (GFP::FBXA-215[ΔHTH]; DEPS-1::RFP) embryos, and these images were used to calculate co-localization coefficients of the signals of DEPS-1::RFP and GFP::FBXA-215. These coefficients were calculated for images corresponding to multiple confocal planes of the same embryo and an average was calculated per strain. Specifically, Pearson's coefficient and Van Steensel's cross-correlation function (CCF) were calculated. Pearson's co-localization coefficient results are indicated in the main text, but all data including CCF analysis are available in supplementary table S6, Supplementary Material online.

### RNA Extraction and mRNA Sequencing

N2 wild-type and *fbxa-215(syb4404)* animals grown at 20 °C were synchronized by bleaching and overnight hatching in M9 buffer with gentle mixing. Synchronized L1 animals were brought onto HB101-seeded NGM plates the next day and grown at 20 °C or at 25 °C. Synchronized young adult worms were collected ∼36 h (batch grown at 25 °C), or 48 h (batch grown at 20 °C) after plating. Animals were washed off plates with M9, further washed with M9, washed one last time in nuclease-free water, and frozen in dry ice. To collect embryos, synchronized gravid adult worms were bleached ∼47 h (batch grown at 25 °C), or 56 h (batch grown at 20 °C) after plating. After two washes in ice-cold M9 and a final wash in nuclease-free water, embryos were frozen in dry ice.

A previously published RNA extraction protocol was used with minor alterations (Almeida et al. 2019). Frozen worm aliquots were thawed, 300 μl of TRIzol (Life Technologies, 15596026) were added and mixed vigorously. Six freeze–thaw cycles were employed to dissolve animals, specifically by freezing tubes in liquid nitrogen for ∼30 s, followed by thawing for ∼3 min at 37 °C. After each cycle, tubes were mixed vigorously. After the sixth freeze–thaw cycle, samples were spun down at 20,000 × *g* for 3 min and the supernatant was subsequently collected into a fresh tube. Next, 1 volume of 100% ethanol was added to the sample and mixed vigorously. Finally, the mixtures were loaded onto Direct-zol columns (Zymo Research, R2060) and manufacturer's instructions were followed (in-column DNase I treatment was included). Quality control of samples, library preparation (nondirectional, with poly-A enrichment), and mRNA sequencing (Illumina, PE150) was performed by Novogene.

### Bioinformatic Analysis

#### mRNA-Sequencing Analysis of Datasets Generated in Our Study

Illumina adapters and reads with low-quality calls were filtered out using Trimmomatic v0.39 (Bolger et al. 2014) with options SLIDINGWINDOW:4:28 MINLEN:36. Quality of raw and trimmed fastq files was assessed with fastQC v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and summarized with multiQC v1.11 (Ewels et al. 2016). Gene expression was quantified from trimmed reads using salmon v1.5.1 (Patro et al. 2017), with options --seqBias --gcBias --validateMappings -l A. DESeq2 (Love et al. 2014) and custom scripts (available at https://github.com/migueldvalmeida/F-box_TEs) were used to calculate normalized and TPM counts, generate plots, and conduct statistical tests on an R framework (R Core Team 2021). See R packages used below, in the end of this section.

Trimmed fastq files were mapped to the *C. elegans* genome (WBcel235) using HISAT2 v2.2.1 (Pertea et al. 2016). Resulting SAM files were converted to BAM format and sorted with samtools v1.10 (Li et al. 2009): (i) samtools view -bS; (ii) samtools sort; and (iii) samtools index. To create bigwig files, the BAM alignment files were used as input to bamCoverage v3.5.1, part of the deepTools package (Ramírez et al. 2016), using options --normalizeUsing CPM -of bigwig --binSize 10. Bigwig files of biological replicates were combined using wiggletools (Zerbino et al. 2014) mean and wigToBigWig v4 (Kent et al. 2010). Genome tracks were plotted with custom scripts (available at https://github.com/migueldvalmeida/F-box_TEs) using the Gviz (Hahne and Ivanek 2016) and GenomicFeatures (Lawrence et al. 2013) packages on an R framework (R Core Team 2021).

To quantify TE expression at the TE family level, we first mapped trimmed reads to the *C. elegans* genome (ce10) using STAR v2.5.4b (Dobin et al. 2013) with options --readFilesCommand zcat --outSAMtype BAM SortedByCoordinate --outFilterType BySJout --outFilterMultimapNmax 150 --winAnchorMultimapNmax 150 --alignSJoverhangMin 8 --alignSJDBoverhangMin 3 --outFilterMismatchNmax 999 --outFilterMismatchNoverReadLmax 0.04 --alignIntronMin 20 --alignIntronMax 10000000 --alignMatesGapMax 100000000. The resulting BAM files were used as inputs for TEtranscripts v2.2.1 (Jin et al. 2015) with options --stranded no --SortByPos. As TEtranscripts input we used ce10 gene and TE annotations. The latter was downloaded from the list of TEtranscripts-compatible annotations created by the Hammell laboratory (available at https://hammelllab.labsites.cshl.edu/software/). DESeq2 (Love et al. 2014) and custom scripts (available at https://github.com/migueldvalmeida/F-box_TEs) were used to calculate normalized counts, generate plots, and conduct statistical tests on an R framework (R Core Team 2021).

For the analysis above, the following R packages were used: tidyverse (Wickham et al. 2019), lattice (Sarkar et al. 2008), eulerr (Larsson et al. 2022), genefilter (Gentleman et al. 2023), pheatmap (Kolde 2019), reshape2 (Wickham 2020), ggrepel (Slowikowski et al. 2023), biomaRt (Durinck et al. 2023), tximport (Love et al. 2023), RColorBrewer (Neuwirth 2022), ashr (Stephens et al. 2023), ggpubr (Kassambara 2023), GenomicFeatures (Lawrence et al. 2013), patchwork (Pedersen 2023), and UpSetR (Conway et al. 2017).

#### Analysis of Publicly Available Datasets

Publicly available ChIP-sequencing processed data (Li et al. 2016; Edwards et al. 2021) was used to generate genome tracks. Bedgraph files were downloaded from GEO (accessions GSE81521 and GSE162063) and converted to bigwig files with bedGraphToBigWig v2.8 (Kent et al. 2010). BigWigs were used to generate genome tracks with custom scripts (available at https://github.com/migueldvalmeida/F-box_TEs) using the Gviz (Hahne and Ivanek 2016) and GenomicFeatures (Lawrence et al. 2013) packages on an R framework (R Core Team 2021).

Publicly available raw RNA-sequencing data from *C. elegans* (Almeida et al. 2019; Edwards et al. 2021) was downloaded from public repositories (GEO, accession number GSE162064; SRA, accession number PRJNA497368) and analyzed exactly as described above for the data generated in this study (except for TEtranscripts analysis, which was not conducted). In addition, we used publicly available raw RNA-sequencing data from zebrafish (Collins et al. 2012; White et al. 2017), downloaded from public repositories (BioProject numbers PRJEB2333 and PRJEB12982). These data were analyzed exactly as described above (TEtranscripts analysis was not done), except that reads were mapped to the Ensembl zebrafish genome (Danio rerio GRCz11, or GCA_000002035.4).

Lastly, we used publicly available quantitative (tables of normalized counts) and qualitative (categorization of genes according to tissue-specific expression) data (Ortiz et al. 2014; Serizay et al. 2020).

### Reverse transcription quantitative PCR

RNA was extracted from synchronized young adult animal populations as described above. Subsequently, reverse transcription (RT) and quantitative PCR (qPCR) were conducted as previously described (Almeida et al. 2018), with minor changes. RT was performed with 700 ng of RNA using ProtoScript First-Strand cDNA Synthesis Kit (New England Biolabs, #E6300), according to manufacturer's instructions and using an oligo d(T)_23_ VN. After preparation, RT was diluted 1:3 times in nuclease-free water. Afterwards, qPCR reactions were prepared using Power SYBR Green Master Mix (Thermo Fisher Scientific, #4367659) according to manufacturer's instructions. Reactions were prepared for a total of 10 µl, including a primer final concentration of 300 nM, and 1 µl of template RT. A StepOnePlus Real-Time PCR System (Thermo Fischer Scientific) was used to run the qPCR reactions. Cycling conditions were the following: Standard run; 5 min at 95 °C; [40 cycles of 95 °C for 15 s and 60 °C for 45 s]; melt curve calculation [15 s at 95 °C, 1 min at 60 °C and 15 s at 95 °C (1.6 °C/s of increment in temperature)]. Technical duplicates and biological quadruplicates were used. Analysis was performed using the ΔΔCT method (Schmittgen and Livak 2008). pmp-3 was used as a normalization factor (Hoogewijs et al. 2008). Error bars represent the standard deviation of the four biological replicates. Primers used are indicated in supplementary table S5, Supplementary Material online.

### Proteome-Wide Structural Interaction Screen

Receiver operating characteristic (ROC) analysis of ColabFold (Jumper et al. 2021; Mirdita et al. 2022) predictions was performed with a library of 255 pairs of true interactors, including entries from *Caenorhabditis elegans*, curated from Vreven et al. (2015) and Chen et al. (2003), CASP15 (https://predictioncenter.org/casp15), PDB (https://www.rcsb.org), and 490 pairs of true noninteractors curated from Blohm et al. (2014). Prediction performance was evaluated by assessing the area under the curve of the ROC curve for several parameters, with pTM and ipTM selected for downstream thresholding using the Kolmogorov–Smirnov statistic.

The library of preys was compiled based on a previous study (Ortiz et al. 2014), using information of *C. elegans* genes known to be expressed in spermatogenic or oogenic gonads. Entries with duplicated sequences were removed from the proteome/prey library and matched with the sequence of each entry in the FBXA/bait library in preparation for MSA search and 3D model prediction (without Amber relaxation) with ColabFold. Information on pTM, ipTM, and atomic positions was extracted from each prediction to assess interaction potential and for analysis in R (R Core Team 2021). Atoms separated by a distance smaller than the sum of their van der Waals radii were considered clashed and not used for analysis.

### Association Between TEs and Gene Families

TEs were annotated in *Caenorhabditis* species listed in supplementary table S4, Supplementary Material online using EDTA v2.0.0 with the option --sensitive 0 (Ou et al. 2019), and unclassified TE copies were filtered out. Gene annotations and PFAM domain annotations were downloaded from WormBase Parasite (Howe et al. 2016, 2017). TE enrichment by PFAM was calculated using a set of custom scripts (available at https://github.com/migueldvalmeida/F-box_TEs). Briefly, for each species, up to 10 classified TE copies closest to every gene ±500 bp were counted, and counts per gene were then summed for each PFAM domain. A thousand random distributions of TE counts per PFAM domain were generated by a bootstrapped shuffling of TE positions across all scaffolds. An empirical cumulative distribution function was used to calculate the distance of the observed number of TEs per PFAM domain from the random distributions, and *P*-values were corrected for multiple comparisons to generate scores.

### Localization of *C. elegans* F-box Genes and TEs

Ensembl BioMart (Harrison et al. 2024) was used to collect the genome localizations of all F-box A1, A2, and B genes (identity of these genes can be found in supplementary table S1, Supplementary Material online). A circos plot was created with Circos v0.69-8 (Krzywinski et al. 2009) to visualize F-box gene localization together with TE distribution. TE Density tracks are displayed on the circos plot as the number of features per 100 kb.

Genome tracks with zoomed-in genomic regions on chromosomes II and V were plotted with custom scripts (available at https://github.com/migueldvalmeida/F-box_TEs) using the Gviz (Hahne and Ivanek 2016) and GenomicFeatures (Lawrence et al. 2013) packages on an R framework (R Core Team 2021).

## Supplementary Material

msaf097_Supplementary_Data

## Data Availability

RNA-sequencing data generated in this study have been deposited to GEO under accession no. GSE251877. Proteomics data are available at the ProteomeXchange Consortium via PRIDE under the accession no. PXD048290. All other datasets used in this manuscript are publicly available on WormBase, WormBase ParaSite, Genbank, PDB, GEO, SRA, UniProt, and InterPro.

# Supplementary material for: Transposable Elements Drive Regulatory and Functional Innovation of F-box Genes
**Source:** Mol Biol Evol. 2025 Apr 25;42(5):msaf097. doi: 10.1093/molbev/msaf097
**Supplement:** msaf097_Supplementary_Data

# **Transposable elements drive regulatory and functional innovation of F-box genes**

Miguel Vasconcelos Almeida, Zixin Li, Pedro Rebelo-Guiomar, Alexandra Dallaire, Lukáš Fiedler, Jonathan L. Price, Jan Sluka, Xiaodan Liu, Falk Butter, Christian Rödelsperger, Eric A. Miska

**Supplemental Figures S1-S14.**

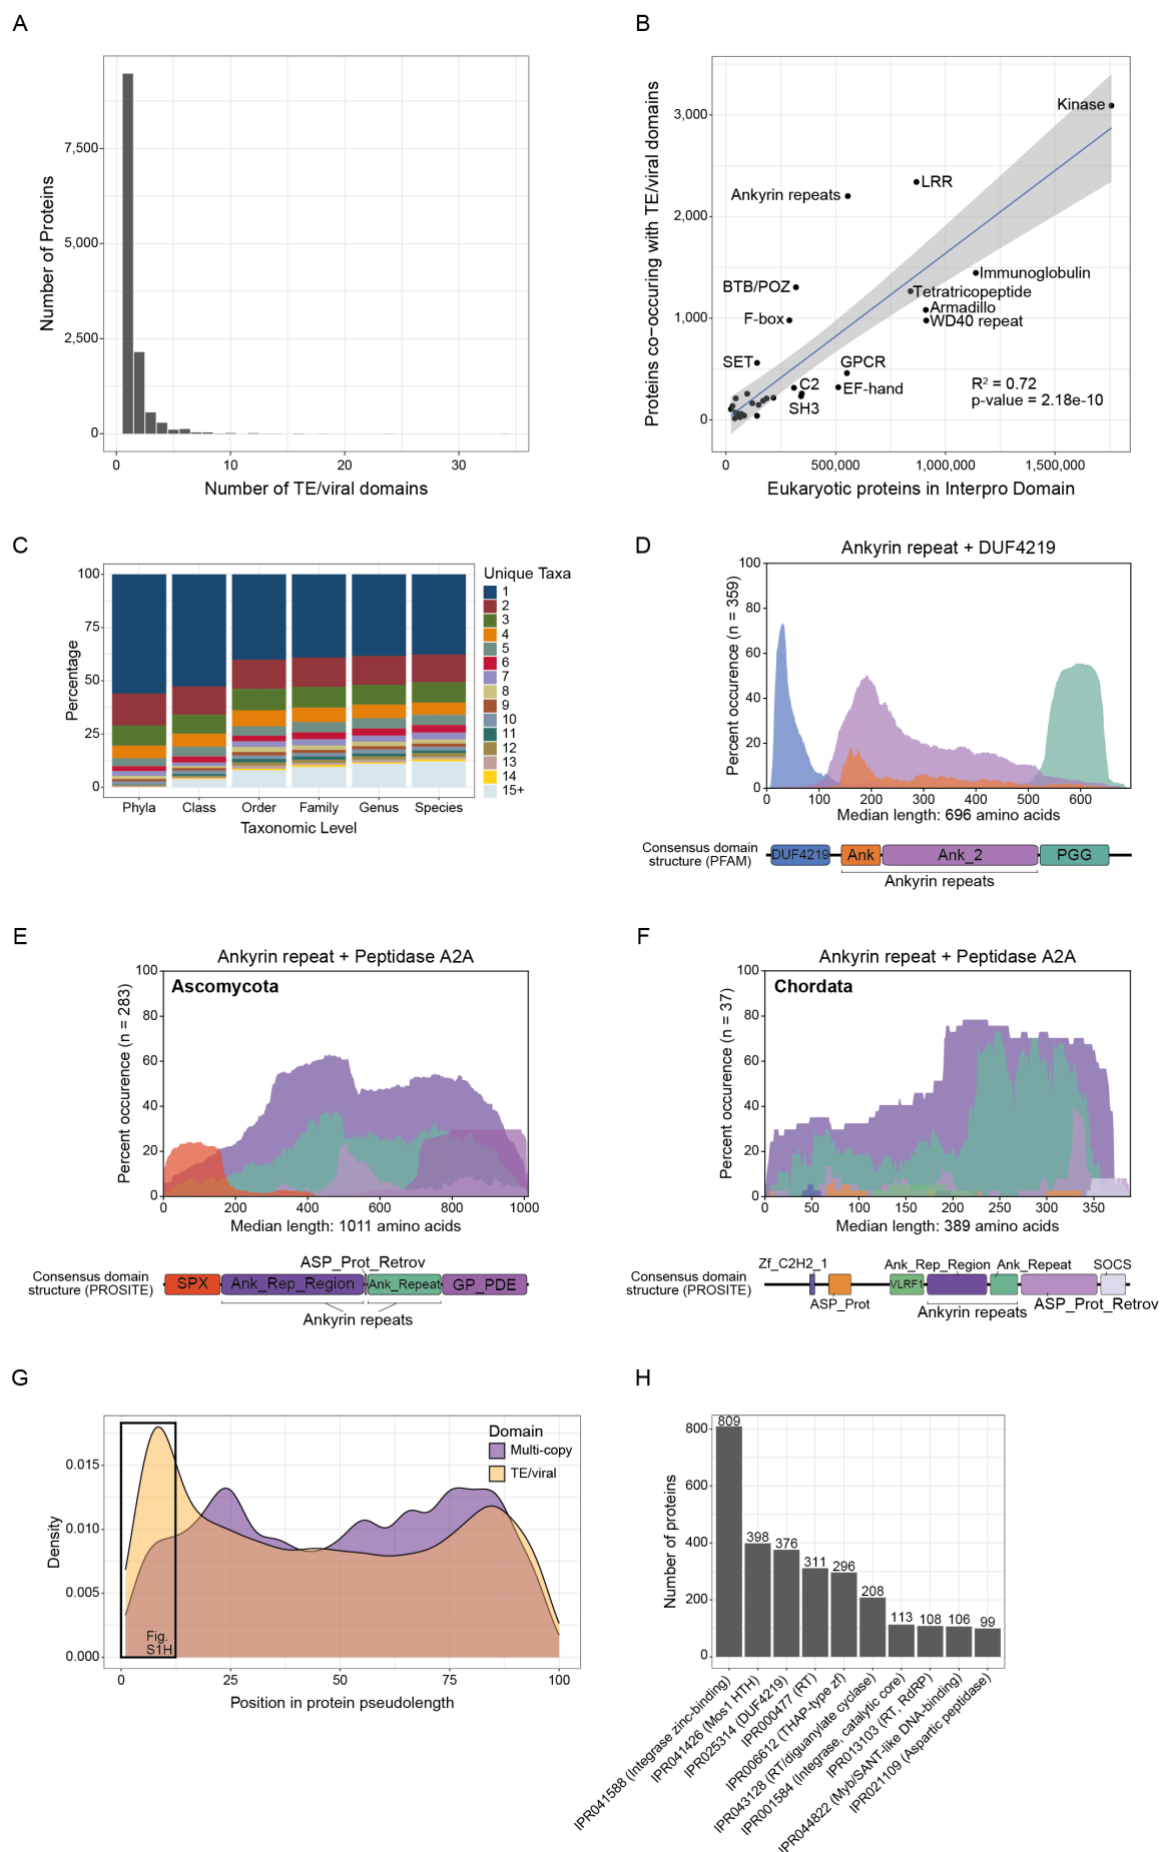

**Figure S1.**

**Figure S1. Supplemental information on the eukaryotic proteins with multi-copy and TE- or virus-derived domains identified in the screen.** (A) Number of TE/viral domains per unique protein identified in the screen. (B) Association between the number of proteins in multi-copy domains and number of proteins with TE/viral domains.  $R^2$  and p-value are indicated in the figure. (C) Bar chart showing the taxonomic distribution of proteins with the same co-occurring domains. All 12,803 unique proteins identified in the screen were included in this analysis. The majority of domain combinations are restricted to a small number of taxa, and this is consistent across all taxonomic levels. (D-F) Consensus domain structure of proteins belonging to two of the top five largest sets of co-occurring domains. The figures show the distribution of these domains along the median length of these groups of proteins. Consensus protein structure is represented below in the conventional linear manner. (D) The entire set of fusion proteins with ankyrin repeats and DUF4219 has a consistent domain architecture. (E-F) Fusion proteins with Ankyrin repeats and Peptidase A2A domains in different phyla, Ascomycota (E) and Chordata (F), have distinct domain architectures. (G) Distribution of multi-copy and TE/viral protein domains in all the 12,803 unique proteins identified in the screen, plotted along a normalised protein pseudolength. TE/viral domains tend to occupy positions in the N-terminal region of the proteins. (H) Bar chart with the identities of the top 10 TE/viral domains occupying the N-terminal-most region of the proteins (defined as having a domain midpoint within the first 12.5% of protein length, the region marked in G with a black square). We note that the top four domains in this analysis (integrase, Mos1 HTH, DUF4219, and reverse transcriptase) are TE/viral domains co-occurring with multi-copy domains in the highest number of proteins, as shown in Figure 1E.

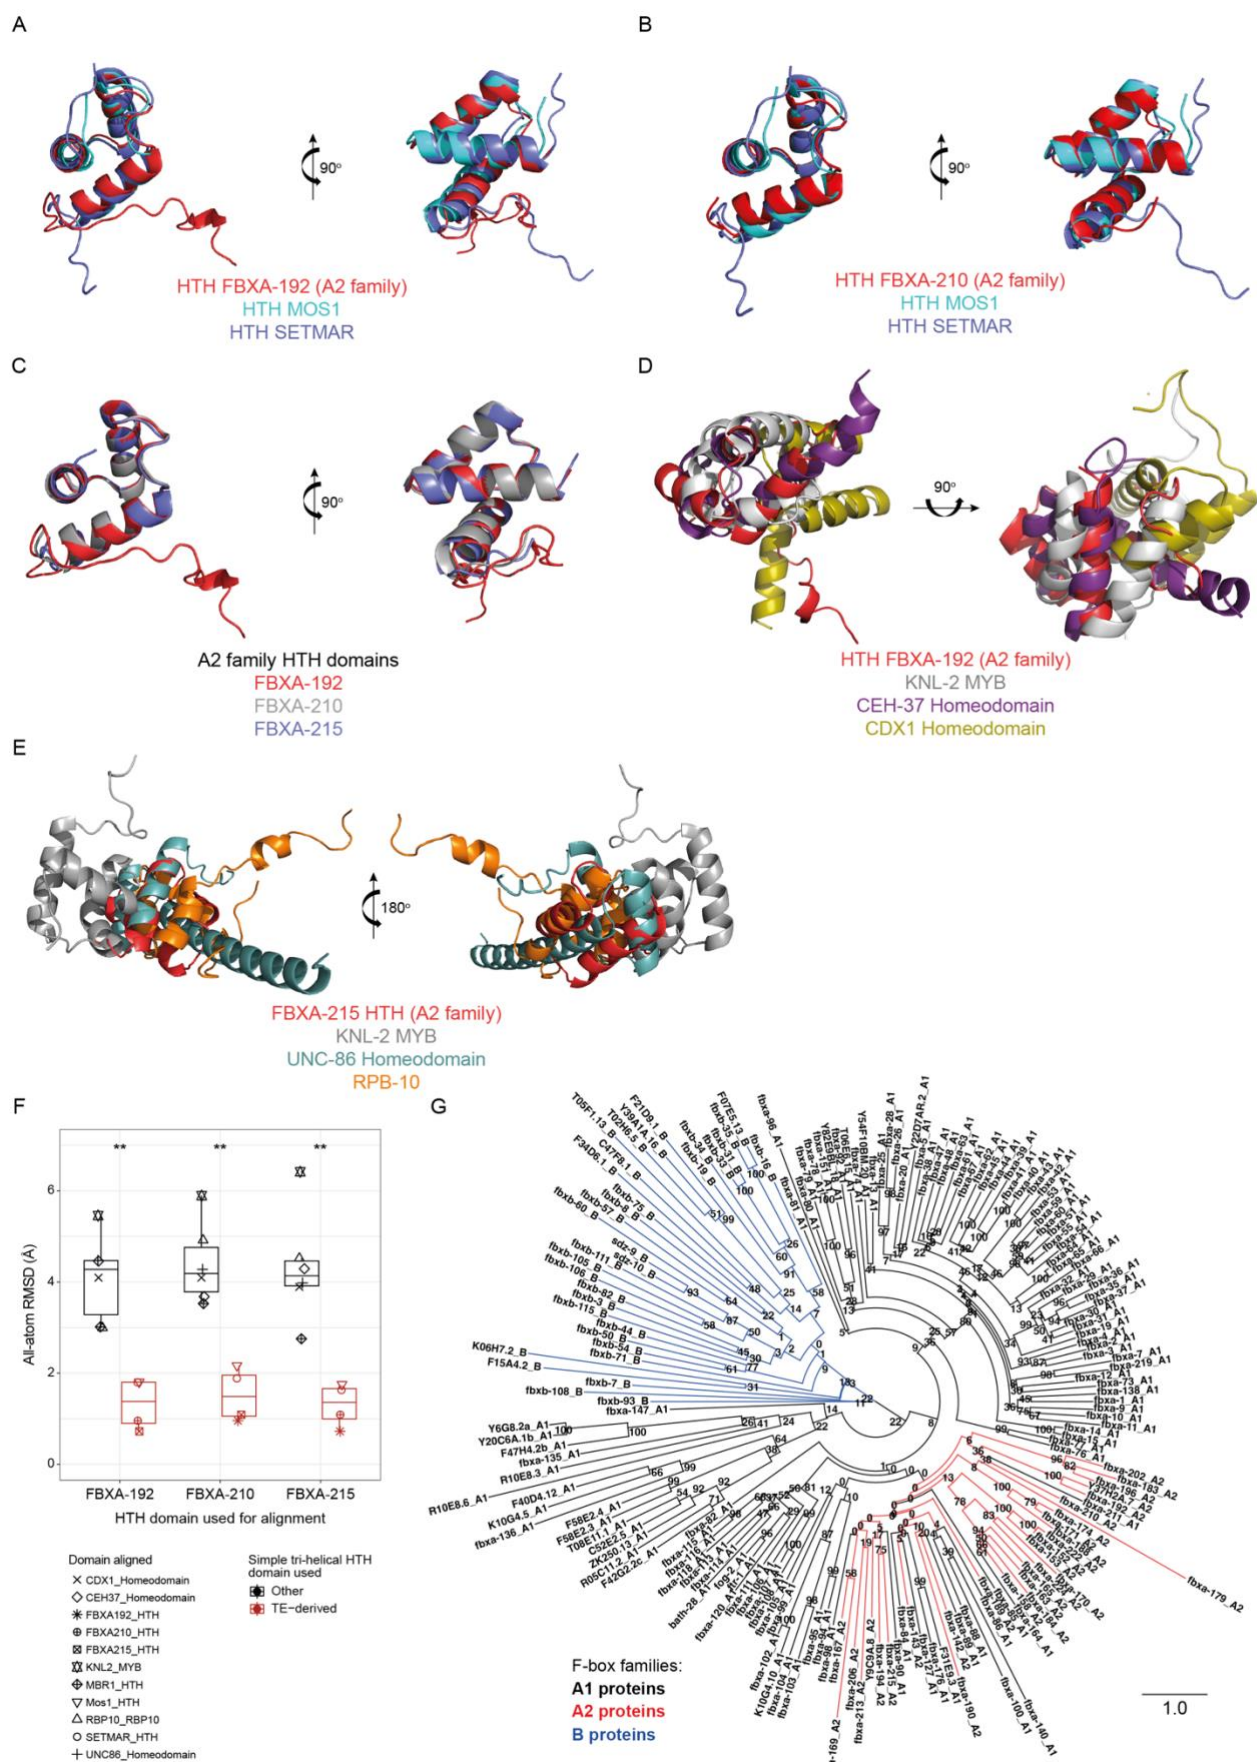

**Figure S2.**

**Figure S2. HTH domains of A2 family F-box genes are TE-derived and likely originate from a single TE capture.** (A-B) Structural alignments of the HTH domains of A2 family proteins, FBXA-192 in (A) and FBXA-210 in (B), with the HTH domains of *Drosophila mauritiana*'s Mos1 (PDB: 3HOT) and *Homo sapiens* SETMAR (PDB: 7S03). All these HTH domains are of the simple tri-helical type. (C) Structural alignment between the HTH domains of three A2 family proteins, demonstrating a consistent fold. (D-E) Structural alignments of HTH domains of A2 family proteins, FBXA-192 in (D) and FBXA-215 in (E), with other simple tri-helical HTH domains. (F) All-atom root mean square deviation (RMSD) of structural alignments between A2 family HTH domains with simple tri-helical HTH domains, both TE-derived (from F-box A2 and the structures mentioned in A and B, the HTH domains of Mos1 and SETMAR) and others not known to be TE-derived (from *C. elegans* CEH-37, KNL-2, MBR-1, RBP-10, UNC-86, and *H. sapiens* CDX1). Overall, A2 family HTH domains align consistently better with TE-derived HTH domains. P-values were computed with Wilcoxon rank-sum tests comparing RMSD values of alignments with TE-derived HTH domains and alignments with other simple tri-helical HTH domains (groups coloured in red versus black). (G) Maximum-likelihood phylogenetic tree of *C. elegans* F-box genes, as in Figure 2D but with branch lengths. The legend shows the colour code for all three gene families. Numbers at internal branches indicate bootstrap support values (100 pseudoreplicates).

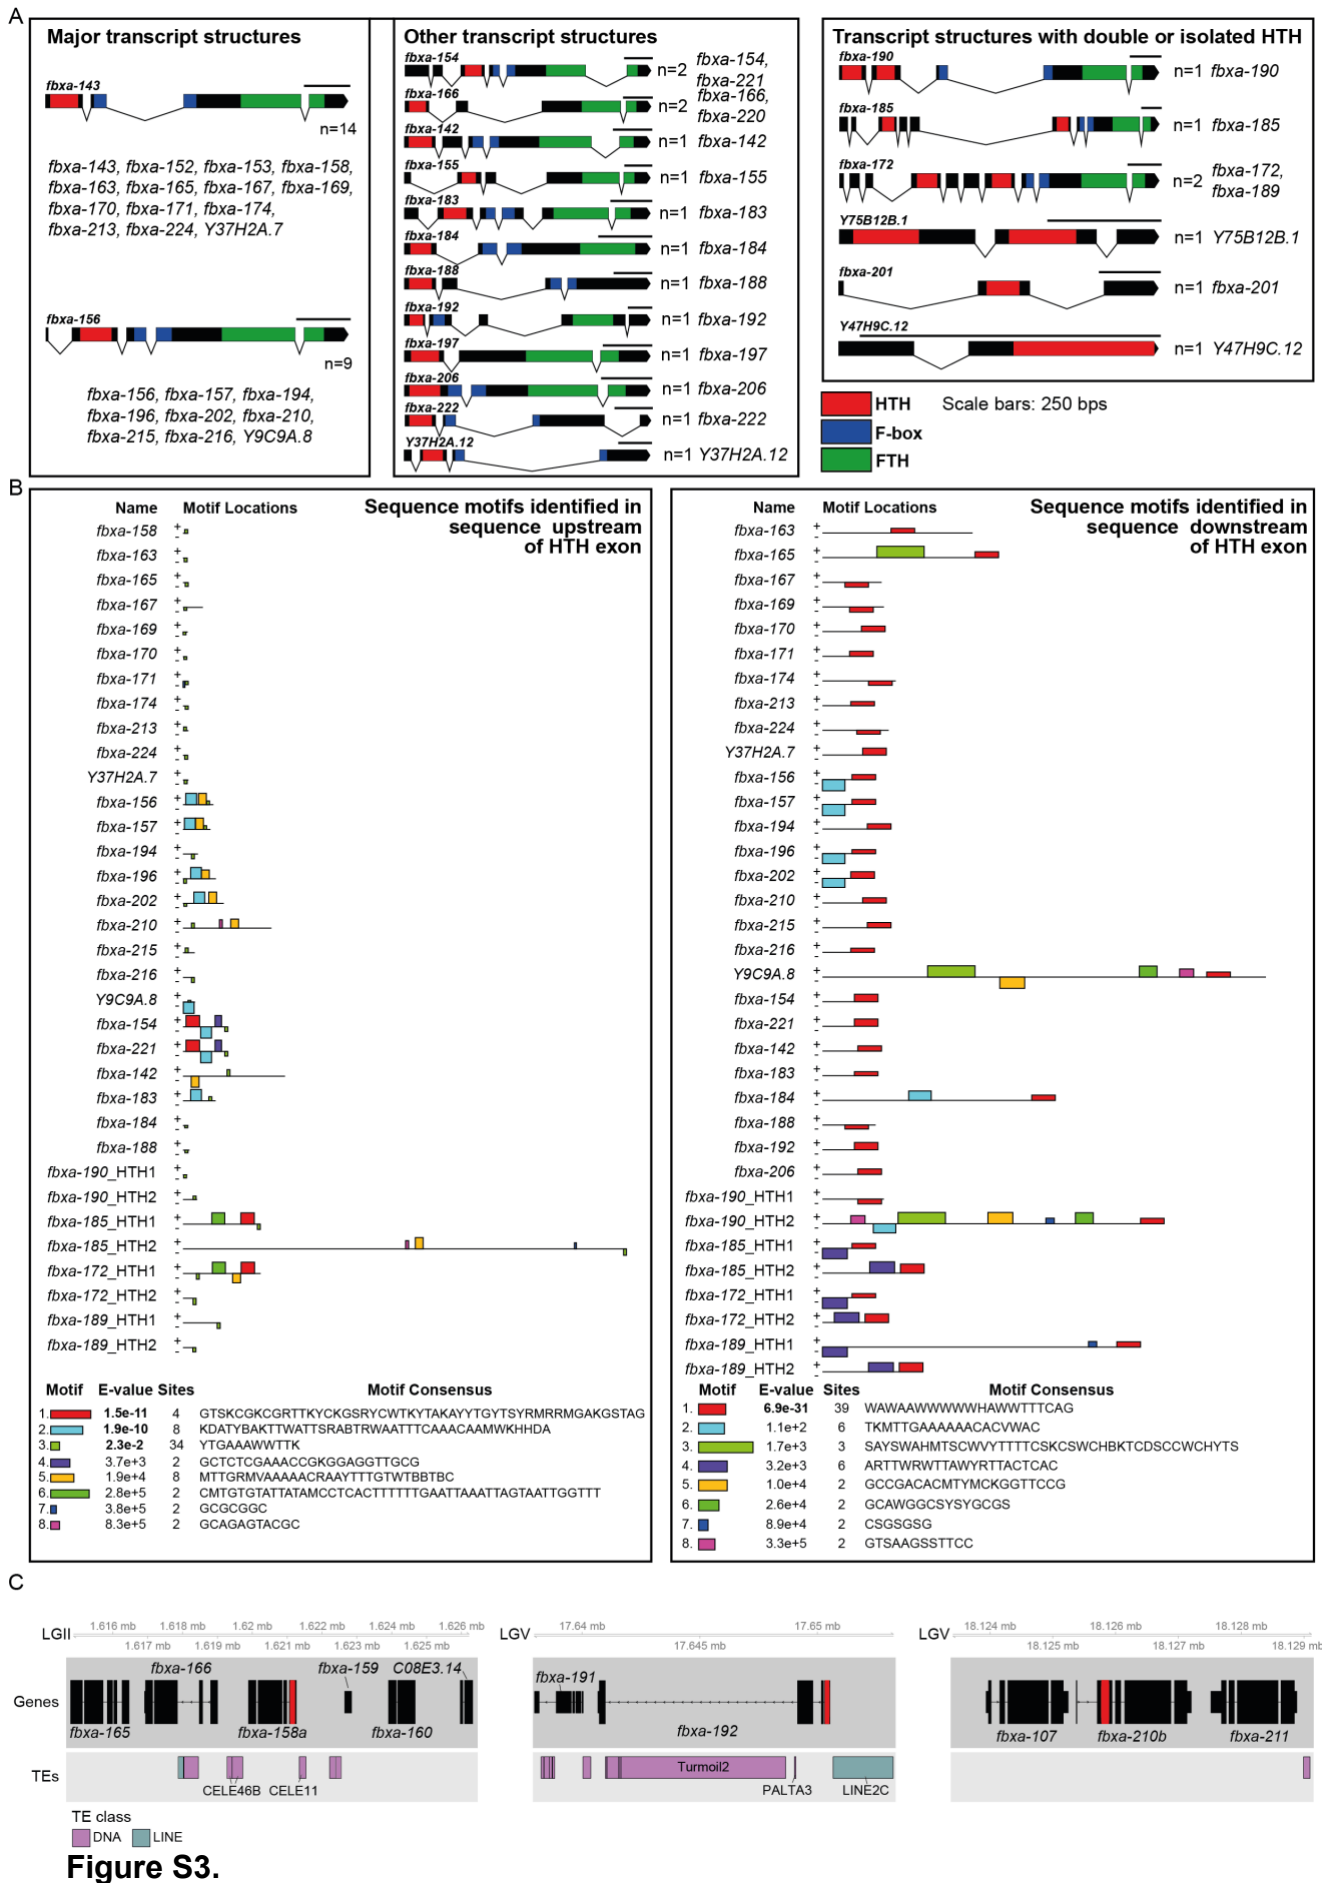

**Figure S3.**

**Figure S3. Transcript structure of F-box A2 genes and sequence motifs flanking their HTH domains.** (A) Transcript structure of all genes encoding an HTH domain in the *C. elegans* genome. Different exons are shown as black bars, and annotated domains are colour-coded. HTH domains are always encoded within a single exon and are always N-terminal relative to F-box and FTH domains. Some transcripts have two HTH domains of the same type (IPR041426). The representative scaled transcript structures were produced using an online resource (<http://www.wormweb.org/exonintron>). FTH, FOG-2 homology domain; HTH, Helix-turn-helix. (B) Search for sequence motifs upstream (left panel) and downstream (right panel) of the exon encoding the HTH domain of F-box A2 genes. In the bottom of each panel, the motif sequences, their frequency, and the associated E-value are shown (significant E-values are represented in bold). The most significantly enriched motifs are associated with splice sites (either in plus or minus strands). (C) Genome tracks showing representative F-box A2 loci in the N2 genome reference: *fbxa-158* (left), *fbxa-192* (middle), and *fbxa-210* (right). The coding sequence of these genes encoding the HTH domain is highlighted in red. No TEs are consistently present adjacent to the HTH-encoding exon.

**Figure S4. The HTH domain of F-box A2 family factors originated in a Mariner TE.** (A) The likely donor of the HTH domain was an endemic TE. Phylogenetic analysis was performed for the HTH domains from F-box genes of the A2 family, their most closely-related sequences outside the *Elegans* group, and non-coding hits in the *C. elegans* genome. One of the most closely related sequences corresponds to an intronic Mariner element in *C. elegans* (also see B and C), which suggests that the HTH domain was derived from an endemic TE. (B) Genomic locus of the Mariner element in *C. elegans* that represents the closest relative to the HTH domains in F-box genes of the A2 family. Gene annotations and genomic coordinates of TBLASTN hits were visualized in the Integrative Genomics Viewer (Robinson et al. 2011). The screenshot shows a 4.8 kb region spanning the *daf-16* locus. The *C. elegans* gene *daf-16* has two isoforms. The largest intron contains sequences that derive from a Mariner transposon. (C) Multiple sequence alignment of HTH domains from diverse taxa generated using the MUSCLE tool and visualized with Jalview v2.11.4 (Waterhouse et al. 2009). Amino acid residues were coloured according to the colour scheme of Clustal X.

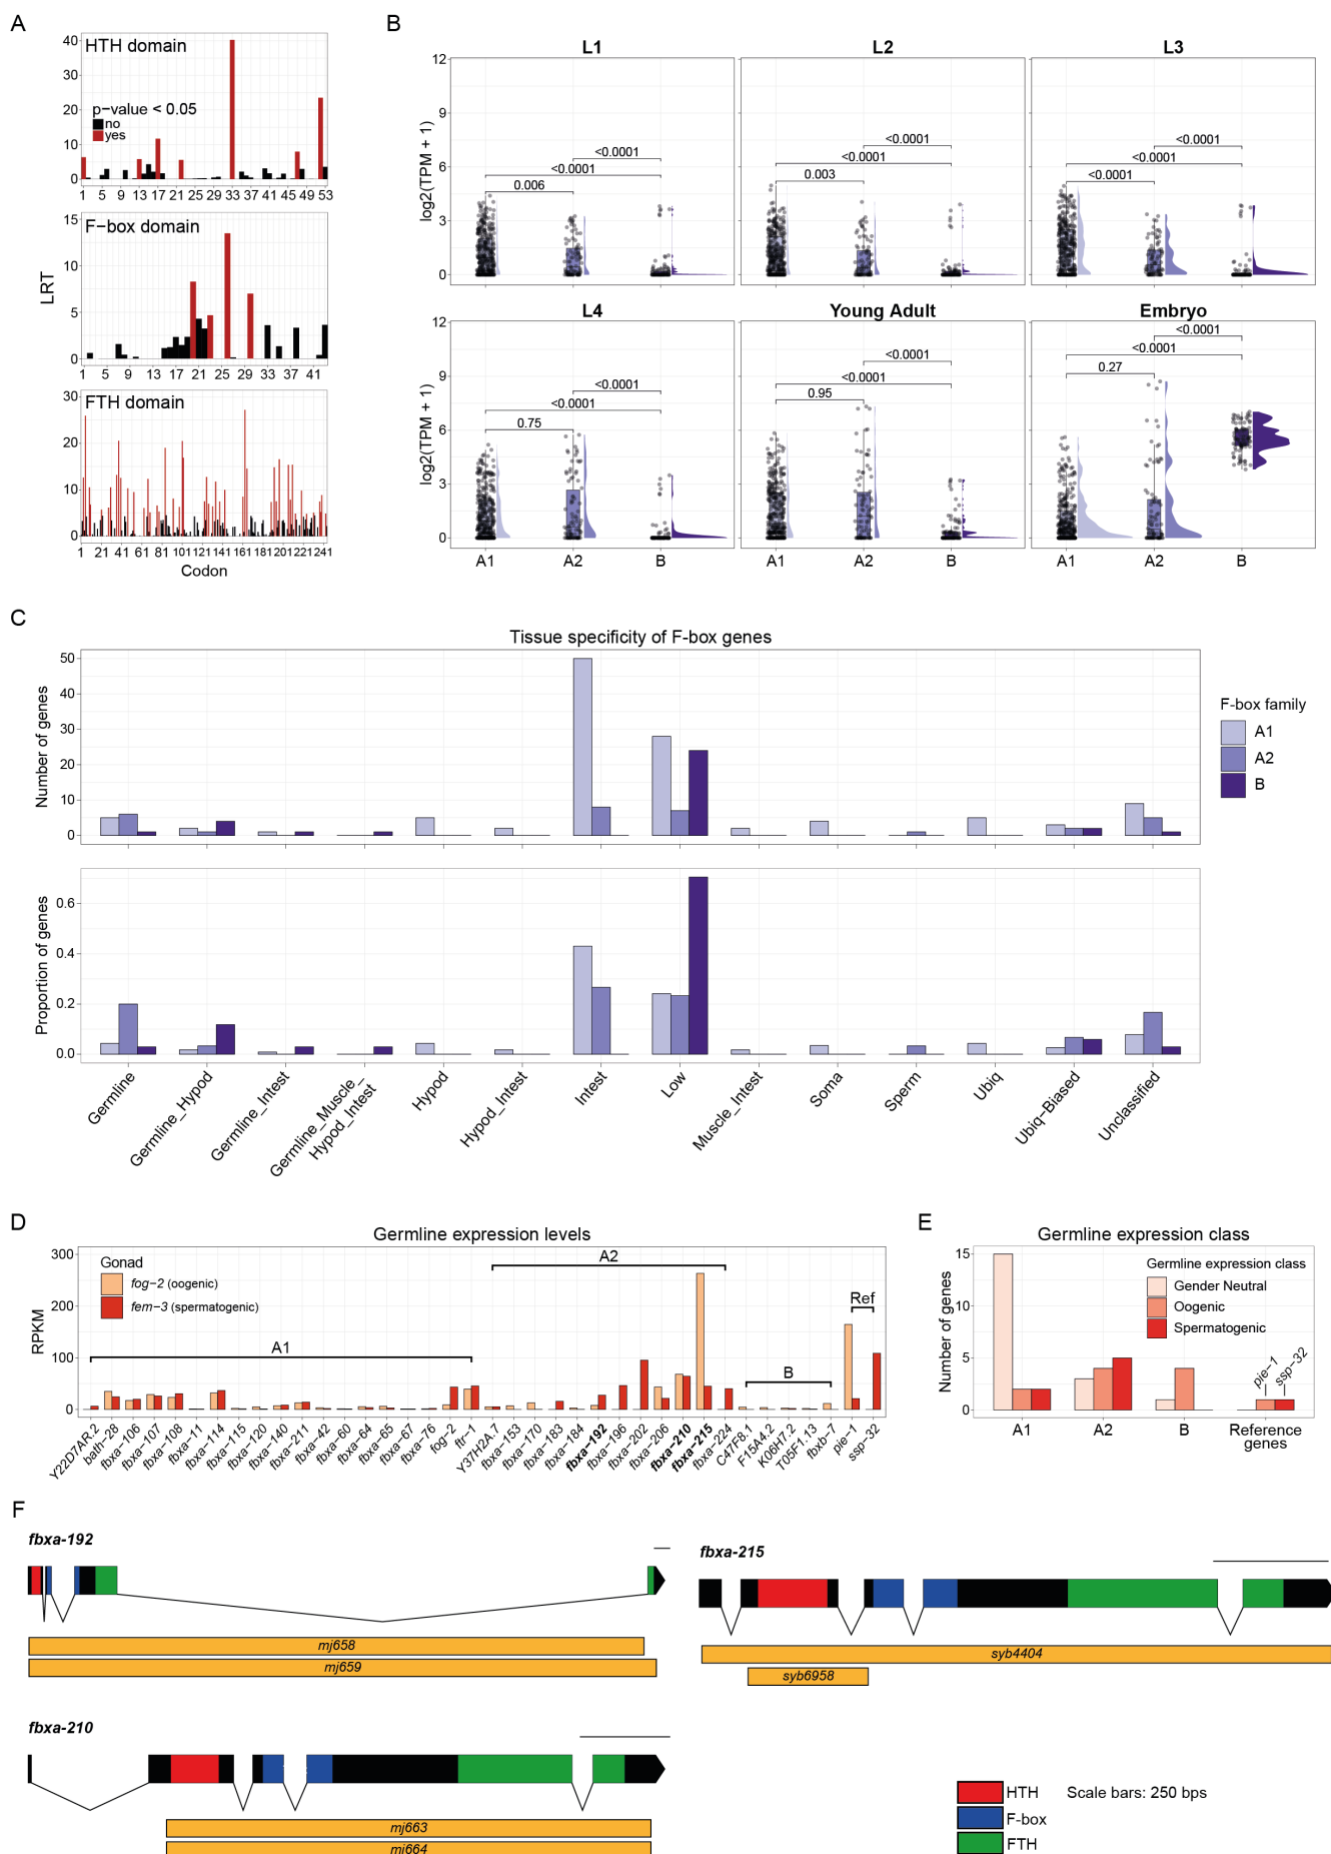

**Figure S5.**

**Figure S5. Selection and expression of nematode F-box factors.** (A) Panel shows the likelihood of codons to be under positive selection according to Mixed Effects Model of Evolution (MEME) (Murrell et al. 2012) across the alignment of all F-box A2 coding sequences in the *Caenorhabditis* genus. The C-terminal FTH domain of these proteins has a higher number of codons very likely under positive selection, when compared to the HTH and F-box domains (codons highlighted in red). LRT, likelihood ratio test. (B) Expression of F-box genes (split according to their family, either A1, A2, or B) throughout *C. elegans* development (larval stages L1, L2, L3, L4, young adult worms and mixed-staged embryos). Expression in log2-transformed transcripts per million (TPM). P-values were calculated with Wilcoxon rank-sum tests (using Benjamini & Hochberg correction). Publicly available expression data was used (Almeida et al. 2019). (C) Tissue specificity of F-box gene expression in *C. elegans* (split according to their family, either A1, A2, or B), as classified by another study (Serizay et al. 2020). Panel above shows the absolute number of genes in each category, while the panel below represents the proportion of genes of each family that is assigned to a particular category. (D) Expression data of F-box genes in *C. elegans* gonads isolated from female (oogenic, with *fog-2* mutation) and male (spermatogenic, with *fem-3* mutation) animals, using publicly available data (Ortiz et al. 2014). Only F-box genes with detectable expression in the germline are shown. Bold highlighting denotes three of the most highly expressed F-box A2 genes in the germline, which were mutated and followed up functionally. Two reference genes known to be enriched in oogenic or spermatogenic gonads are included: *pie-1* and *ssp-32*, respectively (Ortiz et al. 2014). (E) Number of F-box genes of each family classified as having gender neutral, oogenic, or spermatogenic germline expression, according to published datasets (Ortiz et al. 2014). (F) Schematics depicting the mutant alleles generated in this study. Range of deletions are indicated as orange boxes, along with the deletion allele name.

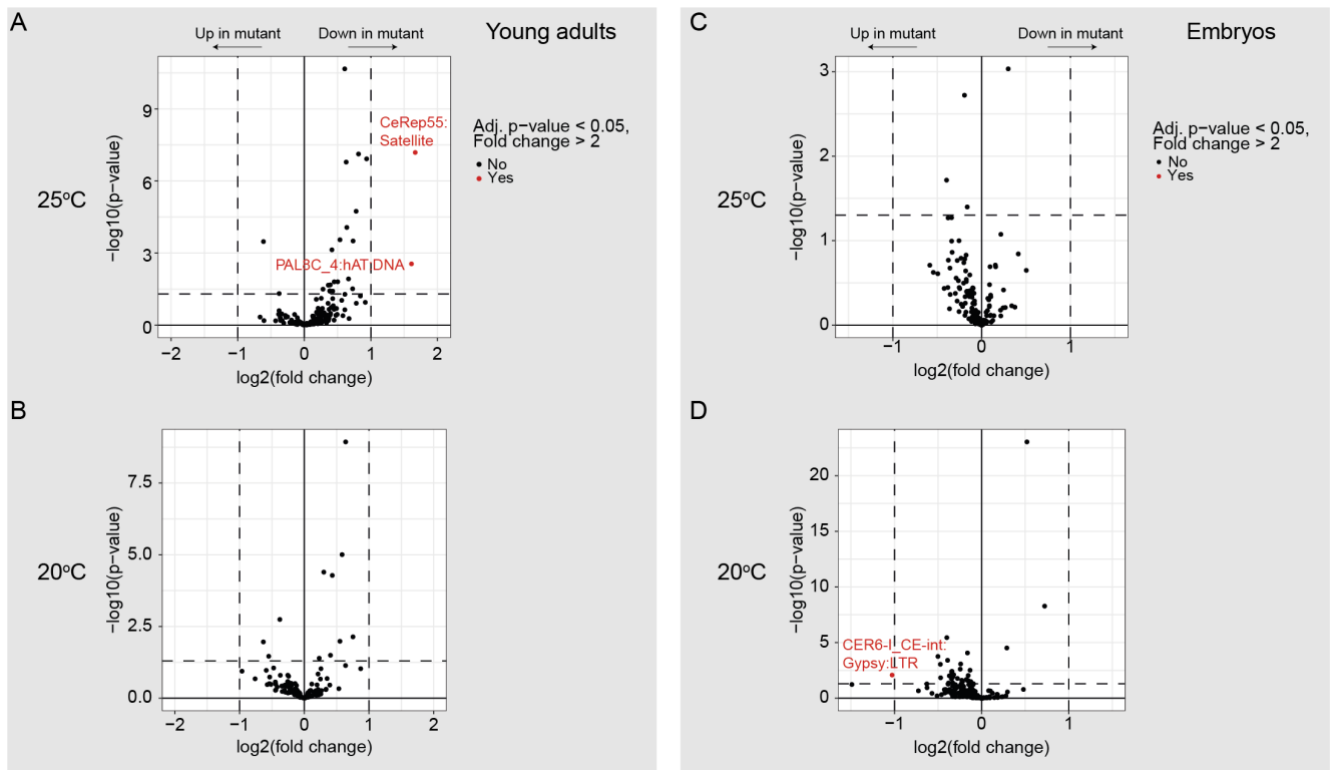

**Figure S6. FBXA-215 is unlikely to have a consistent role in transcriptional regulation of TEs.** (A-D) mRNA-sequencing results showing differential TE family expression in wild-type N2 and *fbxa-215(syb4404)* mutant animals. Using young adult animals (A-B) and mixed-stage embryos (C-D), grown at 20°C (B, D) or 25°C (A, C). Differentially expressed TE families are labelled in red in the volcano plots (defined by adjusted p-value < 0.05 and fold change > 2).

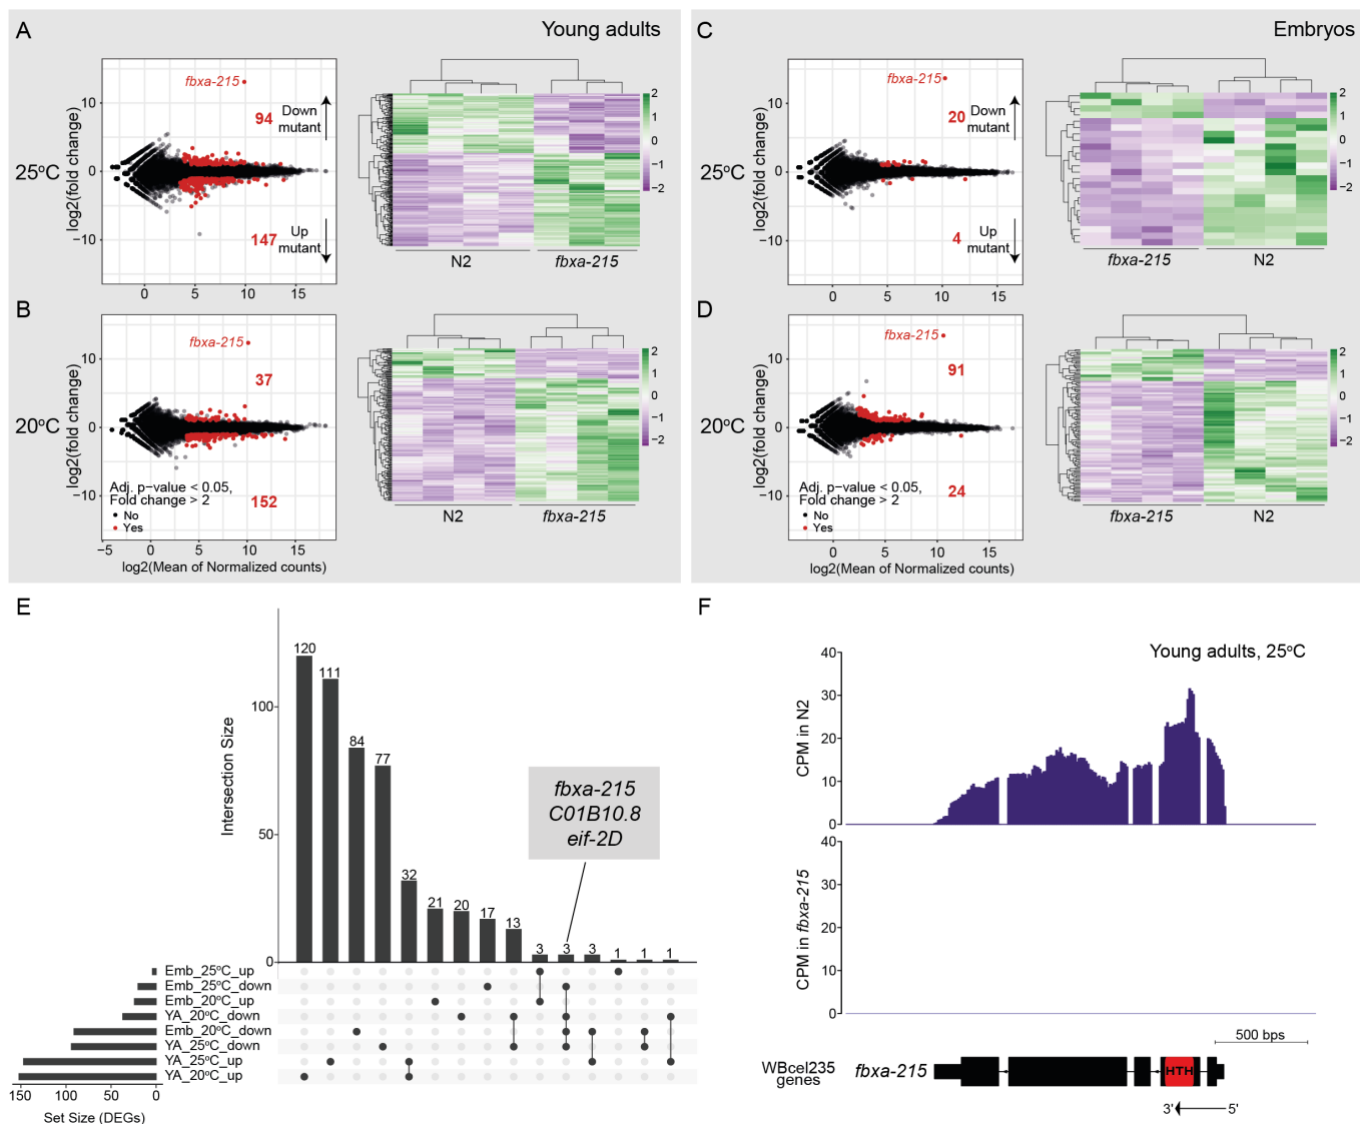

**Figure S7.**

**Figure S7. Unlikely role for FBXA-215 in transcriptional gene regulation.** (A-F) mRNA-sequencing results showing differentially expressed genes between wild-type N2 and *fbxa-215(syb4404)* mutant worms. Using young adult animals (A-B) and mixed-stage embryos (C-D), grown at 20°C (B, D) or 25°C (A, C). In (A-D), the left panels are MA plots, and the right panels are heatmaps (with expression normalised using z-score), including only the differentially expressed genes (labelled in red in the MA plots, differential expression defined as follows: adjusted p-value < 0.05 and fold change > 2). *fbxa-215*, the mutated gene, is downregulated in all growth conditions and stages, and its datapoint is labelled in the MA plots in (A-D). (E) UpSet plot with the differentially expressed genes shared by different developmental stages and growth conditions. Three genes that are downregulated in mutants in all growth conditions and stages are indicated, and include *fbxa-215*, the mutated gene. (F) Genome tracks showing expression of the *fbxa-215* locus, as Counts per Million (CPM). Reassuringly, *fbxa-215(syb4404)* mutants, lacking the entire coding sequence of *fbxa-215*, have no detectable expression. The HTH domain is highlighted in red. These genome tracks represent data from young adults grown at 25°C. These results are representative and identical to the genome tracks of this locus in other growth conditions and stages, corroborating the strong downregulation of *fbxa-215* observed in (A-D).

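Among differentially expressed young adult genes with every mutant library on one side of every N2 library and a mean of at least 50 counts in the higher strain, the largest rises at 20 °C were those of *F08G2.5*, *Y37H2A.14* and *clec-52*. *F08G2.5* (WBGene00008577, chromosome II, 13833095 to 13833631, a single exon) rose from 1.11 ± 0.408 CPM (SD, n = 4) in N2 to 8.94 ± 4.10 (SD, n = 4) in mutants, a log2 fold change of 2.99 (standard error 0.43, FDR = 0.0054 by edgeR). *Y37H2A.14* rose by 2.64 (standard error 0.31, FDR = 0.0011 by edgeR) and *clec-52* by 2.59 (standard error 0.20, FDR = 5.4e-05 by edgeR). Apart from *fbxa-215* and *C01B10.8*, the largest falls at this temperature were those of *ech-9*, which dropped by 2.55 on the log2 scale (standard error 0.28, FDR = 9.1e-04 by edgeR) and overlaps another annotated gene on its strand, and *dhs-26*, which dropped by 2.29 (standard error 0.56, FDR = 0.038 by edgeR) and has an antisense gene across it. *dhs-26* lost its call at 20 °C in 6 of the 8 fits that each left out one library, with FDRs up to 0.10. At 25 °C its log2 fold change was -2.30 (FDR = 0.0093 by edgeR), and the call held in 7 of 7 such fits. It was lost there with all 15 libraries in one fit (FDR = 0.097 by edgeR). With a mean of 34.75 counts in N2 at 25 °C, *dhs-26* was under the 50 counts required for the rankings.
At 25 °C the largest rises were in genes almost without counts in N2. *W08E12.4* went from a mean of 1.5 counts in N2 to 53.7 in mutants, *abu-6* from 2.75 to 74.7 and *pqn-2* from 6 to 102. *abu-6* is one of a family of genes, and the quantification could have divided reads between its members. Their log2 fold changes were 5.13, 4.77 and 4.11, with edgeR FDRs of 0.0017, 0.0032 and 0.034. The call of *pqn-2* was lost in 4 of the 7 fits that left out one library (N2 replicates 3 and 4, mutant replicates 2 and 3), with FDRs up to 0.13. Among genes called by edgeR, apart from *fbxa-215* and *C01B10.8* and under the same requirements, *acs-3* and *F53F4.18* had the largest falls at 25 °C. *acs-3* fell from 9.50 ± 1.38 CPM (SD, n = 4) to 2.07 ± 0.473 (SD, n = 3). *F53F4.18* fell from 4.06 ± 0.282 (SD, n = 4) to 1.07 ± 0.939 (SD, n = 3). *F53F4.18* was no longer past the threshold without mutant replicate 2 at 25 °C (FDR = 0.054 by edgeR). *ech-9* fell by 2.62 on the log2 scale at 25 °C, without overlap between strains, but was not called (FDR = 0.094 by edgeR). N2 replicate 4 had 76.3 CPM of it, and the other N2 libraries at 25 °C from 15.0 to 28.5. DESeq2 did call *ech-9* at 25 °C (-2.63, adjusted p = 0.0013).
DESeq2, the program used for Fig. S7, gave 221 differentially expressed genes at 20 °C (42 lower and 179 higher) and 246 at 25 °C (98 lower and 148 higher) from the same counts. In the authors' deposited table, 37 genes are lower and 152 higher in mutants at 20 °C, and 94 lower and 147 higher at 25 °C. Of the genes called with edgeR, 155 at 20 °C and 190 at 25 °C are also past both thresholds in the authors' deposited table, and across genes the 2 sets of log2 fold changes had Pearson correlations of 0.99 and 0.98. The edgeR calls include 27 pseudogenes at 20 °C and 12 at 25 °C that are absent from that table and could not be shared. The DESeq2 totals given first also come from counts that include such pseudogenes.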

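For the young adult sets of the UpSet plot, the shared genes were ranked by the smaller of their 2 absolute fold changes, with the same requirements on separated libraries and counts. Among the genes higher in mutants at both temperatures, *pgp-8* (WBGene00004002, chromosome X, 10859301 to 10864422) rose from 1.63 ± 0.369 to 5.70 ± 0.634 CPM at 20 °C (SD, n = 4 per strain) and from 2.00 ± 0.747 (SD, n = 4) to 7.29 ± 1.12 CPM (SD, n = 3) at 25 °C, log2 fold changes of 1.82 and 1.87 (FDR = 8.4e-04 and 5.9e-04 by edgeR). *clec-52* and *F08G2.5* were shared as well, with log2 fold changes at 25 °C of 1.73 and 1.51 (FDR = 1.4e-05 and 0.010 by edgeR). *F08G2.5* was not past the threshold at 25 °C without mutant replicate 3 (FDR = 0.054 by edgeR). Among the genes lower at both temperatures, *acd-1* (WBGene00016064, chromosome I, 4103698 to 4108167) fell by 2.14 on the log2 scale at 20 °C and by 1.59 at 25 °C (FDR = 0.0045 and 0.0040 by edgeR), and both calls held in each fit that left out one library. One N2 library at 20 °C, replicate 3, had 7.71 CPM of *acd-1*, where the others started at 2.91.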

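Beside *fbxa-215*, the young adult libraries gave lower values of *C01B10.8* and *eif-2D*, which Fig. S7E marks, in mutants at both temperatures. *C01B10.8* (WBGene00015282, named *metl-13* in the annotation used here) lies on chromosome IV of WBcel235 from 6635089 to 6638155 on the plus strand, 7.03 Mb from *fbxa-215*, and has 12 exons. It fell from 109 ± 4.37 CPM in N2 to 12.9 ± 1.39 in mutants at 20 °C (SD, n = 4 per strain) and from 79.6 ± 5.70 (SD, n = 4) to 13.3 ± 1.79 CPM (SD, n = 3) at 25 °C. Its log2 fold changes were -3.07 (standard error 0.085, FDR = 1.4e-09 by edgeR) and -2.58 (standard error 0.11, FDR = 3.1e-09 by edgeR). With each library left out in turn they stayed between -3.12 and -3.01 at 20 °C and between -2.66 and -2.48 at 25 °C. The interaction of genotype and temperature for this gene was 0.50 on the log2 scale (standard error 0.13, FDR = 0.055 by edgeR). This FDR is adjusted over 14000 genes and just misses 0.05, so a difference in the fall between temperatures was neither shown nor excluded. In N2 *C01B10.8* was lower at 25 °C than at 20 °C by a log2 fold change of -0.53 (FDR = 6.3e-05 by edgeR), while the mutant means were alike. *eif-2D* (WBGene00016113) lies on chromosome II from 5691721 to 5693939 on the plus strand and has 5 exons. It fell from 45.3 ± 0.999 to 13.4 ± 1.07 CPM at 20 °C (SD, n = 4 per strain) and from 42.8 ± 3.93 (SD, n = 4) to 13.5 ± 1.60 CPM (SD, n = 3) at 25 °C, log2 fold changes of -1.76 (standard error 0.083, FDR = 4.6e-07 by edgeR) and -1.67 (standard error 0.12, FDR = 2.1e-06 by edgeR). For both genes every mutant library was below every N2 library (2-sided exact permutation test, p = 0.0286 at either temperature, the smallest p that these group sizes allow). Neither gene overlaps another annotated gene that the deposited counts cover, and overlap with other annotated genes was not checked.

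**Figure D2:**
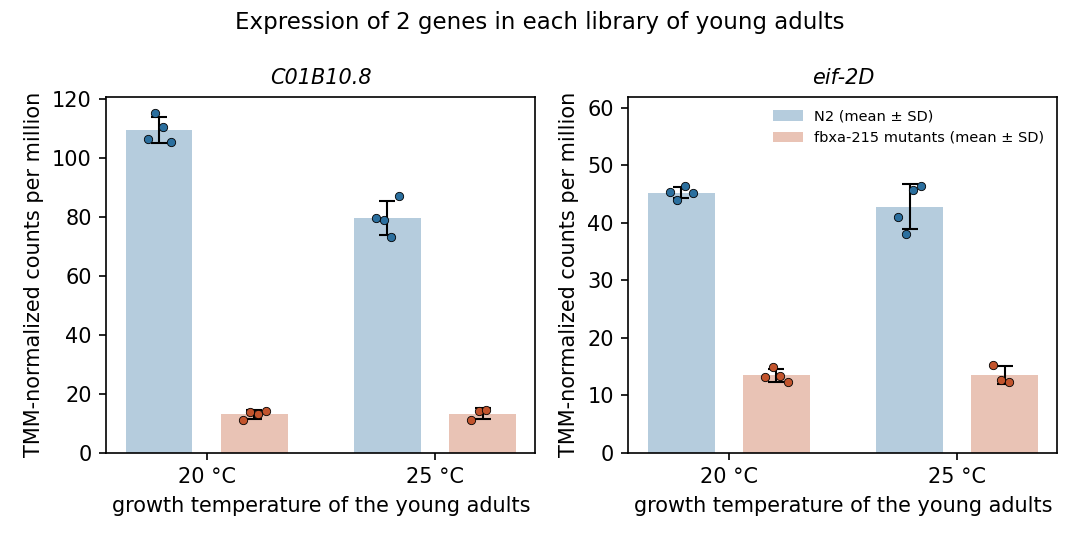
TMM-normalized CPM of *C01B10.8* (left) and *eif-2D* (right) in each young adult library at 20 and 25 °C, with N2 in blue and *fbxa-215* mutants in orange. Points are libraries, bars are means and error bars are SDs, and the highest mutant library had 14.4 CPM of *C01B10.8* and 15.3 CPM of *eif-2D*, both at 25 °C.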

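In young adults at 25 °C, the condition of the genome tracks, the counts of the whole *fbxa-215* gene, which are not on the scale of the tracks, amounted to 136 ± 8.37 CPM (SD, n = 4) in N2, with 135, 127, 134 and 147 CPM in replicates 1 to 4. All 3 mutant libraries had 0 counts on the gene. At their depth, 3 counts would be 0.254 CPM on average, so *fbxa-215* was at least 534-fold lower in mutants than in N2.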

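In young adults at 20 °C, *fbxa-215* had 161, 163, 142 and 157 CPM in N2 replicates 1 to 4, a mean of 156 ± 9.32 (SD, n = 4). Mutant replicate 2 had 2 counts on the gene and the other mutant libraries had none, which made *fbxa-215* at least 790-fold lower in mutants. Every mutant library was below every N2 library (2-sided exact permutation test, p = 0.0286, the smallest p possible for 4 libraries against 4). Of the 10 tested genes nearest to *fbxa-215*, 5 on each side, none was differentially expressed at either temperature (0 genes). By edgeR, 1 of them was past an FDR of 0.05 at 20 °C and 2 at 25 °C. At 20 °C all 10 had log2 fold changes above 0, from 0.01 to 0.73 with a median of 0.37. The median over all genes tested at 20 °C was 0.015. At 25 °C the 10 genes ran from -0.87 to 0.57 with a median of 0.04. Within 50 kb of *fbxa-215*, 1 of 12 tested genes was differentially expressed at 20 °C, the pseudogene WBGene00007461, which rose by 1.21 on the log2 scale (FDR = 0.031 by edgeR) and was picked after its values were seen.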

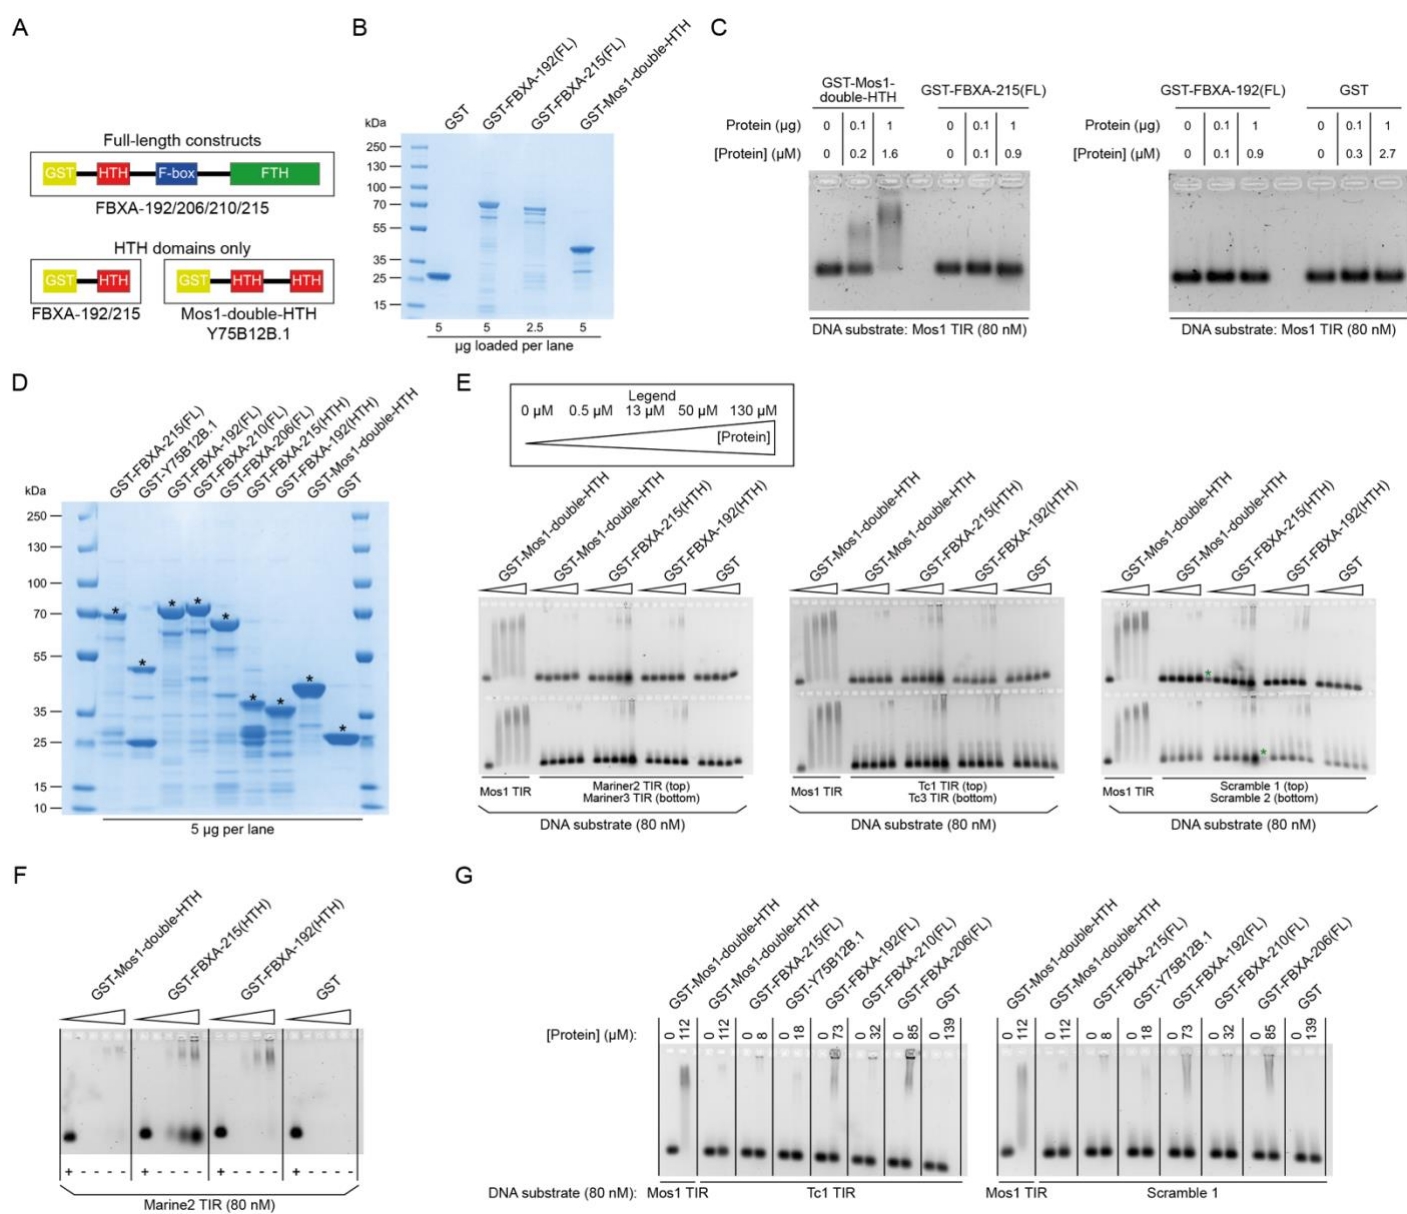

**Figure S8.**

**Figure S8. F-box A2 proteins and their HTH domains do not show appreciable binding to Tc1/mariner elements *in vitro*.** (A) Schematics showing the domain structures of the proteins expressed in *Escherichia coli* and purified to conduct electrophoretic mobility shift assays (EMSAs) to test DNA-binding. The proteins and domains of interest were expressed together with an N-terminal Glutathione S-transferase (GST) tag to increase solubility. We cloned a set of GST-tagged full-length F-box A2 proteins, as well as versions including only the HTH domains of FBXA-192 and FBXA-215. As a control we included the two HTH domains of the Mos1 transposase, which are related to the F-box A2 HTH domains and are known to bind to DNA (Richardson et al. 2009). In addition, we included the full length Y75B12B.1, a protein that is not an F-box A2 protein, but is predicted to encode two HTH domains of the same family as the HTH domains of F-box A2 proteins (see Figure S3). This protein was included to understand if two HTH domains are required for DNA-binding. (B) SDS-PAGE gel stained with Coomassie InstantBlue, showing purified GST fusion proteins for a pilot EMSA experiment. (C) EMSA pilot experiment showing high-affinity binding of the isolated Mos1 transposase double-HTH DNA-binding domain to its cognate terminal inverted repeat (TIR). Experiment was repeated three times. Full-length (FL) FBXA-192 and FBXA-215 are not able to bind Mos1 TIR. (D) SDS-PAGE gel stained with Coomassie InstantBlue showing the protein purifications for subsequent EMSA assays. Asterisks indicate expected sizes. (E) EMSA testing the binding of isolated HTH domains from FBXA-192 and FBXA-215 to the TIRs of eroded *C. elegans* Mariner2 and Mariner3 DNA TEs (left panel), to the TIRs of active *C. elegans* Tc1 and Tc3 DNA TEs (middle panel), and to two randomly generated DNA sequences (right panel). Gels are stained with SYBR Gold. Green asterisks indicate signal derived from spillage of adjacent wells when loading the gel. No significant binding is observed to any of the DNA substrates we introduced, with the exception of the positive control of Mos1 and its TIR. The faint slower migrating signal observed in higher concentrations of the protein is due to contaminating nucleic acid associated with the GST-purified constructs, see (F). (F) Examining protein preparations used in (E) on a native EMSA agarose gel without any DNA substrate in the binding reactions and staining with SYBR Gold. The first wells with no protein added were loaded with DNA as a control. Signal is observed on the higher protein concentrations and is thus not due to the DNA substrate we introduce, but instead very likely to be nucleic acids carried over from the protein purification in *E. coli*. This nucleic acid contaminant is

observed in GST-Mos1-double-HTH constructs as well, and it does not affect binding of these proteins to the known DNA substrate. Thus, this contaminant is unlikely to preclude binding of F-box A2 proteins to bona fide DNA substrates. In (E-F), protein concentration range follows the legend in (E). **(G)** EMSA testing the binding of full-length HTH-domain-containing proteins to the TIR of the active *C. elegans* Tc1 DNA TE, and to a randomly generated DNA sequence. Protein concentrations were not standardised as in (E-F) and are indicated in the figure. (C, E-G) Molarities represent final concentrations in the binding reaction.

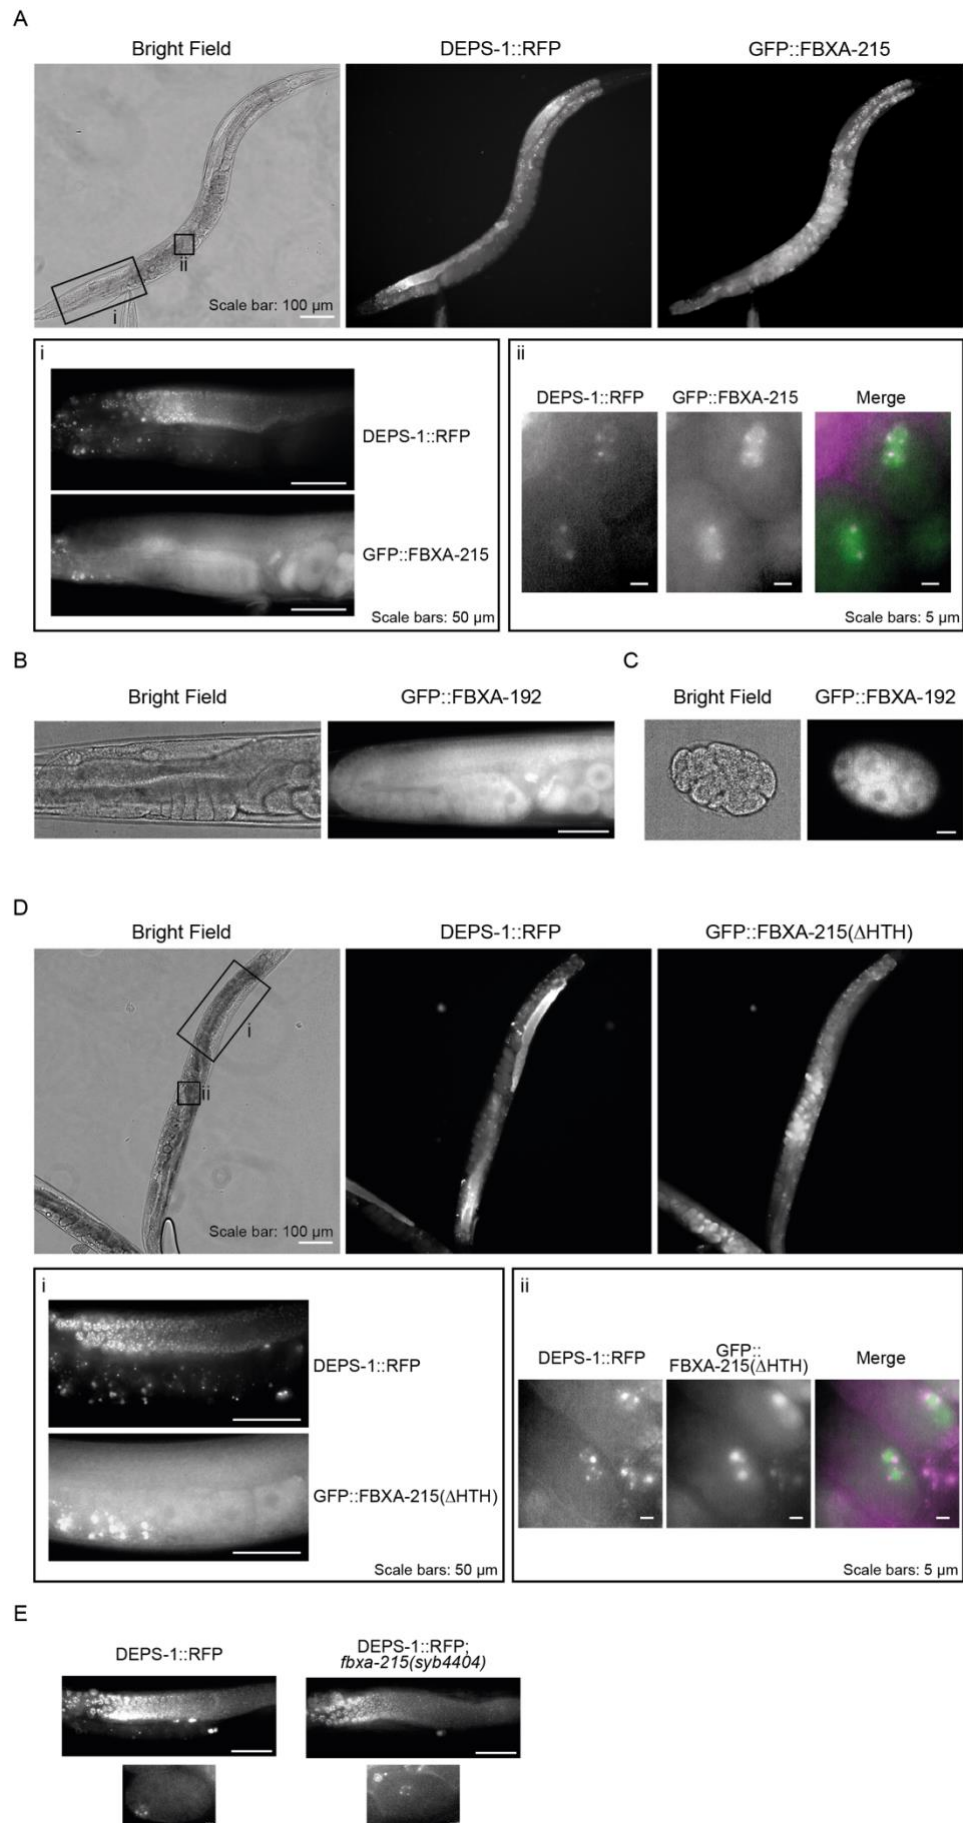

**Figure S9.**

**Figure S9. Expression and localisation of FBXA-192 and FBXA-215 in *C. elegans*.**

(A) Bright field and fluorescence photomicrographs showing a representative worm expressing DEPS-1::RFP and GFP::FBXA-215 (wild-type FBXA-215). Inset (i) shows expression in the adult worm germline, while inset (ii) shows expression in embryos. Scales are indicated in the figure. (B-C) Representative images of expression of GFP::FBXA-192 in the adult germline (B) and in embryos (C). Scale bars in (B) and (C) are equivalent to 50 and 10  $\mu\text{m}$ , respectively. (D) Photomicrographs showing a representative worm expressing DEPS-1::RFP and GFP::FBXA-215( $\Delta\text{HTH}$ ). Inset (i) shows expression in the adult germline, while inset (ii) shows expression in embryos. Scales are indicated in the figure. (E) Germ granules are not affected by mutation of *fbxa-215*, evaluated by DEPS-1::RFP expression. Wild-type (left panels) and *fbxa-215(syb4404)* worms (right panels), do not show obvious differences. Scale bars in upper and lower panels depict 50 and 5  $\mu\text{m}$ , respectively. (A-E) All worms of the same genotype had identical expression ( $n > 10$ ).

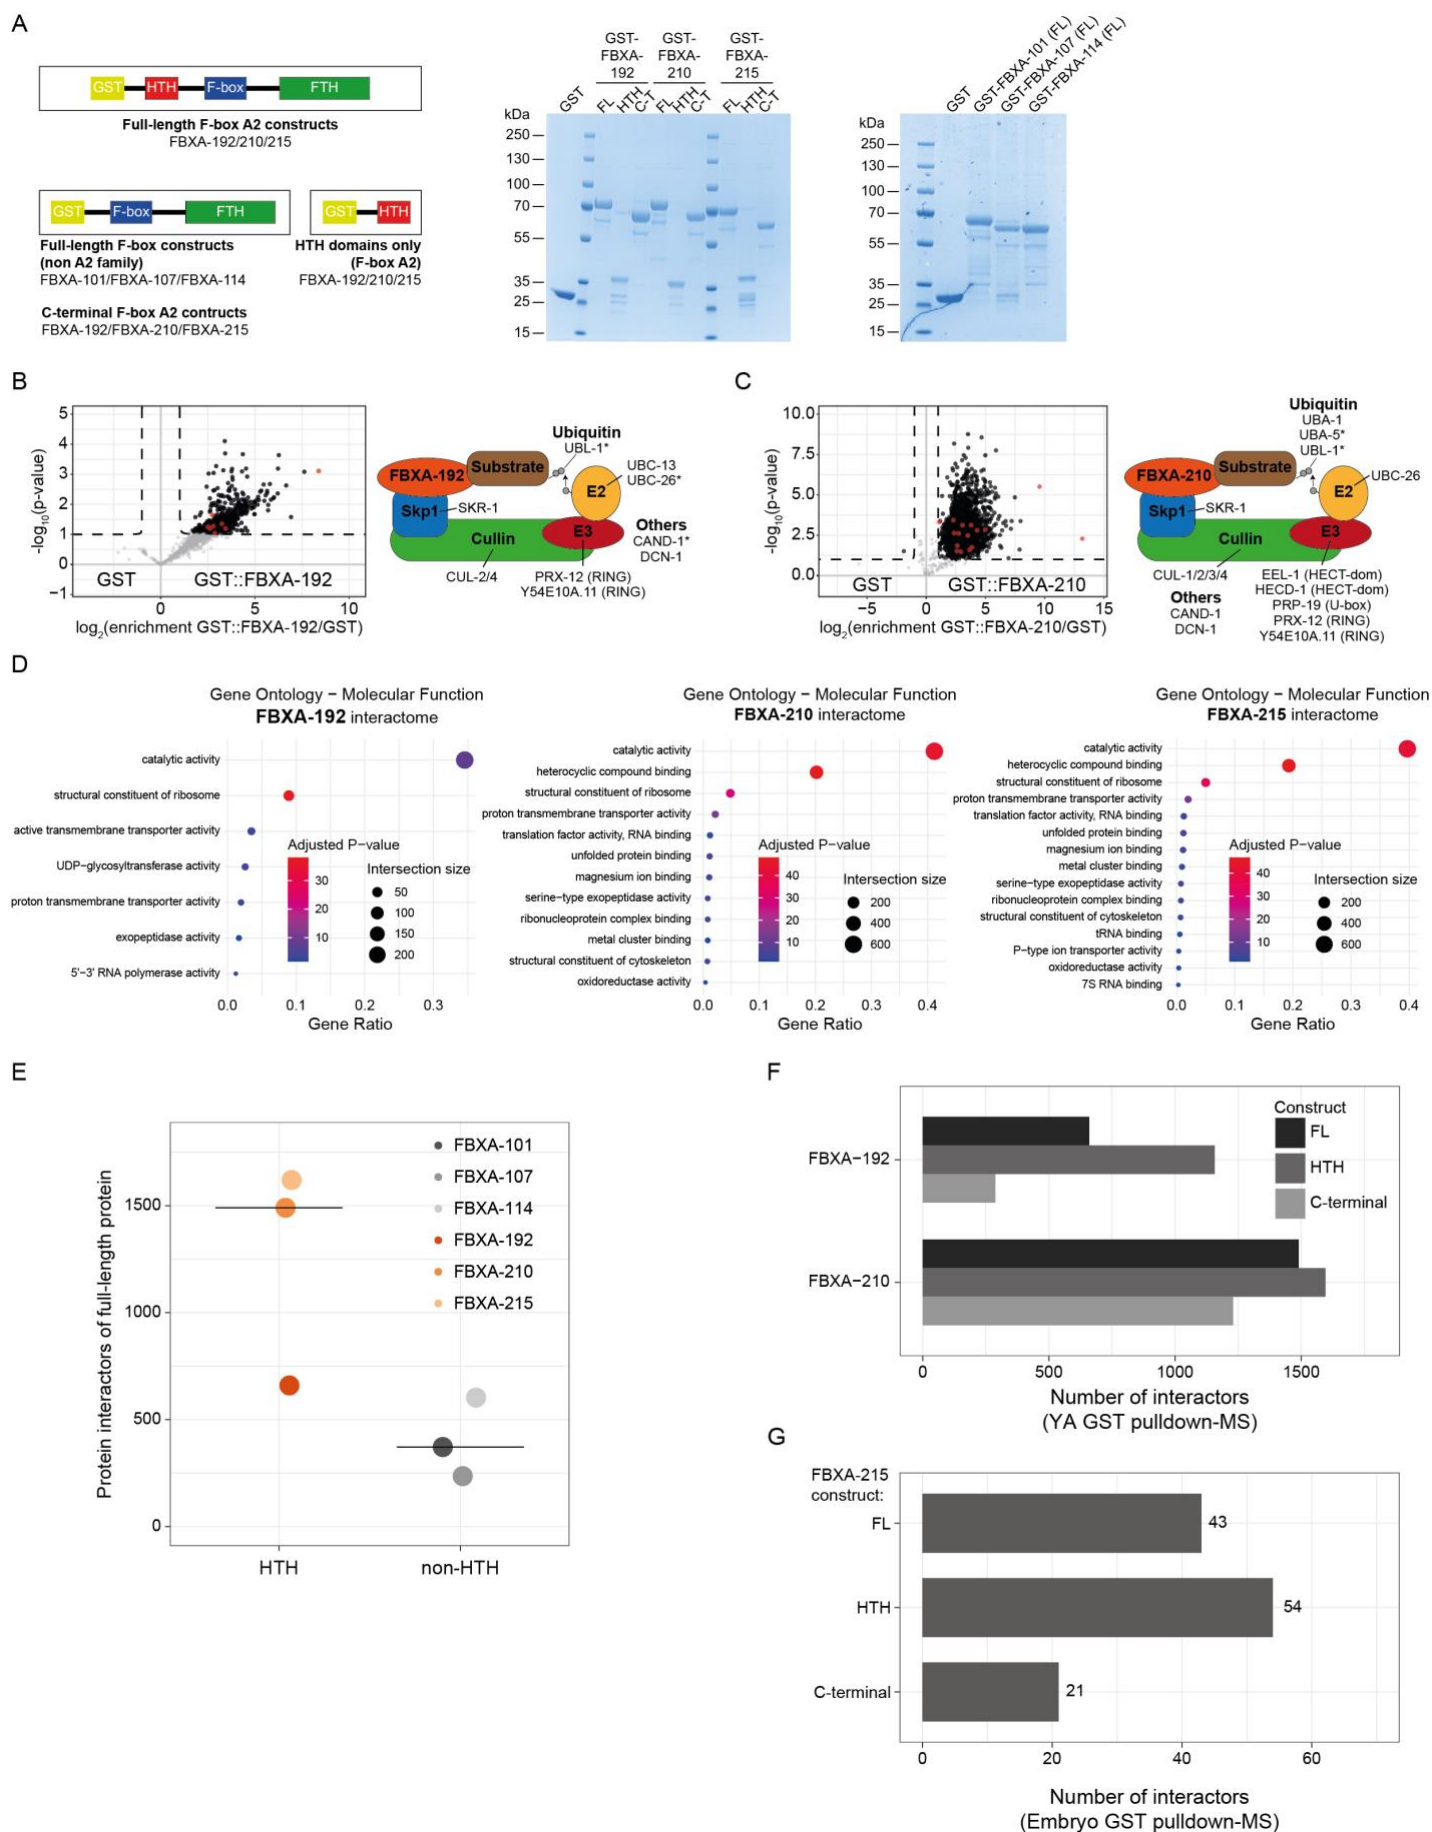

**Figure S10.**

**Figure S10. Defining the interactome of F-box A2 proteins.** (A) Left panel illustrates the domain structures of the Glutathione S-transferase (GST)-F-box fusion proteins constructed in this work. Middle and right panels show SDS-PAGE gels stained with Coomassie InstantBlue, with 5 µg GST-F-box fusion proteins purified from *Escherichia coli*. Middle panel shows F-box A2 proteins, while right panel shows F-box domain-containing proteins not belonging to the F-box A2 family. (B-C) Volcano plot shows proteins pulled-down with GST::FBXA-192 (B) and GST-FBXA-210 (C) over the GST alone, as identified by label-free quantitative mass spectrometry. Schematics adjacent to the volcano plots represent the SCF complex factors detected in the interactome of FBXA-192 (B) and FBXA-210 (C), corresponding to the factors highlighted in red in the volcano plots of their respective pull-downs. Asterisk indicates proteins that were classified as an interactor of the HTH domain, but not of the full-length protein. (D) Gene ontology (Molecular Function) of the interactome of F-box A2 proteins: FBXA-192 (left panel), FBXA-210 (middle panel), and FBXA-215 (right panel). (E) Number of interactors of F-box proteins, comparing F-box A2 proteins, which have an HTH domain, with other F-box domain-containing proteins lacking the TE-derived HTH domain. Horizontal bars represent the median. (F) Number of protein interactors of F-box A2 proteins (FBXA-192 and FBXA-210) defined by pulldown-mass spectrometry. Pulldowns were performed in young adult animal extracts using the full-length (FL), the HTH domain, and the C-terminal region of F-box A2 proteins. (G) Number of proteins interacting with full-length (FL) FBXA-215, its HTH domain, and C-terminal region, as determined by pulldown-mass spectrometry. Pulldowns were performed in embryo extracts. (B-F) See detailed results in Table S3.

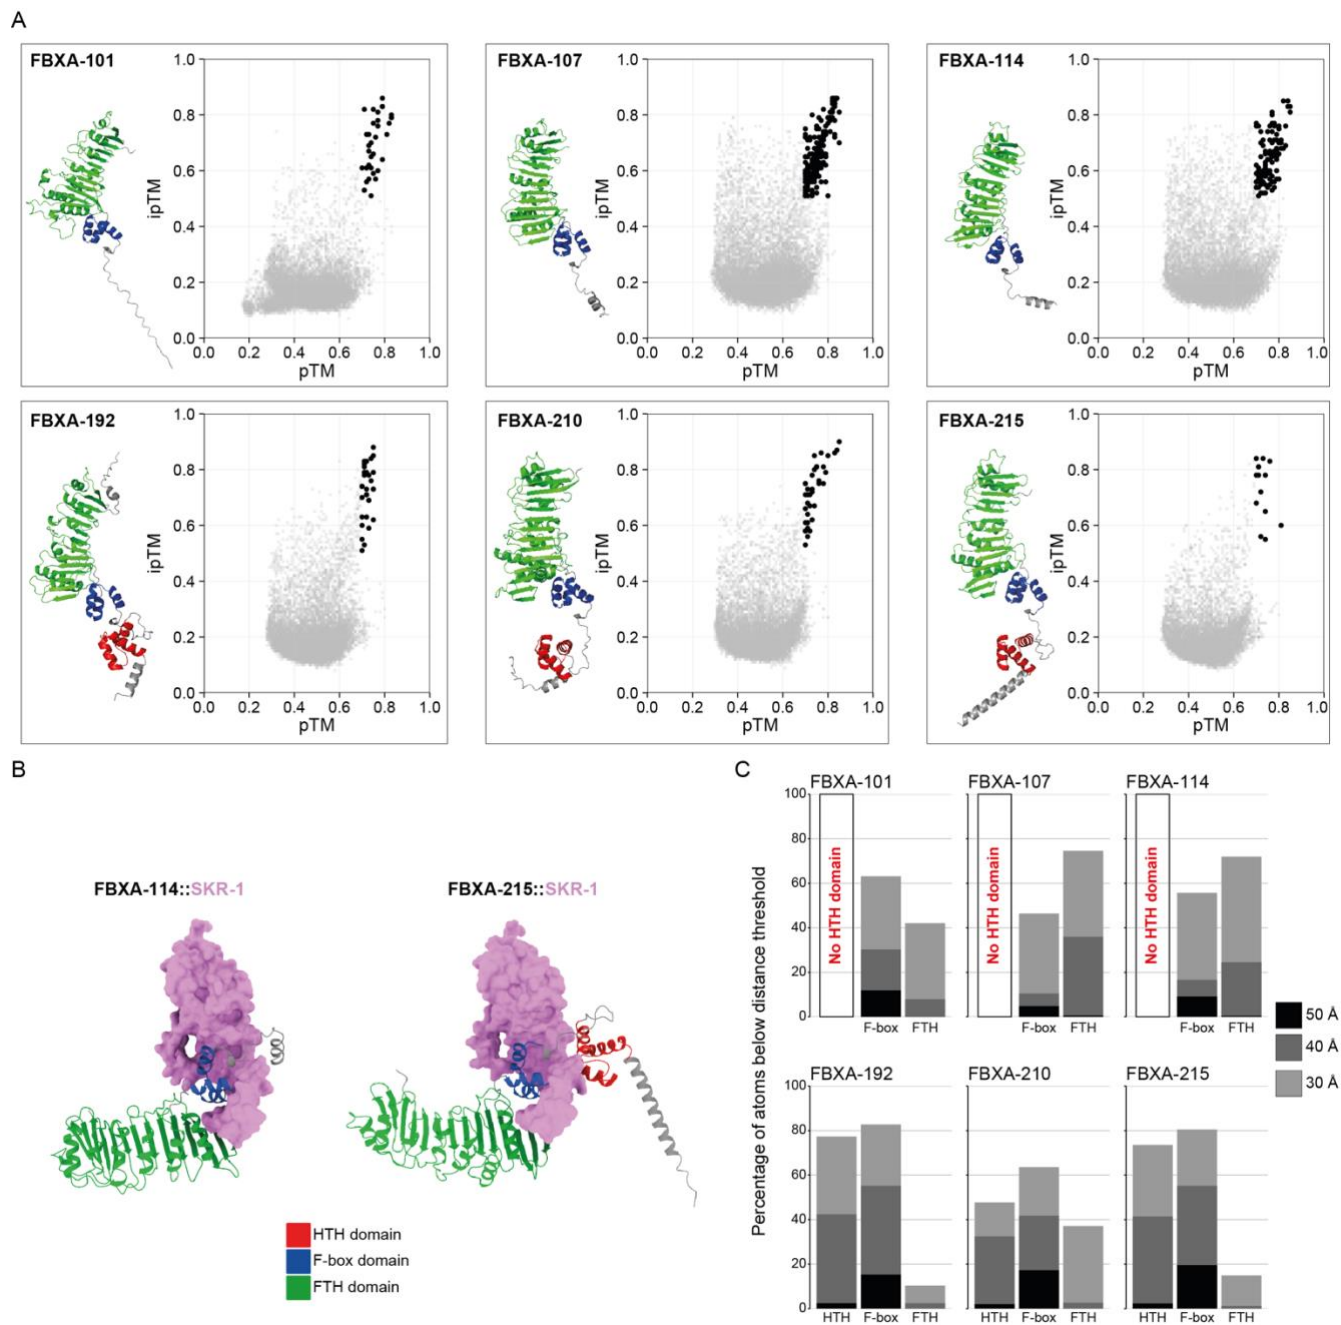

**Figure S11.**

**Figure S11. Additional data of the AlphaFold2 multimer screen for F-box interactors.** (A) AlphaFold2 multimer screen results for each F-box protein bait used. The pTM and ipTM values are shown for each interaction over the entire germline proteome of *C. elegans*. Black dots show the high-confidence interactions, defined by the highest pTM and ipTM (see Methods). AlphaFold2-modelled structures of the F-box protein baits are shown. (B) High-confidence interactions between representative F-box proteins and SKR-1, a Skp1 ortholog, modelled by AlphaFold2 multimer. The surface of SKR-1 is represented in pink. SKR-1 interfaces with the F-box domain, in blue, of FBXA-114 (not containing an HTH domain, on the left) and FBXA-215 (an HTH domain-containing F-box A2 protein, on the right). All F-box proteins used as baits in the screen, as represented in (A), have identical interactions with SKR-1, according to AlphaFold2. (A-B) colour key for the protein domains of the F-box protein structures is shown under (B). (C) Bar plots showing the percentage of atoms of high-confidence interactors, as determined in (A), below a certain distance threshold to the F-box protein (30, 40, or 50 Å).

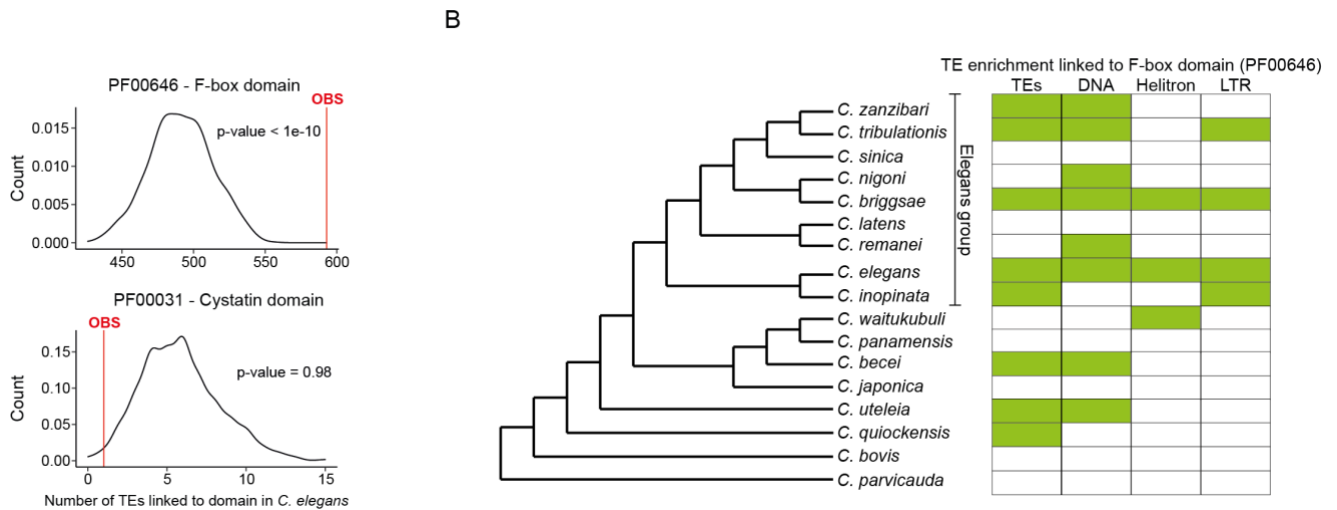

**Figure S12. F-box genes are located in TE-rich regions of *Caenorhabditis* genomes.** (A) Distribution of bootstrapped TE counts linked to all annotated protein-coding genes with a given protein domain. Here we show two example TE distributions in *C. elegans* for genes with an annotated F-box domain and genes with a Cystatin domain, as a representative negative control. The observed, real number of TEs in the *C. elegans* genome is denoted with a red line. (B) Summary of TE enrichment linked to annotated protein-coding genes with an F-box domain, across 17 *Caenorhabditis* genomes. Statistically significant enrichment of TEs in F-box domain-containing genes is represented as green-coloured boxes (p-value < 0.05), whereas white-coloured boxes illustrate lack of significant TE enrichment (p-value ≥ 0.05). We tested for TE enrichment in general (“TEs” column) and for enrichment of specific TE classes.

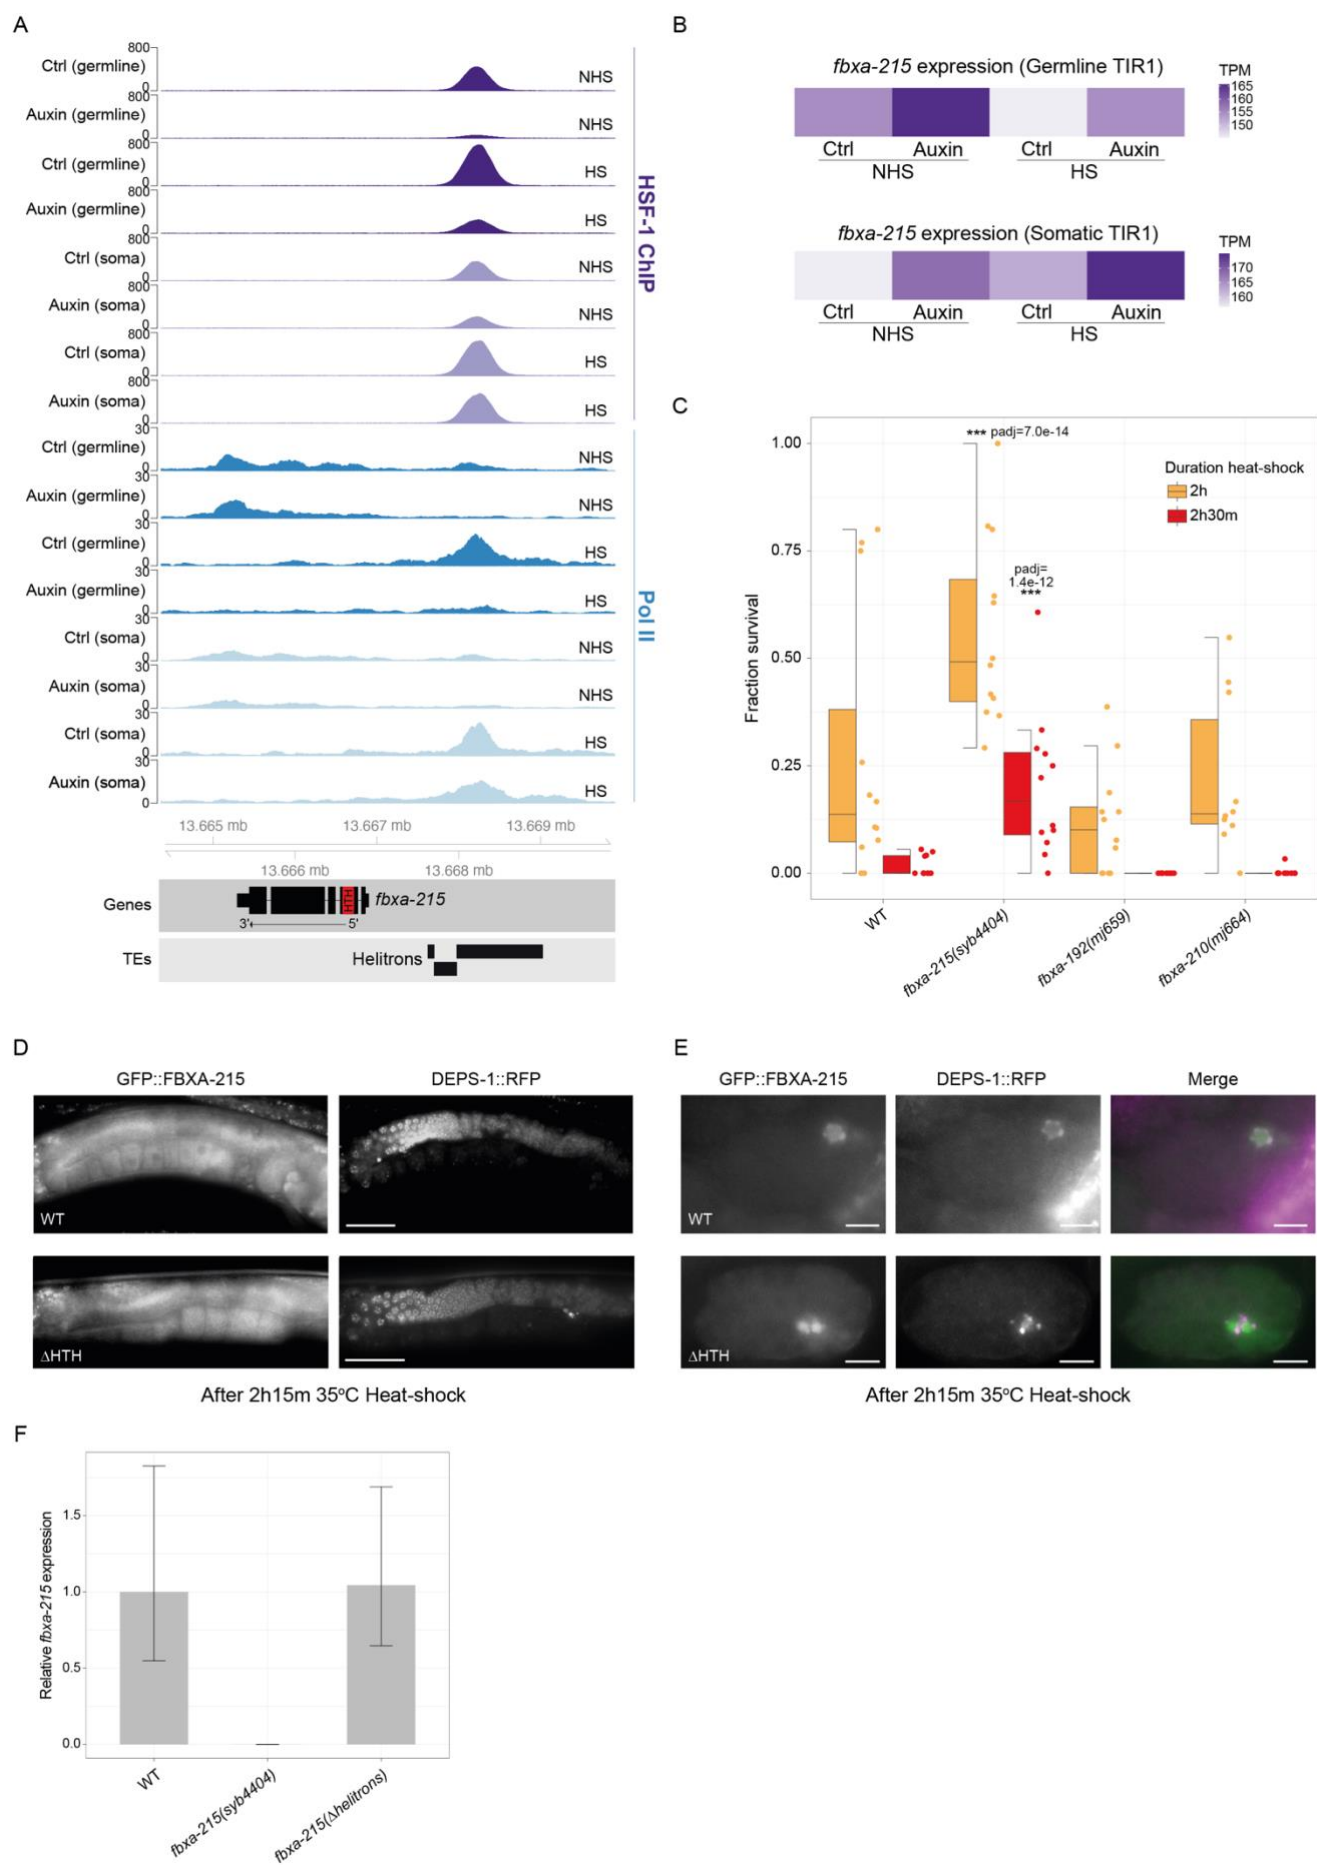

**Figure S13.**

**Figure S13. The molecular and phenotypic impact of integration of *fbxa-215* in a heat-shock response by HSF-1 and Helitrons.** (A) Genome tracks centered at the *fbxa-215* locus, with HSF-1 (purple tracks) and RNA Polymerase II (blue tracks) ChIP-sequencing data, obtained from animals expressing TIR1 in the germline or in the soma, allowing for specific auxin-induced depletion of HSF-1 in germline or somatic tissues, respectively. (B) Expression of *fbxa-215* in transcripts per million (TPM) in the same conditions as (A). (A-B) Publicly available ChIP-sequencing and RNA-sequencing data was used to produce these panels (Edwards et al. 2021). Ctrl, control with no auxin treatment; Auxin, treatment for HSF-1 degradation; HS, Heat shock; NHS, Non-heat shocked. (C) Worm survival 24 hours after 37°C heat-shock for 2h (orange) or 2h30m (red). Each figure represents two combined experiments. P-values show the results of Fisher's exact tests comparing survival of worm strains versus survival of wild-type (WT) N2. Horizontal lines in the boxes represent the median. The bottom and top of the box represent the 25<sup>th</sup> and 75<sup>th</sup> percentile. Whiskers include data points that are less than 1.5 x interquartile range away from the 25<sup>th</sup> and 75<sup>th</sup> percentile. (D-E) Fluorescence photomicrographs showing a representative adult worm (D) or embryo (E) expressing DEPS-1::RFP and GFP::FBXA-215 wild-type sequence (upper panels), or  $\Delta$ HTH (lower panels), after 2h15m heat-shock at 35°C. Compare with Figures 3A and S9 for localisation at a non-stressful temperature. All worms of the same genotype showed identical expression (n >10). Scale bars in (D) and (E) are equivalent to 50 and 10  $\mu$ m, respectively. (F) RT-qPCR results showing *fbxa-215* expression relative to *pmp-3* in the indicated strains. Animals used for this experiment were grown at a non-stressful temperature (20°C). Error bars represent standard deviation of four biological replicates.

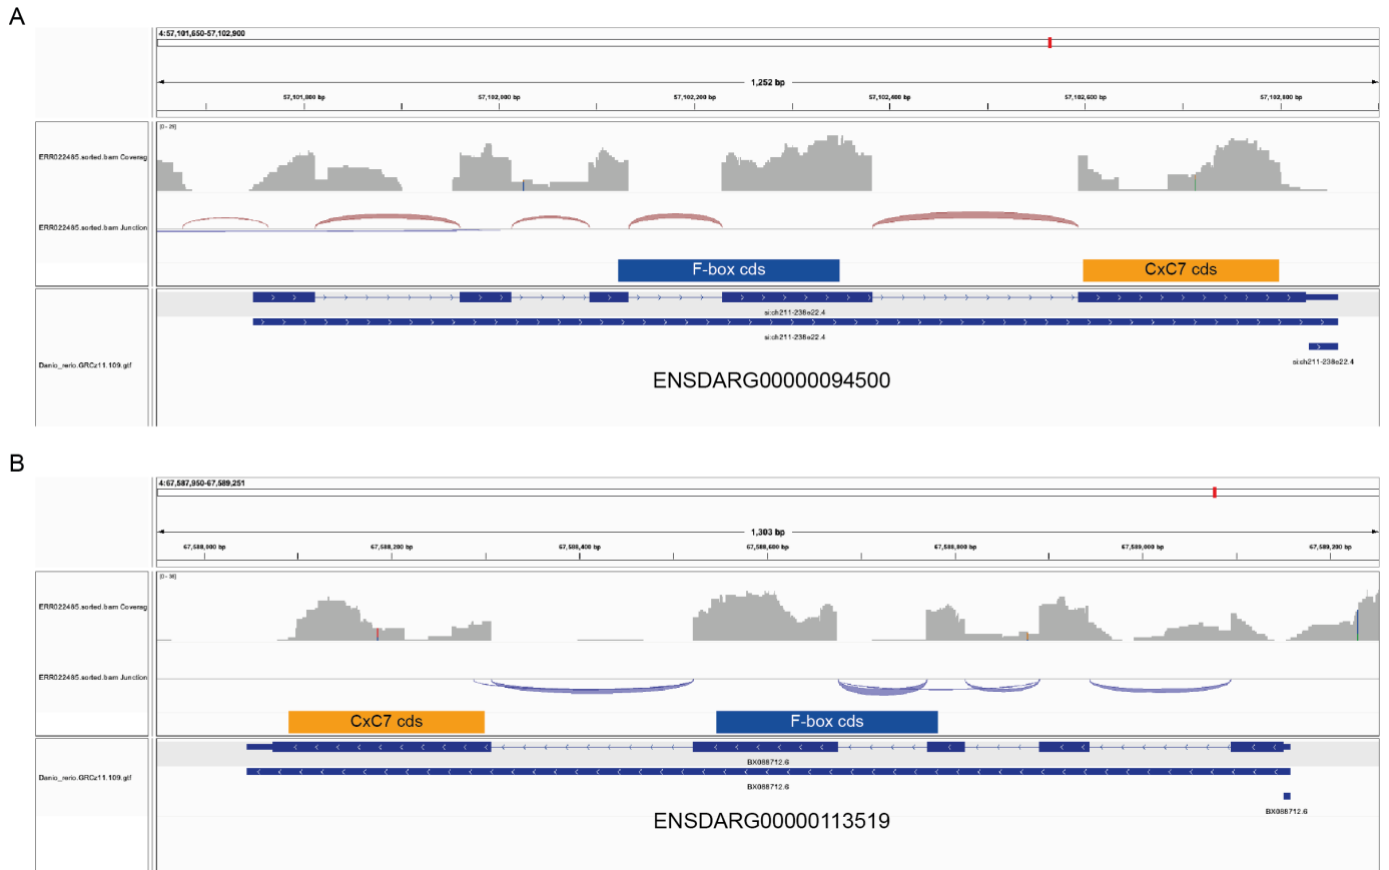

**Figure S14. F-box::CxC7 genes are expressed as a single transcriptional unit.**

(A-B) Integrative Genomics Viewer (Robinson et al. 2011) screenshots showing publicly available RNA-sequencing data (Collins et al. 2012) mapped to two F-box::CxC7 genes, ENSDARG00000094500 (A) and ENSDARG00000113519 (B). The boxes above the gene annotation tracks denote the coding sequences (cds) of the genes encoding the F-box (blue) and CxC7 (orange) protein domains. The upper tracks have information on coverage and on exon-exon junctions. The latter is defined by supporting reads spanning the exon-exon junction. The junction tracks support that the annotated exons coding the F-box protein domain are spliced together with the exon containing the CxC7 domain.

# Supplementary material for: Transposable Elements Drive Regulatory and Functional Innovation of F-box Genes
**Source:** Mol Biol Evol. 2025 Apr 25;42(5):msaf097. doi: 10.1093/molbev/msaf097
**Supplement:** msaf097_Supplementary_Data

Robinson JT, Thorvaldsdóttir H, Winckler W, Guttman M, Lander ES, Getz G, Mesirov JP. 2011. Integrative genomics viewer. *Nat Biotechnol*. 29:24-26.

How the deposited data were processed for this re-analysis (not part of the article)

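Polyadenylated RNA of young adult *C. elegans* was sequenced from the wild-type strain N2 and from mutants with the *syb4404* deletion of *fbxa-215*. At 20 °C there were 4 and 4 libraries, collected 48 h after plating, and at 25 °C 4 and 3, collected 36 h after plating. The 15 libraries were assigned to strain, temperature and replicate from the submitters' labels and the paper's strain table, and no column was left unassigned (0 columns). Embryo samples and TE family counts were not analysed here.

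The authors trimmed the reads with Trimmomatic, quantified transcripts with salmon and summed them per gene, and the deposited count tables hold these estimated counts, without normalization, for 21882 genes. Most of the values are whole numbers. The paper names WBcel235 as the genome, and its text does not name the transcriptome release. The authors also deposited, for each temperature, a table of their DESeq2 comparison, with the mean normalized count of each gene as a signal, a log2 fold change of N2 over mutants, an adjusted p-value, and expression values per library on a log2 scale. From these tables the log2 fold changes, reversed here to mutants over N2, the adjusted p-values and the gene symbols were used. The authors' log2 expression values per library and mean normalized signal entered no test.

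The estimated counts were rounded to whole numbers and analysed with edgeR (version 4.0.16) in R (version 4.3.3): TMM normalization, filterByExpr with its defaults (a minimum count of 10 and a total of 15), robust dispersion, and the quasi-likelihood F-test of mutants over N2 within each temperature. This left 13127 genes at 20 °C and 13510 at 25 °C. A gene was called differentially expressed at a Benjamini-Hochberg FDR under 0.05 and an absolute log2 fold change above 1. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic. It is approximate, as edgeR itself reports none for this test. CPM values use TMM-normalized library sizes. The interaction of genotype and temperature, and the difference between temperatures in N2, came from 1 fit over the 15 libraries and 14000 genes. Counts shared between temperatures were set against chance with Fisher's exact test, as was the share of called genes on each chromosome. For 10 gene lists (symbols starting with *msp-*, *vit-*, *col-*, *hsp-*, *clec-*, *cyp-*, *ugt-*, *fbxa-* and *fbxb-*, and the germline-expressed F-box A2 genes of Fig. S5D without *fbxa-215*), camera (limma, version 3.58.1) was run with an inter-gene correlation of 0.01, adjusted over 20 list tests, with fry and camera with an estimated correlation beside it. Single genes were also compared between strains with exact permutation tests of log2(CPM + 1), for which the smallest p is 0.0286 with 4 libraries against 4 or 4 against 3. A fold against libraries that were all at or under 3 counts was computed against that floor and is given as a lower bound.

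The genes named in the text follow a rule: the genes that the paper names; the 3 largest rises and 3 largest falls at each temperature among called genes with no overlap between strains and a mean of at least 50 counts in the higher strain; the 3 genes in each direction with the largest smaller change at both temperatures; genes called in opposite directions; and the 3 genes with the smallest interaction p-value. Genes named outside this rule are marked as chosen after their values were seen. Gene positions, exons and gene types come from the Ensembl annotation of WBcel235, which holds 21714 of the 21882 genes. As the libraries were not strand-specific, values of genes that overlap another gene are uncertain, and reads of near-identical family members could have been split between them by the quantification.

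Depth ranged from 10842744 to 28391866 counts per library. The edgeR, DESeq2 and interaction tests were first run on simulated data with 200 changed genes, and camera on a list of 30 changed genes. The edgeR test recovered 97% at 20 °C (2 unchanged genes called among the 12960 genes tested) and 96% at 25 °C (3 among 13354), and the interaction test recovered 96.5% (5 among 13790). The simulated changes were all of the same size, larger than the fold change threshold, and spared genes with few counts. Noise was drawn independently for each gene. These rates therefore do not carry over to smaller changes, to genes with few counts or to shared shifts of a library. No 2 libraries of a condition differed by as little as sampling noise. The alternatives were relative log expression size factors, library size alone, DESeq2 (version 1.42.0), no filter on low counts, at least 10 counts in every library, 1 fit over the 15 libraries, the replicate number as a block, glmTreat, no fold change threshold, unrounded values, and leaving out each library in turn. The tests, the gene lists, the rule for named genes and these alternatives were set before the data were examined. Protein-coding genes alone were added as an alternative after the data were seen.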

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

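The relabellings and splits of libraries, the matched draws of pseudogenes and the weighing of the deepest library were chosen only after the results were seen, as were the lists tested between temperatures in N2.

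Mutant replicate 4 at 20 °C held 28391866 counts, far above the other mutant libraries at that temperature. The other 3 of the 4 mutant libraries at 20 °C, and 3 of the 3 at 25 °C, lay within the range of the N2 totals, which argues against a difference in library size between strains as the source of the changes in expression as a whole. Without this library, 169 genes were differentially expressed at 20 °C in place of 195. No biological explanation was tested for its depth.

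In 3 more cases a single library stood apart from the other 3 of its group. N2 replicate 4 at 20 °C had 7.56 CPM of *acs-3*, and without it the log2 fold change at 20 °C was -0.58 in place of -1.01. Neither was past the thresholds in the edgeR fits of that temperature alone. With every library kept, *acs-3* was past both thresholds at 20 °C with DESeq2 (-1.03, adjusted p = 0.027). The same held in 1 edgeR fit over the 15 libraries (-1.02, FDR = 0.019). N2 replicate 3 at 20 °C had 7.71 CPM of *acd-1*, and without it the fall at 20 °C was -1.74 on the log2 scale and still past both thresholds. N2 replicate 2 at 25 °C had 0.558 CPM of *W08E12.4*, where the other N2 libraries had 0, so the log2 fold change of 5.13 depends on that library and was 8.83 without it, a value set by the prior count. Of the 77 groups of library values examined, 4 held such a library, and chance gives about 1 in 20. A technical and a biological source of these values cannot be separated with one library each, and neither was tested.

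The effect of the deletion differed between 20 and 25 °C for 205 of 14000 genes, 104 with a higher log2 fold change at 25 °C than at 20 °C and 101 with a lower one (edgeR interaction test), and 3443 had an unadjusted p under 0.05. Of 100 relabellings of strains within each temperature, the real one included, 4 gave as many genes, the highest 565, so the count is larger than most but not all other splits of the libraries give. The deepest library, mutant replicate 4 at 20 °C, did not create the count, which was 1604 without it. It was 12 without mutant replicate 3 at 25 °C. Only 9 of the 205 genes were also differentially expressed at 20 °C and 12 at 25 °C. Growth temperature, the hours from plating to collection and the growth batch differ together between the sides of this comparison, so a biological effect of temperature cannot be separated from the others.

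Among single genes, *nspg-8* had the smallest interaction p-value. Its log2 fold change was 0.20 at 20 °C and 2.08 at 25 °C, a difference of 1.89 (FDR = 5.8e-05 by edgeR), and in N2 it was lower at 25 °C than at 20 °C by a log2 fold change of -1.68. *C18H9.6* was higher in mutants at 20 °C (0.56) and lower at 25 °C (-0.40), a difference of -0.94 (FDR = 0.0035 by edgeR). *Y58A7A.5* went the other way, from -0.66 to 0.91, a difference of 1.58 (FDR = 0.0035 by edgeR). For each of these 2 genes the mutant and N2 libraries did not overlap at either temperature. The rise of *Y37H2A.14* at 20 °C was 2.64 and that at 25 °C 0.32, a difference of -2.30 (FDR = 0.019 by edgeR), and in N2 its expression was higher at 25 °C by 3.25. *F53F4.18* changed by 0.29 at 20 °C and -1.93 at 25 °C, a difference of -2.20 (FDR = 0.049 by edgeR). No technical explanation was tested for single genes, and temperature, hours and batch remain open for each.

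The paper does not report the comparison of temperatures in N2. There, 922 of 14000 genes were differentially expressed, 769 of them higher at 25 °C. Of the 35 splits of the 8 N2 libraries, 1, the real one, gave as many genes, and the next highest count was 1 gene. Library preparation batch, hours after plating and temperature cannot be separated here. In this comparison *hsp-* genes were lower at 25 °C (median log2 fold change -0.52, camera FDR = 7.9e-12 over 10 lists) and *clec-* genes higher (0.64, camera FDR = 6.6e-10). The median was also lower for *vit-* (-0.39, camera FDR = 0.0075) and higher for *col-* (0.22, 0.0090), *ugt-* (0.31, 0.026), *fbxa-* (0.29, 0.036) and *cyp-* (0.23, 0.044). The other 3 lists did not pass. These lists were not examined with fry, an estimated correlation or other splits of the libraries. In the comparison of strains, 0 lists passed with an estimated correlation, so the FDRs given here could depend on the fixed correlation of 0.01. *fbxa-215* itself was lower at 25 °C (-0.27, FDR = 0.023 by edgeR), against the direction of the *fbxa-* list.

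Of the differentially expressed genes, 27 at 20 °C and 12 at 25 °C are absent from the authors' deposited table, and the annotation lists them all as pseudogenes. At 20 °C pseudogenes made up 13.8% of the differentially expressed genes and 2.82% of those tested, 22 higher and 5 lower. Sets of genes matched on expression held 10.6 pseudogenes on average and 24 at most in 10000 draws (permutation p = 0.0001, the smallest these draws can give), which argues against low expression as the whole cause. At 25 °C, where 11 were lower and 1 higher, matched sets held 15.2 on average (permutation p = 0.9), so the 12 are no more than expression alone gives. At 20 °C the share was 11.8% (20 of 169 genes) without mutant replicate 4, the deepest library, and it ranged up to 17.3% with other libraries left out, so that library was not the source. Whether reads of parent genes were assigned to pseudogenes was not tested, and it stays open beside a change of the pseudogenes' own expression. Pseudogenes differentially expressed at both temperatures numbered 2, both lower.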

How the results depend on the processing

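The fit of protein-coding genes alone was chosen after seeing the data, and so were the tests of other splits of the libraries, apart from those for the number of differentially expressed genes at each temperature.

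*C01B10.8* and *eif-2D* stayed lower in mutants and past both thresholds at both temperatures under each of the settings described here and with each library left out in turn. The same held for *fbxa-215*, except that it has no value for at least 10 counts in every library, a filter that removes it since mutants have almost no counts, and that its bound was not computed with DESeq2. The counts of differentially expressed genes moved by less than 1.5 times under relative log expression size factors, library size alone, no filter, unrounded values, DESeq2, 1 fit over the 15 libraries and protein-coding genes alone. In the 35 splits of the 8 libraries at 20 °C, 1 split, the real one, gave as many genes as the 195 called, and the next gave 48. At 25 °C, 1 of the 35 splits of the 7 libraries gave as many as the 260 called, and the next gave 1. Of 100 pairs of splits drawn, 1 gave as many genes changed in one direction at both temperatures as the 37 observed, and the others gave 0. Other splits gave few or no genes at either temperature, so the other pairs had almost none to share. This outcome follows from the counts at each temperature and adds no evidence on consistency between them.

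With at least 10 counts required in every library, 20 genes were lower at 20 °C, 148 genes changed at 25 °C (91 of them higher), and 8 were lower at both. The interaction then gave 338 genes, and N2 changed with temperature for 431 genes (85 lower and 346 higher at 25 °C). Fewer genes are tested under this filter, and it removes genes near 0 counts in one strain. Testing against a fold change of 2 with glmTreat left 6 genes at 20 °C (4 lower and 2 higher), 17 at 25 °C (5 lower and 12 higher) and 4 at both (3 lower and 1 higher), and this follows from the stricter hypothesis. Without a fold change threshold the counts were 1769 at 20 °C (757 lower and 1012 higher), 1634 at 25 °C (692 lower and 942 higher), 299 at both (62 lower and 237 higher) and 17 in opposite directions. DESeq2 gave 1007 genes in the interaction, and the cause was not tested.

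The odds ratio for chromosome IV among differentially expressed genes at 20 °C was 1.01. It was 0.863 with DESeq2, and 1.19 with no fold change threshold (FDR = 0.033 by Fisher's exact test). The cause was not tested.

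The replicate numbers do not pair the libraries. Same-numbered N2 and mutant libraries deviated from their group means with correlations of 0.15, -0.29, -0.07 and -0.16 at 20 °C and -0.14, -0.10 and -0.08 at 25 °C. With the replicate number as a block, 110 genes were called at 20 °C (21 lower and 89 higher), 123 at 25 °C (37 lower and 86 higher) and 23 at both (11 higher), and 3 gene lists passed at 25 °C. With the block nested in temperature the interaction gave 3 genes. The block uses degrees of freedom, and whether that alone lowered the counts was not tested.

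For the gene lists, camera with an inter-gene correlation of 0.01 gave 3 lists past an FDR of 0.05 at 20 °C and 1 at 25 °C. With an estimated correlation, 0 lists passed at 20 °C and 0 at 25 °C. At 25 °C, 2 lists passed with library size only, 2 with all 15 libraries in one fit and 2 with fry. Adjusted within each temperature, 3 of the 35 splits at 20 °C and 31 of the 35 splits at 25 °C gave as many lists as the real one, so the number of lists is not beyond what other splits give. Directions reversed for lists whose median was near 0, and for *fbxb-* genes at 20 °C, whose median was not near 0. At 20 °C the median log2 fold change of *fbxa-* genes was -0.0014 with relative log expression size factors and -0.013 with at least 10 counts in every library, against 0.0076, and that of *fbxb-* genes was 0.022 without a filter, against -0.49. At 25 °C that of *cyp-* genes was 0.016 with library size only, against -0.016, and that of *fbxb-* genes, against -0.0037, was 0.026 with library size only, 0.20 with all 15 libraries in one fit, 0.20 with unrounded values and 0.16 with protein-coding genes only. None of these lists passed an FDR of 0.05 under those settings, and the cause was not tested.

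Across the fits that each left out one library, the number of differentially expressed genes ranged from 104 to 298 at 20 °C (lower 20 to 40, higher 82 to 264) and from 127 to 524 at 25 °C (lower 34 to 280, higher 93 to 244). Genes changed at both temperatures ranged from 21 to 55 (higher 10 to 39), genes in opposite directions from 0 to 1, genes in the interaction from 12 to 1604, and lists past an FDR of 0.05 at 25 °C from 1 to 3. Medians that crossed 0 were those of *hsp-* at 20 °C (from -0.051 to 0.16), *cyp-* at 20 °C (from -0.017 to 0.060), *fbxa-* at 20 °C (from -0.023 to 0.025), *cyp-* at 25 °C (from -0.083 to 0.0090) and *fbxb-* at 25 °C (from -0.24 to 0.25). So did the log2 fold changes of *skr-1* at 25 °C (from -0.024 to 0.053) and *pqn-2* at 20 °C (from -0.41 to 0.91), neither of them past a threshold in any of these fits. Leaving out a library removes replicates, and beyond that the cause was not tested.

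For the named genes and lists, changes of side at the threshold were counted per result and setting, so a result can be counted several times. Leaving out one library gave 12 losses and 8 gains, and the other settings gave 24 losses and 21 gains. Depth limits the genes near 0 counts in one strain, such as *W08E12.4*, *abu-6* and *pqn-2* in N2 at 25 °C, whose fold changes are imprecise.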

Differences from the paper's values

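No test in this part was chosen only after the result was seen, and the settings compared are those set before the data were examined.

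The UpSet plot of the paper shows about 1 gene that changed in opposite directions in young adults at 20 and 25 °C (Fig. S7E, read by eye), and 0 genes did so here (1 at an unadjusted p under 0.05 and a fold change above 2). Of the alternatives set before the data were examined, leaving out N2 replicate 4 at 20 °C, mutant replicate 4 at 20 °C or mutant replicate 1 at 25 °C gave 1 gene each. The gene was *F53A9.7* in the first and second of these and *F01D5.2* in the other, both named after their values were seen. Without a fold change threshold there were 17 such genes, and the other alternatives, DESeq2 included, gave 0. In the authors' deposited table the gene is *T17H7.1*, at -1.23 (adjusted p = 0.012) at 20 °C and 1.12 (adjusted p = 0.0075) at 25 °C. For *T17H7.1* the log2 fold change here was -1.16 at 20 °C (FDR = 0.096 by edgeR) and 0.95 at 25 °C (FDR = 0.026 by edgeR), and with DESeq2 -1.14 (adjusted p = 0.032) and 0.95 (adjusted p = 0.025), so that DESeq2 called it at 20 °C and at 25 °C it stayed under the fold change threshold with both programs.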

Other observations

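The tests of genes past the FDR at any fold change, of genes within 2 Mb of *fbxa-215*, of neighbouring and adjacent genes, of X-linked against autosomal genes, of the share of germline RNA and of the *abu-* genes were chosen only after the results were seen.

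The values of other genes that the paper names were as follows. The log2 fold change of *fbxa-192* was -0.22 at 20 °C and -0.14 at 25 °C, and that of *fbxa-210* was -0.21 and 0.08 (edgeR FDR between 0.12 and 0.65 for these 4 values), so neither was differentially expressed in *fbxa-215* mutants. *hsf-1* changed by -0.20 at 20 °C (FDR = 0.048 by edgeR) and -0.24 at 25 °C (FDR = 0.12), and *deps-1*, which has an antisense gene across it, by -0.26 (FDR = 0.033) and -0.09 (FDR = 0.39). *skr-1* changed by 0.06 and 0.02 and *pmp-3*, with an antisense gene as well, by -0.08 and -0.07 (FDR from 0.44 to 0.84 by edgeR). *fbxa-158* had mean counts from 0.5 to 5.67 in the strains and was not tested, since it did not pass the count filter.

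At 20 °C, 3 of the 10 gene lists passed an FDR of 0.05 by camera. The median log2 fold change of *vit-* genes was -0.35 (camera FDR = 2.1e-04, 6 of 6 genes lower, 3 past FDR 0.05 over all genes and 6 adjusted over the list alone). That of *col-* genes was 0.51 (camera FDR = 1.4e-07, 93 of 102 higher, 23 and 30 adjusted over the list alone), and it moved from 0.24 without N2 replicate 2 to 0.82 without N2 replicate 4. That of *clec-* genes was 0.29 (camera FDR = 2.1e-04, 61 of 82 higher, 23 and 34 adjusted over the list alone). With fry, *vit-* (FDR = 0.044) and *clec-* (FDR = 0.0031) held and *col-* did not (FDR = 0.107), and *hsp-* passed as well (FDR = 0.018). *clec-* did not pass by camera without a filter on low counts (FDR = 0.060). The other medians were 0.15 for *msp-* (camera FDR = 0.056, 0 and 0 adjusted over the list alone; past the threshold without N2 replicate 4, 0.0017, without mutant replicate 4, 0.0020, with library size only, 0.034, without a filter, 0.033, and with at least 10 counts in every library, 0.043), 0.04 for *hsp-* (7 and 9 adjusted over the list alone), 0.01 for *cyp-* (9 and 9), 0.09 for *ugt-* (6 and 6), 0.01 for *fbxa-* (3 and 1), -0.49 for *fbxb-* (0 and 0) and -0.19 for the germline-expressed F-box A2 genes (1 and 3). The signs for *hsp-*, *cyp-*, *fbxa-* and *fbxb-* changed under some settings.

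At 25 °C, *msp-* genes alone passed by camera, with a median of -0.27 (camera FDR = 1.5e-07, 24 of 28 lower, 7 past FDR 0.05 over all genes and 19 adjusted over the list alone), and the list did not pass with fry (FDR = 0.067), while *hsp-* (FDR = 0.0072) and *clec-* (FDR = 0.0078) did. The medians of the other lists were -0.14 for *vit-* (0 and 0 adjusted over the list alone), 0.35 for *col-* (14 and 14), 0.19 for *hsp-* (6 and 9), 0.06 for *clec-* (17 and 24), -0.02 for *cyp-* (5 and 5), 0.11 for *ugt-* (8 and 11), -0.05 for *fbxa-* (5 and 2), -0.00 for *fbxb-* (0 and 0) and 0.07 for the germline-expressed F-box A2 genes (0 and 0), with signs of *cyp-* and *fbxb-* that changed under some settings. With one library left out, the median at 25 °C ranged from -0.22 to -0.049 for *vit-*, from 0.19 to 0.50 for *col-* and from 0.081 to 0.215 for *hsp-*. *vit-* passed without mutant replicate 3 (camera FDR = 0.044) and *col-* without N2 replicate 3 (0.021). *hsp-* passed without N2 replicate 4 (0.047), mutant replicate 2 (0.028) or mutant replicate 3 (0.046). It also passed with library size only (0.047) and with all 15 libraries in one fit (0.040).

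A difference in developmental timing at collection between strains could change many genes, and sperm and yolk genes were used to look for it. The *msp-* list had a camera FDR of 0.0565 with a positive median at 20 °C, past 0.05 under several other settings. At 25 °C its camera FDR was 1.5e-07 with a negative median, while *vit-* genes had a negative median at both temperatures. With an estimated correlation, the camera FDR of *msp-* was 0.80 at 20 °C and 0.57 at 25 °C. By fry its FDR was 0.20 and 0.067. A shift of the *msp-* list was therefore not established at either temperature. Animals of each strain were collected at one age per temperature, so timing and genotype cannot be told apart.

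Background variants linked to *fbxa-215* on chromosome IV could leave differentially expressed genes there. Genes of chromosome IV were not over-represented, with odds ratios of 1.01 at 20 °C and 0.773 at 25 °C, nor were genes within 2 Mb of *fbxa-215*, with odds ratios of 1.16 (p = 0.69) and 0.757 (p = 0.61), by Fisher's exact test. Both argue against linked variants as the source of most calls. Of the smaller changes at 20 °C the opposite held. Among genes past an FDR of 0.05 at any fold change, the odds ratio was 1.19 for chromosome IV (FDR = 0.033) and 1.40 within 2 Mb of *fbxa-215* (83 of 468 genes, 17.7% against 13.3% elsewhere, p = 0.0087 by Fisher's exact test). At 25 °C these were 0.906 and 0.965 (p = 0.89 for the latter by Fisher's exact test). Linked variants with small effects may contribute at 20 °C, and they would be expected at 25 °C as well, where they were not seen. An effect of the deletion on its surroundings stays open.

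Whether the falls of *C01B10.8* and *eif-2D* were part of a change covering neighbouring genes was tested on the 10 nearest tested genes. The lowest log2 fold change among the neighbours of *C01B10.8* was -0.33 at 20 °C and -0.33 at 25 °C, and among those of *eif-2D* -0.16 and -0.95, all smaller falls than those of the genes themselves, which argues against such a change. Within 50 kb of *C01B10.8*, 1 of 20 tested genes was differentially expressed at 20 °C (*irld-7*, 1.05) and 2 at 25 °C (*nspb-1*, 1.92, and *nspb-2*, 2.26, both within the span of *irld-7*), all higher in mutants and named after their values were seen. *C25H3.10*, 2559 bp from *eif-2D* on the opposite strand (chromosome II, 5696498 to 5698969) and picked after its values were seen, rose by 1.85 at 20 °C (FDR = 9.2e-04 by edgeR) and 0.75 at 25 °C (FDR = 0.024 by edgeR). A variant at these genes in the mutant strain was not tested.

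Differentially expressed genes lay next to each other more often than chance. At 20 °C, 9 adjacent pairs were seen, against 3.33 on average and 11 at most in 10000 draws matched on expression (permutation p = 0.006), and at 25 °C 19 pairs against 5.76 and 18 (permutation p = 0.0001, the smallest these draws can give). Both genes changed in the same direction in 9 of 9 and 19 of 19 pairs. Overlapping spans accounted for 1 pair at 20 °C and 2 at 25 °C, so reads shared between overlapping genes could explain few of them. Names of one family were shared by 1 and 9 pairs, and 7 and 8 pairs had neither. Reads divided between related neighbours, and regulation shared by neighbours, stay open.

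At 25 °C genes on chromosome X were over-represented among the differentially expressed (odds ratio 1.79, FDR = 0.0054 by Fisher's exact test over 14 tests), as were those on V (1.60, FDR = 0.0097), and genes on I were under-represented (0.544, FDR = 0.011). The median log2 fold change of X-linked genes was 0.13. The difference between X-linked and autosomal genes was -0.061 ± 0.032 (SD, n = 4) in N2 and 0.084 ± 0.054 (SD, n = 3) in mutants, with no overlap (exact permutation p = 0.0286, the smallest possible and not corrected). X was picked because its genes were over-represented in these libraries, so this p does not exclude a chance arrangement of the libraries. At 20 °C the exact permutation p was 0.229. A smaller share of germline RNA in mutants is a candidate explanation, if X-linked genes are less expressed in the germline than elsewhere, which was not tested. The germline-expressed F-box A2 genes, 9 in all, had a median of 0.0696, which does not decide, and the explanation cannot be told apart from others here.

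All 10 tested *abu-* genes, a family looked at after *abu-6* was seen, were higher in mutants at 25 °C, with a median log2 fold change of 3.46, and 5 passed an FDR of 0.05 over all genes and 10 over the family alone. In 8 of the 10 genes every mutant library was above every N2 library, against 13.5% of all genes tested at 25 °C and 2.86% by chance, and this argues against a single outlying library. Their mean expression was low, from 0.99 to 8.80 CPM. At 20 °C 9 of 9 were higher, with a median of 0.65 and 0 past an FDR of 0.05. In 0 of these 9 genes was every mutant library above every N2 library. The median log2 deviation of the family in single libraries ran from -3.70 (replicate 2) to 1.33 in N2. In mutants it ran from -1.15 to 1.79, so a single outlying library is not excluded at 20 °C. The interaction was positive in 10 of 10 genes, with a median of 2.42 on the log2 scale, but 0 of them passed an FDR of 0.05 and 3 had an unadjusted p under 0.05, so a difference between temperatures was not shown for any single gene. A difference in developmental timing could produce it, and the mean difference of *vit-* genes between mutant and N2 libraries, -0.119 at 25 °C on the log2 scale, does not decide, so that timing and the deletion cannot be told apart. Reads divided between members of the family were not tested.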
